# The histone demethylase dKDM5/LID interacts with the SIN3 histone deacetylase complex and shares functional similarities with SIN3

**DOI:** 10.1186/s13072-016-0053-9

**Published:** 2016-02-03

**Authors:** Ambikai Gajan, Valerie L. Barnes, Mengying Liu, Nirmalya Saha, Lori A. Pile

**Keywords:** Histone demethylase, SIN3 complex, Cell proliferation, Wing development, Gene expression, RNAseq, Oxidative stress, *Drosophila*

## Abstract

**Background:**

Regulation of gene expression by histone-modifying enzymes is essential to control cell fate decisions and developmental processes. Two histone-modifying enzymes, RPD3, a deacetylase, and dKDM5/LID, a demethylase, are present in a single complex, coordinated through the SIN3 scaffold protein. While the SIN3 complex has been demonstrated to have functional histone deacetylase activity, the role of the demethylase dKDM5/LID as part of the complex has not been investigated.

**Results:**

Here, we analyzed the developmental and transcriptional activities of dKDM5/LID in relation to SIN3. Knockdown of either *Sin3A* or *lid* resulted in decreased cell proliferation in S2 cells and wing imaginal discs. Conditional knockdown of either *Sin3A* or *lid* resulted in flies that displayed wing developmental defects. Interestingly, overexpression of dKDM5/LID rescued the wing developmental defect due to reduced levels of SIN3 in female flies, indicating a major role for dKDM5/LID in cooperation with SIN3 during development. Together, these observed phenotypes strongly suggest that dKDM5/LID as part of the SIN3 complex can impact previously uncharacterized transcriptional networks. Transcriptome analysis revealed that SIN3 and dKDM5/LID regulate many common genes. While several genes implicated in cell cycle and wing developmental pathways were affected upon altering the level of these chromatin factors, a significant affect was also observed on genes required to mount an effective stress response. Further, under conditions of induced oxidative stress, reduction of SIN3 and/or dKDM5/LID altered the expression of a greater number of genes involved in cell cycle-related processes relative to normal conditions. This highlights an important role for SIN3 and dKDM5/LID proteins to maintain proper progression through the cell cycle in environments of cellular stress. Further, we find that target genes are bound by both SIN3 and dKDM5/LID, however, histone acetylation, not methylation, plays a predominant role in gene regulation by the SIN3 complex.

**Conclusions:**

We have provided genetic evidence to demonstrate functional cooperation between the histone demethylase dKDM5/LID and SIN3. Biochemical and transcriptome data further support functional links between these proteins. Together, the data provide a solid framework for analyzing the gene regulatory pathways through which SIN3 and dKDM5/LID control diverse biological processes in the organism.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0053-9) contains supplementary material, which is available to authorized users.

## Background

Chromatin, composed of DNA wrapped around histone proteins, acts as the template for gene transcription in eukaryotes. The activity of nucleosome remodeling factors and histone-modifying enzymes, as well as the incorporation of histone variants, regulates dynamics of chromatin packaging [1]. Dense packaging of chromatin is associated with transcription repression, while a more loose conformation is associated with activation. Histone-modifying enzymes regulate transcription by modifying the N-terminal tails of histones, enabling or preventing the association of several distinct transcriptional activators and repressors [2]. Analysis of many immunopurified chromatin regulatory complexes indicates the presence of multiple histone-modifying enzymes within the same complex. Two such enzymes found to occur together in chromatin regulatory complexes are histone deacetylases (HDACs) and lysine demethylases (KDMs), reviewed by Hayakawa and Nakayama [3]. The SIN3, NuRD, CoREST, and NCoR/SMRT complexes have all been shown to include both class I HDACs and a KDM.

The activity of HDACs typically leads to a transcriptionally repressive chromatin environment while the opposing activity of lysine acetyltransferases (KATs) results in an environment favorable for transcription [2]. SIN3 acts as a scaffold protein for multiple HDAC complexes present in organisms from yeast to mammals and is thus generally associated with transcription repression [4]. Across species, the distinct SIN3 complexes share much similarity in composition of proteins and biological functions. The HDAC RPD3, in yeast and *Drosophila*, and HDAC1 and 2, in mammals, render catalytic activity to the complex. Investigations using different model organisms have identified the interaction of SIN3 with a KDM, dKDM5/LID, in *Drosophila,* and the homolog KDM5A in mammals [5–8]. This finding adds a second catalytic component to the SIN3 complex, which to date had been regarded as an HDAC complex. In *Drosophila*, a single gene, *Sin3A*, encodes multiple isoforms of SIN3. Work in our laboratory has shown that dKDM5/LID predominantly associates with the largest SIN3 isoform, SIN3 220 [7].

*Sin3A* is an essential gene in both *Drosophila* and mammals [9–13]. SIN3 was initially identified in yeast as a global regulator of transcription [14, 15]. In *Drosophila*, microarray expression analysis of S2 and Kc cultured cells upon *Sin3A* RNA interference (RNAi), determined that ~3 % of the genome is regulated by SIN3, where a vast majority of genes were repressed by SIN3 [16]. Further, SIN3 plays an important role in cell cycle progression. In *Drosophila*, knockdown of *Sin3A* by RNAi in cultured cells leads to a G2/M phase cell cycle arrest [17]. In mammals, two distinct genes *mSin3a* and *mSin3b,* encode SIN3 proteins. In mouse embryonic fibroblasts (MEFs), deficiency of mSIN3A leads to a reduction in proliferative capacity and an increase of cells in the G2/M phase of the cell cycle [9, 10]. mSIN3B-deficient MEFs, however, continue to proliferate, but fail to exit the cell cycle [11]. Furthermore, SIN3 is known to be important for developmental processes. In *Drosophila*, SIN3 isoforms show differential expression in multiple tissues and life stages [18]. Knockdown of *Sin3A* at different developmental time points indicates a requirement for SIN3 during multiple stages of development [18, 19]. SIN3 is also linked to key developmental and signaling pathways. SIN3 is associated with steroid hormone, Notch, ERK and JNK signaling pathways [20–24]. SIN3 is further implicated in eye, wing, neural and cardiac development [12, 25–28].

Similar to *Sin3A*, *lid* is an essential gene in *Drosophila,* first identified in a screen for *trithorax* group genes [29]. dKDM5/LID is a JmjC domain containing KDM, which specifically removes H3K4me3, a mark associated with active transcription [30–33]. In mammals, four paralogous genes encode *lid* homologs, KDM5A through KDM5D. KDM5A, KDM5B, and KDM5C interact with SIN3 or HDAC complexes [5, 8, 34–36]. Until recently, targeted gene expression analysis had been performed for only a few genes to understand the role of dKDM5/LID in transcription. These studies revealed that, consistent with its demethylase activity, Notch target genes are repressed by dKDM5/LID, while other genes are positively regulated [6, 31–33, 37]. Recently, two groups published findings for genome-wide changes in gene expression upon loss or reduction of dKDM5/LID [38, 39]. These groups utilized expression arrays to identify dKDM5/LID-regulated genes in *Drosophila* wing imaginal disc tissues. Work by Lloret-Llinares et al., while demonstrating that a large number of genes are bound by dKDM5/LID, identified very few genes that showed statistically significant changes in expression [39]. In contrast, Liu et al. reported a large number of genes (901) to be regulated by dKDM5/LID, of which 367 were upregulated and 534 were downregulated, suggesting a role in both gene activation and repression [38]. Additionally, dKDM5/LID is necessary for fly development [29, 40]. In mammals, similar to SIN3, KDM5A and KDM5B are known to regulate cell cycle progression [34, 41–45].

Taken together, research in *Drosophila* and mouse suggests that SIN3 and KDM5 have overlapping as well as distinct biological functions. In this work, we wished to further explore the potential intersection of functional activities of these two transcriptional regulators. Here, we have focused on the role of dKDM5/LID in the context of the *Drosophila* SIN3 complex. We demonstrated that dKDM5/LID acts similarly to SIN3 in affecting cell cycle progression and wing development, strongly supportive of a functional interaction of these proteins. Through genome-wide expression analysis we determined that SIN3 and dKDM5/LID regulate transcription of a number of common gene targets with specific effect on stress tolerance processes. Further, we found that under conditions of oxidative stress, SIN3 and dKDM5/LID proteins affect a large number of genes implicated in cell cycle control.

## Results and discussion

### SIN3 and RPD3 co-purify with dKDM5/LID

We previously identified components of *Drosophila* SIN3 187 or 220 isoform specific complexes by LC/MS/MS analysis and determined that dKDM5/LID co-purifies predominantly with the SIN3 220 complex [7]. To build on that study, we sought to analyze the interaction of dKDM5/LID with SIN3 220 by western blot assay using dKDM5/LID-specific antibody. Nuclear extracts were prepared from S2 cells and cells expressing HA-tagged SIN3 187 or 220. Nuclear extracts were subjected to immunopurification of SIN3 using anti-HA beads. Western blot with antibody to dKDM5/LID or antibody to SIN3 showed the association of dKDM5/LID predominantly with SIN3 220 (Fig. 1a). To validate the interaction of dKDM5/LID with SIN3, we performed the reciprocal experiment, where we immunopurified dKDM5/LID. We generated a *Drosophila* S2 cell line carrying a transgene for inducible expression of FLAG-HA-tagged dKDM5/LID. We immunopurified nuclear extracts prepared from control S2 cells and dKDM5/LID FLAG-HA cells using anti-HA beads. A western blot of immunoprecipitated dKDM5/LID showed interaction of dKDM5/LID FLAG-HA with SIN3 and RPD3, two components of the SIN3 complex (Fig. 1b). As an additional control, we immunopurified nuclear extracts prepared from S2 cells, cells expressing HA-tagged SIN3 187 or 220, and cells expressing FLAG-HA-tagged dKDM5/LID with IgG and probed with antibody to HA. No detectable levels of HA-tagged proteins were present in the bound fraction (data not shown). Previously two other groups purified dKDM5/LID and demonstrated its interaction with components of the SIN3 complex [6, 31]. Work by Lee et al., demonstrated an association of dKDM5/LID with RPD3 and Pf1, another component of the SIN3 complex, but did not find an interaction with SIN3 itself [31]. However, Moshkin et al., isolated a dKDM5/LID complex that includes SIN3 and RPD3 proteins as well as Pf1 and EMSY, components of the SIN3 complex [6]. Our work along with published data establishes the interaction of dKDM5/LID with a SIN3 and RPD3 containing complex.

**Fig. 1:**
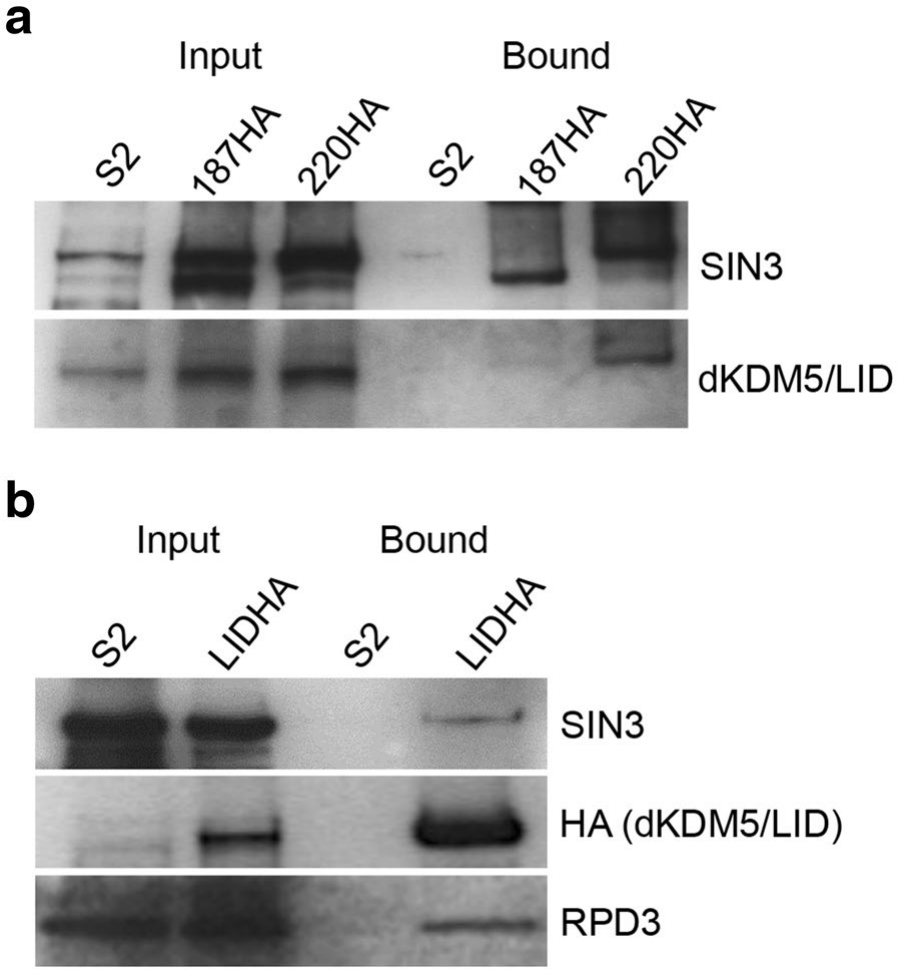
dKDM5/LID interacts with SIN3 complex components. Western blot analysis of input and bound fractions of nuclear extracts from S2, SIN3 187HA, and SIN3 220HA (**a**) or S2 and dKDM5/LID FLAG-HA (**b**) cells. Antibody to the HA tag was used for immunoprecipitation. Blots were probed with the antibody listed to the *right*

### dKDM5/LID affects cell cycle progression

Having verified the interaction of dKDM5/LID with SIN3 and the catalytic component of the complex, the HDAC RPD3, we sought to determine the contribution of dKDM5/LID to SIN3 complex functions. Previous work in yeast, flies, and mammals has shown SIN3 to play an important role in regulating progression through the cell cycle [9, 11, 17, 46]. In *Drosophila,* in addition to SIN3, other components of the SIN3 complex such as RPD3 and p55 have also been shown to affect cell growth rates of cultured cells [17]. We next investigated if dKDM5/LID also contributed to progression through the cell cycle.

First, we checked for defects in cell proliferation by measuring cell density of *Drosophila* S2 cells upon induction of RNAi of *Sin3A*, *lid*, or both. S2 cells treated with dsRNA targeting *GFP* was used as a control. Verification of efficient reduction of SIN3 protein by western blot analysis and *lid* transcript by real-time quantitative RT-PCR (qRT-PCR) is routinely performed in the lab (Additional file 1: Figure S1). Determination of cell density revealed that *lid* knockdown cells had decreased cell density, about 15 % lower, compared to control cells treated with *GFP* dsRNA (Fig. 2a). *lid* knockdown, however, resulted in a less severe cell proliferation defect compared to *Sin3A* knockdown cells. Further, double knockdown of *lid* and *Sin3A* did not result in an additive effect on cell proliferation. The double knockdown cells showed densities comparable with single knockdown of *Sin3A*. These results suggest that multiple components of the SIN3 complex could contribute to the cell proliferation defect seen upon loss of SIN3. Loss of the scaffold protein, SIN3, may result in the disruption of function of these additional complex components, including dKDM5/LID, thereby resulting in a more pronounced proliferation defect relative to the other components.

**Fig. 2:**
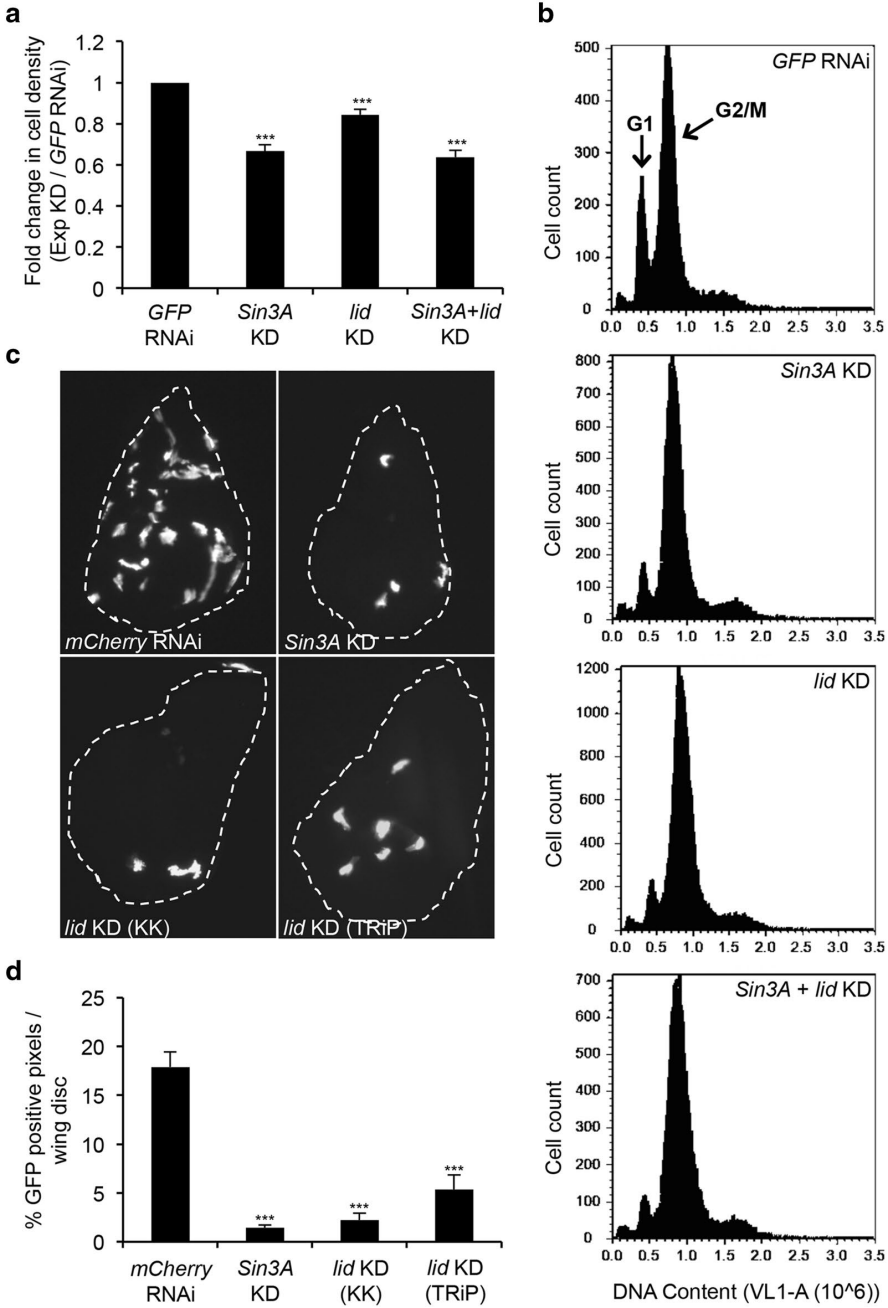
Knock down of *lid* leads to decreased cell proliferation in S2 cells and wing imaginal discs, similar to a reduction of *Sin3A.* **a** Quantification of cell density by cell counts of S2 cells treated with dsRNA targeting indicated proteins. Results are the average of five biological replicates. **b** Histogram of DNA content vs. cell counts for indicated cell lines by flow cytometry. Peaks for G1 and G2/M cell cycle phases are indicated in the *top* *panel*. **c** Control and *Sin3A* or *lid* knockdown wing disc clones generated using the Flip-out GAL4 system and immunostained with antibody to GFP. **d** Quantification of GFP signal in wing imaginal discs. Results are the average pixel counts from 20 wing imaginal discs. *KD* knockdown. ***, *P* < 0.001

Next, to look at the cell cycle distribution of S2 cells upon knockdown of *Sin3A*, *lid*, or both, we performed flow cytometry analysis. Consistent with previous reports [17], *Sin3A* knockdown resulted in a G2/M phase arrest or delay of the cell cycle (Fig. 2b). Similar to the effect of *Sin3A* knockdown, *lid* knockdown and double knockdown of *Sin3A* and *lid* resulted in an accumulation of cells in the G2/M phase of the cell cycle while the number of cells in G1 was reduced compared to GFP RNAi control cells. These results further validate a role for both SIN3 and dKDM5/LID in regulating cell cycle progression.

To analyze the role of dKDM5/LID in cell proliferation in the context of fly development, we looked at clonal cell growth in *Drosophila* wing imaginal discs. For this purpose, we utilized the heat shock flip-out system to randomly generate EGFP-marked clones with or without *lid* knockdown. We previously showed that reduction of SIN3 results in clones that are few in number [28]. Similar to our previous observation with *Sin3A* knockdown, we found that reduction of dKDM5/LID also resulted in EGFP-positive clones that were fewer in number relative to the control (*mCherry* RNAi) (Fig. 2c). Quantification of the GFP-positive pixels per disc shows a three to sevenfold reduction in the number of pixels compared to the control upon *lid* knockdown (Fig. 2d). We utilized two separate RNAi lines to drive *lid* knockdown and observed similar results, which strongly suggests that the reduction in clonal cell growth is due to *lid* knockdown and not an off-target effect of RNAi. Data from both cell culture and developing flies demonstrate that dKDM5/LID plays an important role in regulating cell proliferation. The observed defects in cell proliferation in the developing wing imaginal disc cells are much more pronounced compared to cultured cells. This is possibly due to the more significant roles of SIN3 and dKDM5/LID proteins during development.

### dKDM5/LID functions in wing development

Next, we tested the role of dKDM5/LID in the regulation of developmental processes. *Sin3A* and *lid* are both essential genes in *Drosophila* and are implicated in the regulation of developmental processes [12, 13, 18, 25–29, 40]. In *Drosophila,* the GAL4-UAS system can be used to induce RNAi of target genes. Crossing an *Act*-*GAL4* driver line to a UAS-RNAi line results in progeny with ubiquitous knockdown of the gene of interest. Ubiquitous knockdown of *Sin3A* by RNAi results in lethality [28]. *lid* knockdown using a ubiquitous *Act*-*GAL4* driver was shown to result in semi lethality [30]. In our hands, upon ubiquitous knockdown of *lid* using an *Act*-*GAL4* driver, we observed varying degrees of lethality depending on the UAS-RNAi line and the temperature at which the flies were reared (Table 1). When reared at 25 °C, crosses using the *UAS*-*LID*^*RNAi*-*KK*^ line resulted in 50–70 % lethality of the progeny. At 27 °C, however, very few flies survived compared to those reared at 25 °C. Use of the *UAS*-*LID*^*RNAi*-*TRiP*^ line resulted in very few survivors, even at 25 °C and complete lethality at 27 °C. The varying degrees of lethality is possibly due to the differences in RNAi efficiency of the dsRNA constructs utilized and the temperature dependence of GAL4 activity [47]. Additionally, we note that the different LID RNAi lines produced varying degrees of the observed phenotypes. For lethality, the TRiP line gave the stronger result compared to the KK line (Table 1), while for clonal cell growth, the KK line yielded a more severe phenotype relative to the TRiP line (Fig. 2c, d). These differences are possibly due to distinct efficiency of knockdown generated using the two separate GAL4 driver lines.

**Table 1:** Ubiquitous reduction or overexpression of dKDM5/LID results in a loss of viability

		♂			♀		
		Adult progeny observed		% Viable (*UAS*-*X/* *Act*-*GAL4*)	Adult progeny observed		% Viable (*UAS*-*X/* *Act*-*GAL4*)
Temp (°C)	UAS line	(*UAS*-*X/Act*-*GAL4*)	(*UAS*-*X/CyO*)		(*UAS*-*X/Act*-*GAL4*)	(*UAS*-*X/CyO*)	
25	*UAS*-*LID* ^*RNAi*-*KK*(2)^	41	180	17.3 ± 13.3	90	165	49.6 ± 9.5
	*UAS*-*LID* ^*RNAi*-*TRiP*(1)^	0	48	0	1	53	1.9
27	*UAS*-*LID* ^*RNAi*-*KK*(2)^	0	54	0	5	63	13.5 ± 9.6
	*UAS*-*LID* ^*RNAi*-*TRiP*(3)^	0	168	0	0	237	0
	*UAS*-*LID* ^(4)^	0	228	0	0	194	0
	*UAS*-*LID*-JmjC* ^(1)^	0	63	0	0	52	0

UAS-RNAi or UAS overexpression fly lines for *lid* were crossed with the *Act*-*GAL4/CyO* driver line and the progeny were analyzed and counted

^(n)^Number of trials

*X* genotype, *KD* knockdown, *KK* RNAi line from Vienna *Drosophila* RNAi Center, *TRiP* RNAi line from Bloomington Stock Center

Such lethality observed upon knockdown of either SIN3 or dKDM5/LID proteins render it necessary to utilize conditional knockdown systems to study the functional roles of these proteins during development. We previously demonstrated that knockdown of *Sin3A* in wing precursor cells results in a curved rather than straight adult wing [28]. We tested if dKDM5/LID too can affect wing development. We utilized both of the above-mentioned UAS-RNAi lines crossed to the tissue-specific *Ser*-*GAL4* driver line to reduce expression of dKDM5/LID in wing imaginal disc cells. Knockdown of *lid* in wing discs using either RNAi line resulted in a curved wing phenotype similar to the phenotype observed upon *Sin3A* knockdown (Fig. 3a and Additional file 1: Figure S2A). Double knockdown of *Sin3A* and *lid* in wing discs resulted in a more severe curved wing phenotype than knockdown of either gene alone (Fig. 3a and Additional file 1: Figure S2A).

**Fig. 3:**
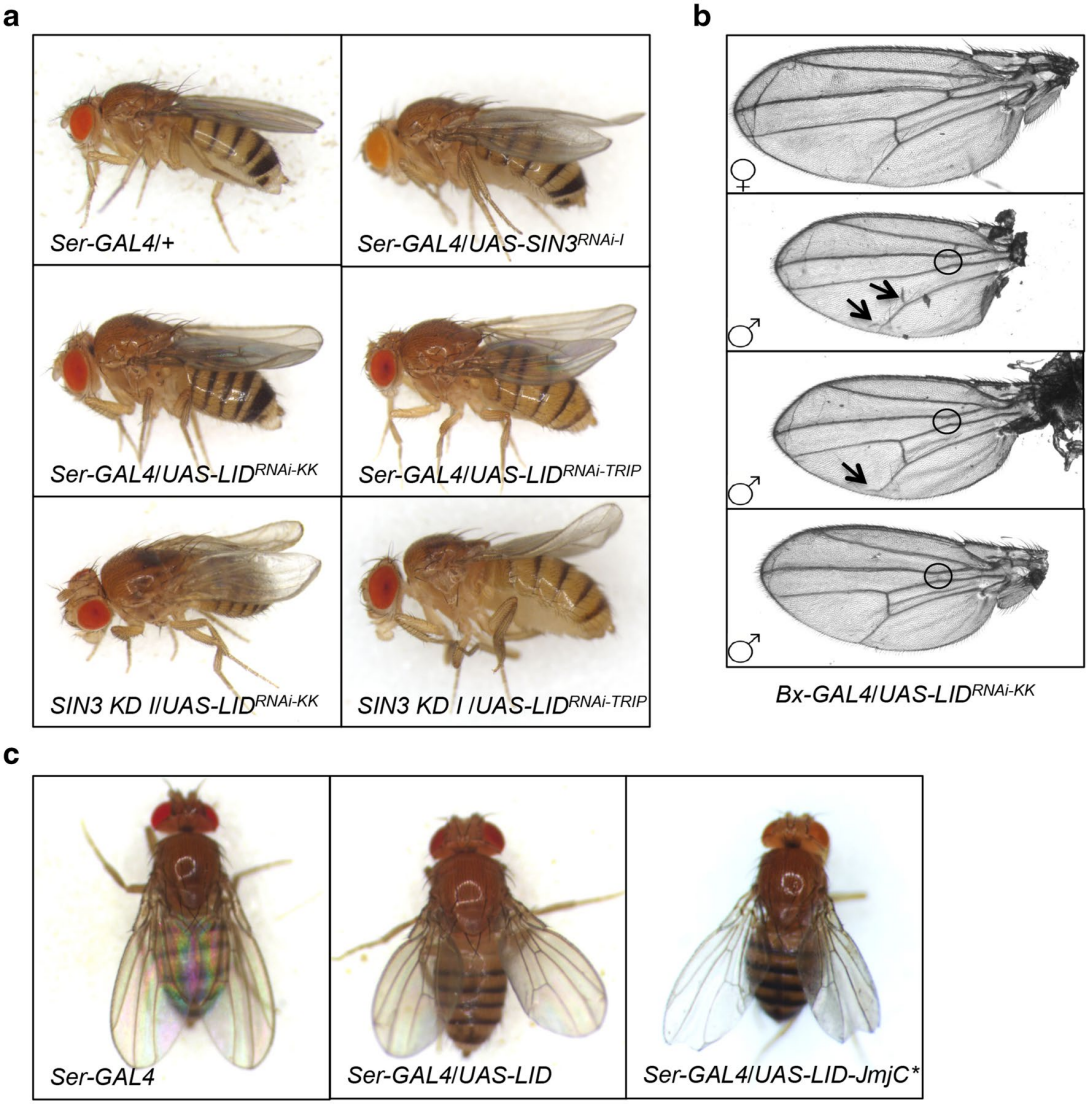
Reduction or overexpression of dKDM5/LID results in defects in wing development. **a** Micrographs of female flies carrying the *Ser*-*GAL4* driver and/or the indicated UAS-RNAi constructs. *SIN3 KD I* flies carry both the *Ser*-*GAL4* driver and *UAS*-*SIN3* ^*RNAi*^ construct. **b** Micrographs of wings from flies carrying the *Bx*-*GAL4* driver and the *UAS*-*LID* ^*RNAi*-*KK*^ construct. *Top* *panel* represents female wings showing wild-type wing venation. Male wings show varying degrees of vein disruptions, indicated by *circles* and *arrows*. **c** Micrographs of female flies carrying the *Ser*-*GAL4* driver and the indicated UAS overexpression constructs

Use of a second wing imaginal disc-specific driver line, *Bx*-*GAL4*, also resulted in a curved wing phenotype upon knockdown of *lid* (data not shown). Interestingly, in addition to the curved wing phenotype, additional vein defects were observed upon wing-specific knock down of *lid* using the *Bx*-*GAL4* driver (Fig. 3b). The differences in expression patterns of *Serrate* (*Ser*) and *Beadex* (*Bx*) in wing imaginal discs may contribute to the additional vein defects observed when *lid* was knocked down using the *Bx*-*GAL4* driver. Wing vein disruptions have previously been observed in a *lid* mutant background upon additional mutation of *Suppressor of Hairless* (*Su(H)*), a regulator of Notch signaling [48]. Of note, the vein defects were only observed in male *lid* knockdown flies. One possible explanation for this observation is the fact that *Bx* is located on the X chromosome and thus can be subjected to regulation by the dosage compensation complex. Possible increased expression of the sequence targeting degradation of *lid,* due to dosage compensation, could thereby result in a more severe RNAi effect. Alternately, it is possible that male-specific developmental requirements for dKDM5/LID exist that can affect wing morphology. Published work suggests that male flies are more sensitive to mutations in *lid* compared to female siblings [40]. These researchers found that male flies carrying a demethylase inactive *lid* gene are short lived and display increased sensitivity to paraquat relative to female mutants. Similarly, RNAi-mediated knockdown of a chromatin regulatory protein MRG15, which associates with dKDM5/LID, also results in shortened lifespan, which is more prominent in male flies compared to females [49].

Apart from testing the effect of reduced dKDM5/LID levels, we further analyzed the role of dKDM5/LID in development through overexpression. Similar to the reduction of dKDM5/LID, ubiquitous overexpression of dKDM5/LID using the *Act*-*GAL4* driver line resulted in complete lethality when flies were reared at 27 °C (Table 1). This observation suggests that total levels of dKDM5/LID must be maintained; too much or too little is detrimental to fly development. Next, we overexpressed dKDM5/LID only in wing imaginal discs using the *Ser*-*GAL*4 driver. The resulting progeny had a held-out wing phenotype, sometimes with scalloped wing margins (Fig. 3c and Additional file 1: Figure S2B). Overexpression of a dKDM5/LID catalytic mutant resulted in more severe held-out wings with very distinctly scalloped wing margins. The held-out wing and scalloped wing margin phenotypes were more pronounced in male flies compared to females.

The more severe curved wing phenotype observed upon double knockdown of *Sin3A* and *lid*, the vein disruption phenotype observed upon *lid* knockdown and the held-out wing phenotype observed upon dKDM5/LID overexpression all imply that dKDM5/LID may have additional roles in wing development that are distinct from the SIN3 complex function. Taken together, our data indicate that dKDM5/LID is an essential factor for normal wing morphology. The results presented here are consistent with previous reports indicating that mutations in dKDM5/LID enhance or suppress wing venation defects caused by mutations of transcriptional regulators such as Notch, Hairless, Lsd1, and SNR1 [6, 50, 51]. In this work, we demonstrate that knockdown of *lid* by itself can cause wing morphological defects and that SIN3 and dKDM5/LID may function coordinately during wing development.

### Overexpression of dKDM5/LID partially rescues the *Sin3A* knockdown wing phenotype

Specific reduction of either SIN3 or dKDM5/LID in the wing imaginal disc resulted in a curved wing (Fig. 3a). We next wanted to test if overexpression of dKDM5/LID could rescue the wing defect caused by reduction of SIN3. Two fly lines previously generated in our laboratory, *SIN3 KD I* and *SIN3 KD II*, which have constitutive knock down of *Sin3A* in wing imaginal discs, were utilized for this analysis [28, 52]. *SIN3 KD I* and *SIN3 KD II* transgenic flies display a curved wing phenotype with 100 % penetrance. We crossed the *SIN3 KD I* or *SIN3 KD II* flies to flies carrying a UAS construct for overexpression of dKDM5/LID. To determine the amount of possible rescue, we scored for straight wings in the progeny. Here we have only considered the decrease of the penetrance of the curved wing phenotype and not suppression of the phenotype itself. That is, wings that were less curved were scored as curved and not straight. Approximately 95 % of the female progeny resulting from the cross had straight wings, indicating rescue of the curved wing phenotype (Table 2). Such rescue of the curved wing, however, was not observed in male flies. This finding further indicates the possibility that male-specific developmental requirements for SIN3 and or dKDM5/LID exist that can affect wing morphology. Male flies may require high levels of these proteins during wing development and thus may not be compensated by the level of overexpression achieved in our rescue experiments. The rescue of the wing phenotype in females suggests that increased expression of dKDM5/LID can compensate for the reduction of SIN3 function, possibly due to overlapping roles of these proteins in wing development. Further, unlike knockouts, RNAi does not often result in complete loss of the proteins. Therefore, the SIN3 protein could still be expressed in low levels. It is possible that overexpression of dKDM5/LID results in the sequestering and efficient utilization of the small amounts of SIN3 available, thereby resulting in wild-type wings. Overexpression of a catalytic mutant dKDM5/LID in the *SIN3 KD I* flies resulted in less than 5 % decrease in the penetrance of the curved wing in female flies and no rescue in the males. This lack of effect on female SIN3 KD flies suggests an important role for the demethylase activity of dKDM5/LID in the observed genetic interaction. Genome-wide analysis of histone modification patterns in *Drosophila* species have revealed variations in the chromatin landscape between the sexes [53]. It is possible that the histone demethylase activity of dKDM5/LID can contribute to such variation in chromatin structure between males and females, which in turn may explain the sex-specific requirements for dKDM5/LID observed in our genetic studies.

**Table 2:** Overexpression of dKDM5/LID rescues the *Sin3A* knockdown curved wing phenotype in female flies

Genotype	♂		♀	
	% Curly	Flies scored	% Curly	Flies scored
*SIN3 KD I*	100		100	
*SIN3 KD II*	100		100	
*SIN3 KD I/EGFP* ^(2)^	100	50	100	92
*SIN3 KD I/LID* ^(3)^	100	134	4.5 ± 7.7	303
*SIN3 KD II/LID* ^(2)^	100	122	3.8 ± 5.4	132
*SIN3 KD I/LID*-JmjC* ^(2)^	100	100	97.5 ± 2.2	175

Flies constitutively knocked down for *Sin3A* (SIN3 KD) in wing imaginal discs were crossed to UAS overexpression fly lines for EGFP (control), *lid* or mutant *lid* and the progeny counted and analyzed for curved wings

^(n)^ Number of trials

*KD* knockdown

### SIN3 and dKDM5/LID affect transcription of common and distinct genes

Having determined that both SIN3 and dKDM5/LID affect cell proliferation and wing development in flies, we wished to determine the possible underlying transcriptional network regulated by these proteins. Therefore, we utilized the highly sensitive RNAseq approach to identify genome-wide changes in gene expression upon RNAi-mediated reduction of SIN3 or dKDM5/LID or both in *Drosophila* S2 cells. 

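RNA from S2 cells, a cultured Drosophila cell line, was sequenced 4 days after the addition of dsRNA against *Sin3A*, *lid*, both or GFP, with 3 biological replicates in each group. The authors aligned paired reads to the dm3 genome with TopHat and compared each group with the GFP RNAi control by Cufflinks and Cuffdiff. Each table they deposited lists 14542 gene loci with an FPKM value for either group, a log2 ratio, a test statistic, a p-value and a q-value. Every FPKM value stands for a whole group, since Cuffdiff combined the 3 replicates, so no spread between replicates can be given. The paper's methods state an approximate depth of coverage in reads; the reads behind single values were not used here. The FPKM values of the control sum to 799208, those of the *Sin3A* knockdown to 749891, those of the *lid* knockdown to 794536 and those of the dual knockdown to 758637. Between 7537 and 7717 loci reach 1 FPKM in these 4 groups. The 10 highest loci hold 15.9% of the summed FPKM in the control and 11.7% to 14.4% in the knockdowns. The median log2 ratio over loci with at least 1 FPKM in both groups lies between -0.0045 and 0.0073 in the 3 comparisons. In place of a replicate error, each log2 ratio is given with an implied standard error, the size of the ratio divided by the size of the deposited test statistic and by the square root of 3; the factor was set from the tables, where the normal deviate of a deposited p-value exceeds its test statistic 1.73 times at the median. Some loci hold more than one gene name (448 loci), and their values cannot be assigned to a single gene. The knockdown target *lid*, on chromosome 2L of dm3 from 5989463 to 5999501, fell from 37.2 FPKM in the control to 14.9 FPKM in the *lid* knockdown, a log2 ratio of -1.32 (implied standard error 0.178, adjusted p = 0.0145), and to 16.9 FPKM in the dual knockdown. Adjusted p-values of single genes are Cuffdiff's own p-values, adjusted here over the loci tested in the same table. Transcript of *Sin3A* itself was listed at 67.9 FPKM in the control, 61.7 FPKM in the *Sin3A* knockdown, 62.5 FPKM in the *lid* knockdown and 58.0 FPKM in the dual knockdown. Its log2 ratio in the *Sin3A* knockdown was -0.14 (implied standard error 0.217, adjusted p = 0.894), so these values do not show the knockdown of *Sin3A*; the paper shows the reduction of SIN3 protein by western blot (Fig. S1).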

S2 cells treated with dsRNA targeting *GFP* was utilized as a control. Three biological replicates of the RNAseq data were generated and Pearson’s correlation analysis indicated strong reproducibility of the data (Additional file 1: Figure S3).

Differential expression analysis was performed comparing knockdown samples to control. Genes showing expression changes greater than 1.4-fold with an FDR cutoff of 0.05 were identified as significantly regulated targets (Fig. 4 and Additional file 2). 

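To apply the 1.4-fold and 0.05 thresholds to the deposited tables, the Cuffdiff p-values were adjusted by the Benjamini-Hochberg method within each table, over the loci that Cuffdiff could test. Fold changes were computed from the deposited FPKM values without a pseudocount. Cuffdiff tested 8123 loci in the *Sin3A* knockdown, 8100 in the *lid* knockdown and 8137 in the dual knockdown. The p-values come in steps, and the smallest one in the authors' deposited tables is 5e-05. At that smallest p-value stand 204 loci of the *Sin3A* knockdown, 28 of the *lid* knockdown and 334 of the dual knockdown, which gives them adjusted p-values of 0.00199, 0.0145 and 0.00122. Among the loci counted as regulated here, the largest p-value in the authors' deposited table was 0.0038 for the *Sin3A* knockdown, 0.0002 for the *lid* knockdown and 0.006 for the dual knockdown. Among the loci called by the q-value of the authors' deposited table, it was 0.0037 in all 3. All 7 tables share 0.00172 as the smallest q-value in the authors' deposited table. On simulated tables with 200 loci changed 2-fold and the same noise in every group, the thresholds recovered 173 loci in the *Sin3A* knockdown. In the *lid* knockdown they recovered 158. They called 4 of 5889 and 12 of 7080 unchanged loci, where the first count leaves out loci on X, which had a simulated shift. The simulated noise was not fitted to either comparison.

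**Figure D1:**
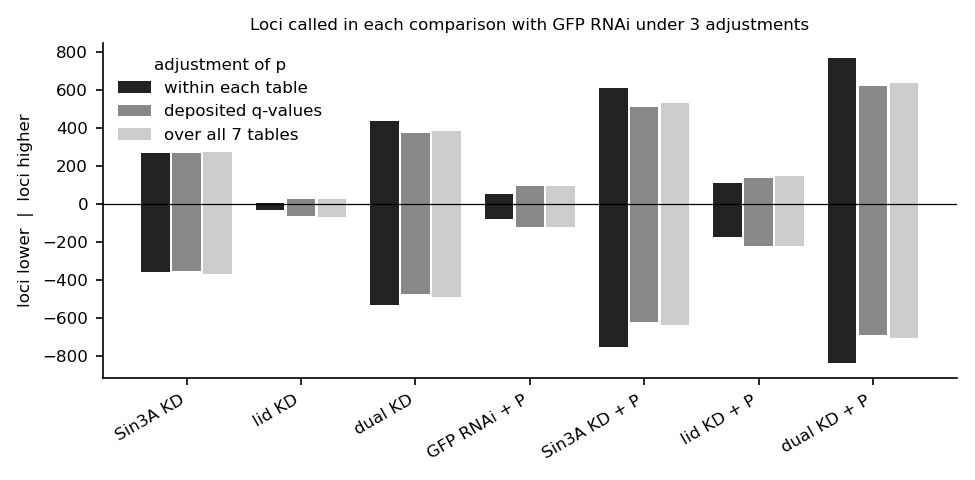
Number of loci regulated in each comparison with GFP RNAi, drawn upwards for loci with higher and downwards for loci with lower expression; P marks paraquat. Bars give the counts with p-values adjusted within each table, with the deposited q-values and with p-values adjusted over all 7 tables, and the *lid* knockdown shows 7 higher and 31 lower loci under the first and 27 and 63 under the second.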

624 and 89 genes were determined as regulated by SIN3 and dKDM5/LID, respectively. 

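At these thresholds, 628 loci were regulated in the *Sin3A* knockdown and 38 in the *lid* knockdown. An unadjusted p-value under 0.05 was reached by 1466 of the tested loci upon *Sin3A* knockdown, where 406 would be expected by chance, and by 316 upon *lid* knockdown, where 405 would be. With a fold change over 2, 248 and 27 loci were left. The stricter adjusted p-value of 0.01 left 327 loci in the *Sin3A* knockdown and 0 in the *lid* knockdown, because the smallest adjusted p-value of the *lid* knockdown lies above 0.01. With the q-values of the authors' deposited table, the counts were 624 and 90, and the 90 loci include all 38. Adjustment over all 7 tables gave 641 and 95.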

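In the dual knockdown, 972 loci were regulated, against 406.9 expected and 1842 found at an unadjusted p-value under 0.05. Of these, 482 were also regulated in the *Sin3A* knockdown and 33 in the *lid* knockdown, and 27 were regulated in all 3 comparisons. The dual knockdown alone regulated 484 loci. A fold change over 2 left 358 loci, the fewest under any alternative tried.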

Dual knockdown of *Sin3A* and *lid* resulted in the misregulation of 849 genes. In addition, a general increase in the amount of expression change was also seen at most genes upon dual knockdown compared to the single knockdowns (Additional file 1: Figure S4 and Additional file 2). 

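The size of the change was compared over the 1029 loci that were regulated in any of these 3 comparisons and reached 1 FPKM in all 4 groups. The median absolute log2 ratio was 0.77 in the dual knockdown, 0.65 in the *Sin3A* knockdown and 0.24 in the *lid* knockdown. Locus by locus, the dual knockdown exceeded the *Sin3A* knockdown by a median of 0.17 on the log2 scale (95% bootstrap interval over loci 0.15 to 0.18) and was larger at 717 loci, or 69.7%. It exceeded the *lid* knockdown by a median of 0.54 (0.52 to 0.56) at 98.3% of the loci. With 1 FPKM added to every value, the excess over the *lid* knockdown was 0.51. The outcome varied with the comparison that picked the loci. Among 577 loci regulated in the *Sin3A* knockdown, 46.3% changed more in the dual than in the *Sin3A* knockdown. The share was 80.4% of 890 loci regulated in the dual knockdown and 84.4% of 32 loci regulated in the *lid* knockdown. A conservative z test that adds both implied variances in full found a difference between the dual and the *Sin3A* knockdown at 10 of the 1029 loci, 9 of them larger in the dual knockdown, and an unadjusted p-value under 0.05 at 94.

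**Figure D2:**
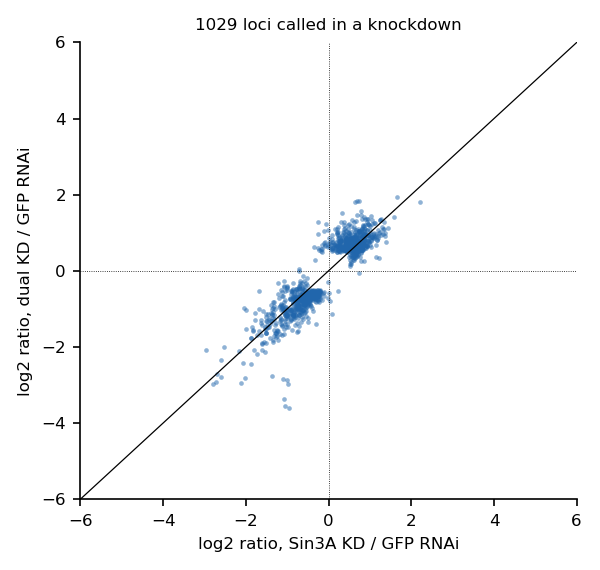
Log2 ratio to GFP RNAi in the dual knockdown (vertical axis) against the *Sin3A* knockdown (horizontal axis), one point for each of 1029 loci regulated in a knockdown, with the line of equal change. Points further from 0 vertically than horizontally changed more in the dual knockdown, as 717 loci did.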

The increase in the number of regulated genes as well as the increase in the amount of expression changes, observed upon dual knockdown of *Sin3A* and *lid* compared to single knockdown, suggests an additive role for these proteins in regulating transcription of many gene targets. This work has identified a significant number of novel genes regulated by SIN3 or dKDM5/LID in *Drosophila* S2 cells.

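Additivity was measured at the same loci as the log2 ratio of the dual knockdown minus the sum of the log2 ratios of both single knockdowns, signed by the direction in the dual knockdown. The median was -0.07 (95% bootstrap interval over loci -0.09 to -0.05), with quartiles of -0.23 and 0.08, and 37.2% of the loci went beyond the sum. All 3 ratios share the GFP RNAi libraries, which enter the sum 2 times, and genes are not independent replicates. From the larger number of regulated genes and the larger changes upon dual knockdown, the paper proposes that SIN3 and dKDM5/LID act additively on the transcription of many targets.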

**Fig. 4:**
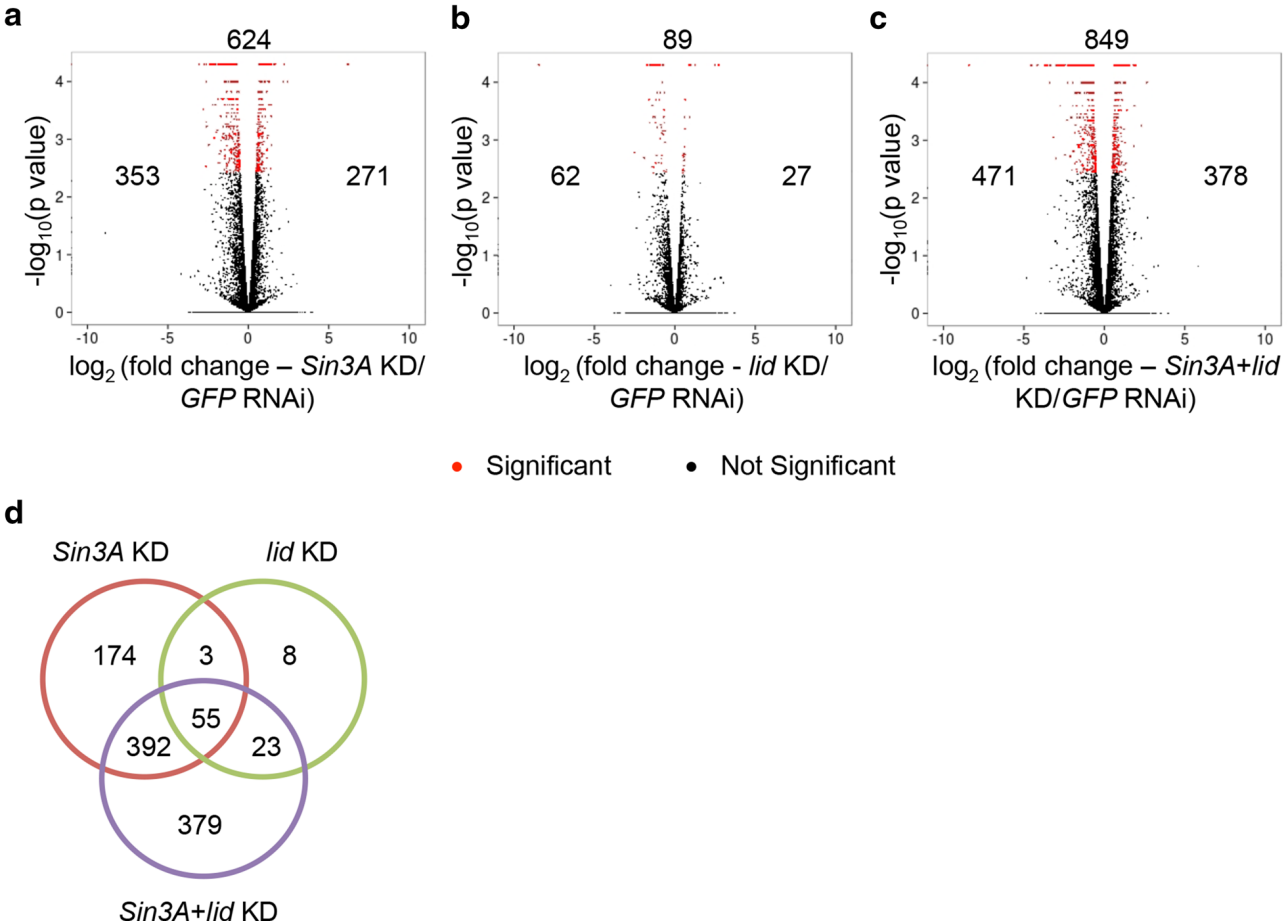
Genes regulated by SIN3, dKDM5/LID, or both in S2 cells as determined by RNAseq. **a**–**c** Volcano plots depicting log fold change in expression of indicated samples. The total number of genes with significant changes in expression is displayed above the plot, while the number of upregulated genes is indicated to the *right* and downregulated genes to the *left*. **d** *Venn diagram* indicating overlap of genes regulated by SIN3 and dKDM5/LID. *KD* knockdown

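Among the 8048 loci tested in both knockdowns, 626 were regulated in the *Sin3A* knockdown, 38 in the *lid* knockdown and 30 in both. By chance 2.96 shared loci would be expected (one-sided Fisher's exact test, p = 7.47e-27, across genes, which are not independent replicates). The direction was the same for 27 of the 30. Both comparisons use the same control libraries, whose noise alone makes lists overlap: when unchanged groups were simulated with a share of 0.5 of the variance in the control, the loci with the strongest statistics, as many as were regulated, shared 14.9 on average and 23 at most in 200 simulations. At a share of 0.75 the simulated mean was 28.8 and the maximum 36. With the thresholds applied instead, the unchanged groups shared 0.0 loci on average at shares of 0.25, 0.5 and 0.75. Few unchanged loci pass adjusted thresholds at all, so that value was largely fixed in advance and decides nothing on the source of the 30 loci. With the top loci, the maximum at a share of 0.75 lies above the 30 found. Neither simulation shows what such noise adds at loci that change. Under an adjusted p-value of 0.01 no locus could remain in the *lid* list, whose smallest adjusted p-value lies above it, and the overlap was 0.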

Of the 89 genes regulated by dKDM5/LID, a majority of genes (58, 65 %) overlapped with SIN3-regulated genes (Fig. 4d). This result supports the idea that dKDM5/LID could function coordinately with SIN3 as part of a complex to regulate gene transcription and downstream processes. However, the genes that were regulated by only SIN3 or dKDM5/LID, indicate unique transcription regulatory roles for these proteins in addition to a common gene regulatory role as part of the SIN3 complex.

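Across the 7387 loci with at least 1 FPKM in the groups compared, the log2 ratios of the *Sin3A* and *lid* knockdowns had a Spearman rho of 0.325 and a Pearson r of 0.366, and 61.3% had the same sign. This is 1 of 16 relations computed across genes, which are not independent replicates. Noise of the shared control alone gave a mean rho of 0.432 in simulations with a share of 0.5 of the variance in the control, and 0.214 with a share of 0.25. Comparisons without a library in common avoid that noise. The unstressed *Sin3A* knockdown against GFP RNAi and the stressed *lid* knockdown against stressed GFP RNAi had a rho of 0.376, and the unstressed *lid* knockdown against the stressed *Sin3A* knockdown a rho of 0.241. For comparison, 3 repeats of each effect in other libraries had rho values of 0.837, 0.822 and 0.742 with the *Sin3A* effect, and of 0.285, 0.599 and 0.303 with the *lid* effect. The highest of the latter is the ratio of the dual to the *Sin3A* knockdown without paraquat.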

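Of the loci regulated upon *Sin3A* knockdown, 598 were not regulated upon *lid* knockdown, and 94 of them had an unadjusted p-value under 0.05 there. The sign was the same in the *lid* knockdown for 77.8%. A z test of the difference between the knockdowns, adding both implied variances in full, called 50 of 595 testable loci after adjustment and 344 at an unadjusted p-value under 0.05. Another 8 loci were regulated in the *lid* knockdown without being regulated in the *Sin3A* knockdown, of which 3 differed between the knockdowns after adjustment and 6 at an unadjusted p-value under 0.05. Because the shared control cancels from a difference, this test is conservative.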

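Upon *Sin3A* knockdown, 272 loci (43.3%) rose and 356 (56.7%) fell. With a fold change over 2 the balance moved to 54 loci up and 194 down, or 78.2% down. Among loci with at least 1 FPKM in both groups, *alpha-Est3* rose most, from 4.14 to 19.5 FPKM, a log2 ratio of 2.24 (implied standard error 0.302, adjusted p = 0.00199), followed by *CG15784* with 1.67 (adjusted p = 0.00199) and *CG1969* with 1.59 (adjusted p = 0.00199). *CG13386* fell most, from 8.61 to 1.02 FPKM, a log2 ratio of -3.07 (implied standard error 0.466, adjusted p = 0.00199), ahead of *CG33307* with -2.80 (adjusted p = 0.00799) and *CG4250* with -2.74 (adjusted p = 0.00199).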

Of the genes misregulated upon knockdown of *Sin3A*, 271 (43 %) were upregulated and 353 (57 %) genes were downregulated (Fig. 4a). This somewhat equal distribution of genes that were upregulated or downregulated is in contrast to previous work indicating that SIN3 functions predominantly as a repressor [16]. The previously published microarray data used a combination of gene expression data obtained from both S2 and Kc cell lines. It is possible that activation of genes by SIN3 is more tissue and cell type specific compared to repression of target genes. Knockdown of *lid*, however, resulted in twice as many genes to be downregulated, where 27 (30 %) genes were upregulated and 62 (70 %) were downregulated (Fig. 4b). This corroborates the published microarray expression data from *Drosophila* wing imaginal disc tissue establishing a predominant role for dKDM5/LID in gene activation [38, 39]. 

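Of the 38 loci regulated in the *lid* knockdown, 7 (18.4%) rose and 31 (81.6%) fell. In the lists made with the q-values of the authors' deposited table and with p-values adjusted over all 7 tables, the share that fell was 70.0% and 70.5%. The largest rises were those of *CG8051*, from 25.8 to 169.5 FPKM with a log2 ratio of 2.72 (implied standard error 0.149, adjusted p = 0.0145), and *her*, from 31.2 to 175 FPKM with 2.49 (implied standard error 0.137, adjusted p = 0.0145). In the dual knockdown, where *lid* was also targeted, *CG8051* stood at 23.4 FPKM and *her* at 25.4 FPKM. The largest falls were those of *CG4829*, with a log2 ratio of -1.74 (implied standard error 0.203, adjusted p = 0.0145), *Hsp70Ba* with -1.69 (adjusted p = 0.0145) and *alpha-Est7* with -1.61 (adjusted p = 0.0426). *Hsp70Ba* is one of several near-identical copies whose reads the authors' alignment could have split.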

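The 972 loci of the dual knockdown comprised 441 (45.4%) that rose and 531 (54.6%) that fell. At a fold change over 2 the numbers were 96 and 262. *CG15784* rose most, to 257 FPKM with a log2 ratio of 1.94 (implied standard error 0.181, adjusted p = 0.00122), and *CG8086* followed with 1.89 (implied standard error 0.275, adjusted p = 0.00122). *Hsp70Bb* fell most among loci with at least 1 FPKM in both groups, from 70.2 to 5.66 FPKM with a log2 ratio of -3.63 (implied standard error 0.242, adjusted p = 0.00122), and *Hsp68* fell from 346 to 29.5 FPKM with -3.55 (implied standard error 0.217, adjusted p = 0.00122).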

Double knockdown of *Sin3A* and *lid* show a similar trend to *Sin3A* knockdown, where upregulated genes (378, 45 %) were relatively equal in number to downregulated genes (471, 55 %) (Fig. 4c).

To verify the RNAseq data we repeated the RNAi knockdown experiments and analyzed isolated RNA by real-time qRT-PCR. For this purpose, we tested 12 candidate genes (Additional file 1: Figure S5A–C). Real-time qRT-PCR results validated the expression trends observed by RNAseq.

We next used the database for annotation, visualization and integrated discovery (DAVID) and conducted Gene ontology (GO) and KEGG pathway analysis of genes identified by RNAseq [54]. SIN3-regulated genes were classified into overrepresented processes including cell junction assembly, stress response, metabolic, cell cycle, and developmental processes (Fig. 5a and Additional file 3). Stress-associated processes such as heat shock response, lifespan determination, and glutathione metabolism were significantly enriched among dKDM5/LID-regulated genes (Fig. 5b and Additional file 3). 

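No annotation of gene ontology was used here; families were read from the gene names in the tables, and each was tested against all other tested loci by a two-sided Fisher's exact test, with p-values adjusted over the 28 tests of 4 families in 7 comparisons. Genes are not independent replicates in these tests. Upon *lid* knockdown, 8 of the 14 tested loci named Hsp were regulated, all lower (Fisher's exact test, p = 3.14e-16, adjusted p = 8.11e-15). Counting the near-identical Hsp70 copies as 1 gene gave a Fisher's exact p of 1.03e-12. Of the 26 tested loci named Gst, 2 were regulated, both higher (Fisher's exact test, p = 0.00649, adjusted p = 0.0136). At a fold change over 2, 1 locus was left and the family was no longer significant, whereas the q-values of the authors' deposited table called 5, of which 4 were higher (Fisher's exact test, p = 8.29e-06). Terms for lifespan have no counterpart in gene names and were not tested.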

Simultaneous knockdown of *Sin3A* and *lid* resulted in expression changes of genes involved in similar processes to those in the single knockdowns, such as cell cycle, metabolism, and stress tolerance (Fig. 5c and Additional file 3). 

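DNA replication and cyclin genes, recognised by name, stood for the cell cycle process. In the *Sin3A* knockdown, 4 of their 48 tested loci were regulated (Fisher's exact test, adjusted p = 0.846), against 0 of 48 in the *lid* knockdown and 11 of 48 in the dual knockdown (adjusted p = 0.0478). An unadjusted p-value under 0.05 was reached by 11, 0 and 14 of the loci. Of the 11 in the dual knockdown, 10 fell. The family's median log2 ratio was -0.07 upon *Sin3A* knockdown, -0.08 upon *lid* knockdown and -0.22 upon dual knockdown, and stayed negative with ratios centred on the median. The enrichment in the dual knockdown was lost with the q-values of the authors' deposited table, which left 8 loci, and with a fold change over 2, which left 2. No locus differed between the dual and the *Sin3A* knockdown in the z test of the difference, either after adjustment or at an unadjusted p-value under 0.05; between the dual and the *lid* knockdown none differed after adjustment and 3 at an unadjusted p-value under 0.05.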

Comparatively higher overrepresentation of cell cycle genes was observed upon dual knockdown relative to the single knockdowns.

**Fig. 5:**
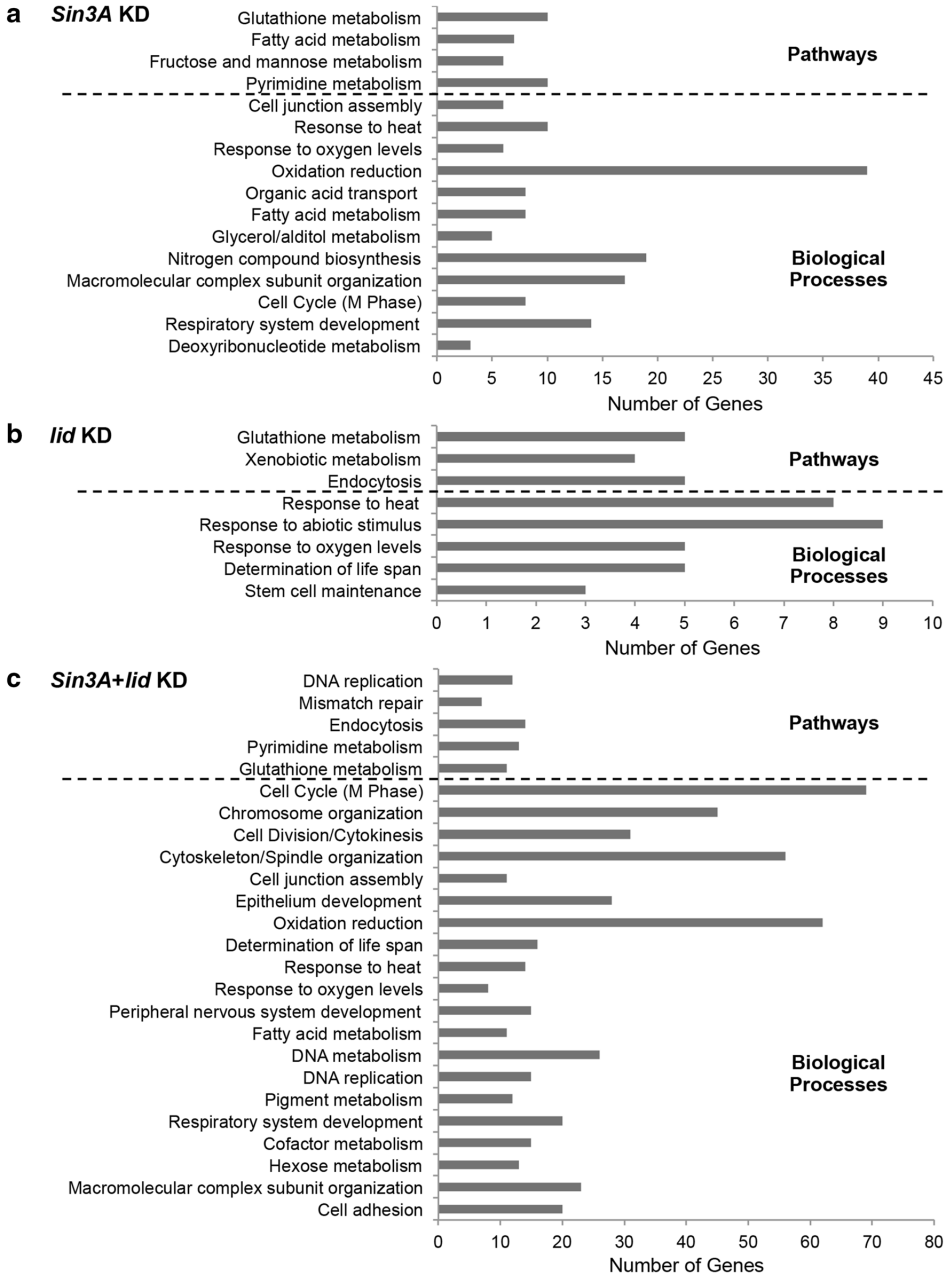
Genes regulated by SIN3, dKDM5/LID, or both are enriched in similar and distinct biological processes **a**–**c** Gene ontology (GO) and pathway analysis of genes regulated by SIN3, dKDM5/LID, or both as indicated. Related GO terms with considerable overlap of genes have been combined. *P*  < 0.01. *KD* knockdown

As individual knockdown of *Sin3A* and *lid* both affect cell proliferation (Fig. 2), genes involved in cell cycle-related processes that are regulated by SIN3 and dKDM5/LID are of specific interest. In *Drosophila*, RNAi-mediated knockdown of *Sin3A* leads to cell cycle arrest at the G2/M phase [17]. In mammals, KDM5 proteins have been linked to cell cycle regulation through the E2F/RB pathway, which affects G1/S transition [55]. Our gene expression analysis determined that *Sin3A* knockdown led to expression changes in several genes involved in mitotic spindle organization including downregulation of the mitotic kinase *polo*, the Cyclin-dependent kinase *Cdk4*, and the inhibitory checkpoint kinase *grapes* (*grp*). 

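*polo*, on chromosome 3L of dm3 from 20302754 to 20306566, fell from 118 to 76.0 FPKM upon *Sin3A* knockdown, a log2 ratio of -0.63 (implied standard error 0.174, adjusted p = 0.00604). *Cdk4*, on chromosome 2R of dm3 from 12466981 to 12472953, fell from 33.4 to 17.7 FPKM, with -0.92 (implied standard error 0.229, adjusted p = 0.00352). The locus of *grp*, on chromosome 2L of dm3 from 16680054 to 16699926, also holds the gene *squ*. Its FPKM went from 145 to 114, a log2 ratio of -0.35 (implied standard error 0.185, adjusted p = 0.313), and it passed the thresholds in the dual knockdown with -0.66 (implied standard error 0.189, adjusted p = 0.00937). Neither *polo* nor *Cdk4* kept the call at a fold change over 2 in the *Sin3A* knockdown.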

While *lid* knockdown did not result in significant changes in cell cycle genes, the double knockdown of *Sin3A* and *lid* resulted in expression changes of many additional cell cycle genes including the Cyclin-dependent kinase *Cdk1*/*Cdc2*. 

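*cdc2*, which encodes Cdk1 and lies on chromosome 2L of dm3 from 10384739 to 10386262, had 90.1 FPKM in the control. Its log2 ratio was -0.48 (implied standard error 0.197, adjusted p = 0.119) in the *Sin3A* knockdown, -0.20 (implied standard error 0.192, adjusted p = 0.999) in the *lid* knockdown and -0.70 (implied standard error 0.203, adjusted p = 0.0104) in the dual knockdown, where it passed the thresholds. In the *lid* knockdown, *polo* changed by -0.27 (adjusted p = 0.999) and *Cdk4* by -0.19 (adjusted p = 0.999), neither past the thresholds, while in the dual knockdown both were regulated, with log2 ratios of -1.04 and -1.04. In the z test of the difference between the dual and the *lid* knockdown, the adjusted p-values were 0.921 for *cdc2*, 0.173 for *polo* and 0.35 for *Cdk4*, and the unadjusted ones 0.0694, 0.00192 and 0.00662.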

The data suggest that the additive effect due to the simultaneous reduction of both SIN3 and dKDM5/LID is important to bring about significant changes in the expression of many cell cycle genes. Knockdown of *lid*, however, resulted in phenotypic changes in cell proliferation (Fig. 2). Thus it is possible that the small changes in expression observed at cell cycle genes upon *lid* knockdown, while not statistically significant, are biologically relevant.

Many cell cycle regulators are also known to affect wing development [56]. Apart from cell cycle regulatory genes, many genes implicated in wing development were also affected by SIN3 and/or dKDM5/LID. Genes such as *Notch* (*N*), *Ser*, and *Daughters against dpp* (*Dad*) were affected by knockdown of either *Sin3A* or *lid*. 

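*N*, on chromosome X of dm3 from 3028905 to 3066295, fell from 7.27 to 2.97 FPKM upon *Sin3A* knockdown, a log2 ratio of -1.29 (implied standard error 0.229, adjusted p = 0.00199), and to 4.37 FPKM upon *lid* knockdown, with -0.73 (implied standard error 0.211, adjusted p = 0.116). *Ser* had log2 ratios of -1.32 (implied standard error 0.274, adjusted p = 0.00199) and -0.82 (implied standard error 0.264, adjusted p = 0.217). In the *lid* knockdown, *N* and *Ser* stayed short of the adjusted threshold within the table and passed it with p-values adjusted over all 7 tables; their q-values in the authors' deposited table are 0.0161 and 0.03. *Dad*, on chromosome 3R of dm3 from 12879729 to 12896135, was regulated in both knockdowns, with a log2 ratio of -0.90 (implied standard error 0.191, adjusted p = 0.00199) upon *Sin3A* knockdown and -1.02 (implied standard error 0.194, adjusted p = 0.0145) upon *lid* knockdown.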

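*Thor*, on chromosome 2L of dm3 from 3478434 to 3479612, rose from 257 to 459.8 FPKM upon *Sin3A* knockdown, a log2 ratio of 0.84 (implied standard error 0.173, adjusted p = 0.00199), and changed by 0.42 (implied standard error 0.173, adjusted p = 0.825) upon *lid* knockdown. *Ssdp*, on chromosome 3R of dm3 from 14018216 to 14025317, went from 21.5 to 13.8 FPKM upon *lid* knockdown, a log2 ratio of -0.63 (implied standard error 0.185, adjusted p = 0.0844), which falls short of the threshold within the table; its q-value in the authors' deposited table is 0.0113, and it also passes with p-values adjusted over all 7 tables. Upon *Sin3A* knockdown its log2 ratio was 0.17 (implied standard error 0.178, adjusted p = 0.77). In the z test, *Ssdp* was higher in the *Sin3A* than in the *lid* knockdown by 0.81 on the log2 scale (standard error 0.256, adjusted p = 0.133, unadjusted 0.00169) and *Thor* by 0.42 (standard error 0.245, adjusted p = 0.856, unadjusted 0.087), so neither difference passed adjustment.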

*Thor* and *Sequence*-*specific single*-*stranded DNA*-*binding protein* (*Ssdp*) were regulated by SIN3 alone or dKDM5/LID alone, respectively. Genes such as *suppressor of Hairy wing* (*su(Hw)*) were affected only in the double knockdown condition. 

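*su(Hw)*, on chromosome 3R of dm3 from 10128150 to 10134309, had 36.0 FPKM in the control and 22.3 FPKM in the dual knockdown, a log2 ratio of -0.69 (implied standard error 0.184, adjusted p = 0.00216). It fell to 25.7 FPKM with -0.49 (implied standard error 0.183, adjusted p = 0.0726) in the *Sin3A* knockdown and to 28.9 FPKM with -0.32 (implied standard error 0.181, adjusted p = 0.999) in the *lid* knockdown, neither past the thresholds. Among the 490 loci regulated in the dual but not in the *Sin3A* knockdown, 95.3% had the same sign in the *Sin3A* knockdown and 269 had an unadjusted p-value under 0.05 there. The z test of the difference called 2 of 487 such loci, and 68 at an unadjusted p-value under 0.05.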

Wing imaginal discs have previously been utilized to show the interconnection of pathways involved in growth, proliferation, and developmental patterning [57]. Thus effects on genes implicated in both cell cycle and wing development could lead to the observed wing developmental defects (Fig. 3).

Cell junction assembly was among the enriched processes involving genes regulated by SIN3. 

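All 4 of *Nrx-IV*, *Cont*, *sinu* and *Gli* rose upon *Sin3A* knockdown. The log2 ratio of *Nrx-IV*, on chromosome 3L of dm3 from 12139619 to 12150090, was 0.75 (implied standard error 0.173, adjusted p = 0.00493), from 59.9 to 101 FPKM. *Cont* rose by 0.79 (implied standard error 0.176, adjusted p = 0.00199), *sinu* by 1.03 (implied standard error 0.217, adjusted p = 0.00199) and *Gli* by 0.63 (implied standard error 0.187, adjusted p = 0.0179). None of these 4 genes was regulated upon *lid* knockdown, where their log2 ratios lay between 0.15 for *Nrx-IV* and 0.55 for *sinu*. All 4 were regulated upon dual knockdown, with 1.28 for *Gli* and 1.45 for *sinu*. The dual minus the *Sin3A* knockdown was -0.0095 on the log2 scale for *Nrx-IV*, 0.25 for *Cont*, 0.41 for *sinu* and 0.65 for *Gli*. None of these differences passed the z test after adjustment. At a fold change over 2 only *sinu* kept its call in the *Sin3A* knockdown.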

Genes such as *Neurexin IV* (*Nrx*-*IV*), *Contactin* (*Cont*), *sinuous* (*sinu*), and *Gliotactin* (*Gli*) involved in cell junction assembly are implicated in the maintenance of blood–brain barrier and heart morphogenesis [58–60]. Interestingly, genetic screens have previously identified SIN3 as a regulator of cardiac and neural development [25–27]. Identification of the above septate junction assembly genes as SIN3 targets could aid future work in determining how SIN3 regulates these developmental processes.

A large number of SIN3-regulated genes were involved in multiple metabolic processes. Double knockdown of *Sin3A* and *lid* resulted in the misregulation of a larger number of genes implicated in metabolic pathways compared to single knockdown of *Sin3A*. The enrichment of genes involved in metabolic processes is consistent with published work from our laboratory [16, 61]. We previously determined that SIN3 regulates many genes involved in cytosolic and mitochondrial metabolic pathways that control cellular energy production. The current data add to the previous work identifying novel genes involved in multiple metabolic processes implicating an important role for SIN3 in metabolic homeostasis.

A highly enriched category of genes regulated by both SIN3 and dKDM5/LID are genes involved in stress tolerance mechanisms (Fig. 5). 

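Of 14 tested loci named Hsp, 9 were regulated in the *Sin3A* knockdown (Fisher's exact test, adjusted p = 6.11e-07) and 12 in the dual knockdown (adjusted p = 4.02e-09), all of them lower. The median log2 ratio of the family, with 0.1 FPKM added, was -1.03 upon *Sin3A* knockdown, -1.12 upon *lid* knockdown and -2.86 upon dual knockdown, and no median changed sign with ratios centred on the median. *Hsp26*, on chromosome 3L of dm3 from 9369518 to 9370475, went from 667 FPKM in the control to 315 FPKM in the *Sin3A* knockdown, 309 FPKM in the *lid* knockdown and 64.7 FPKM in the dual knockdown, a log2 ratio of -3.37 (implied standard error 0.189, adjusted p = 0.00122) in the last. *Hsp23* had 427 FPKM in the control and 63.0 FPKM in the dual knockdown, with -2.76 (implied standard error 0.191, adjusted p = 0.00122). The dual knockdown lay below the *Sin3A* knockdown at 8 of the 14 loci, and below the *lid* knockdown at 8, in the z test of the difference. Reads of the near-identical Hsp70 copies could have been split between them, so single Hsp70 values are uncertain; of the 9 loci outside those copies, 8 were lower in all 7 comparisons with GFP RNAi.

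**Figure D3:**
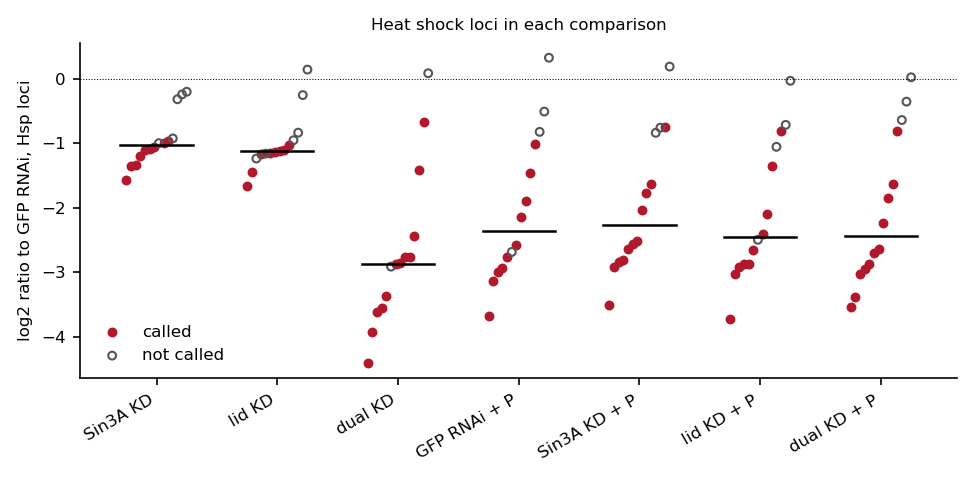
Log2 ratio to GFP RNAi, with 0.1 FPKM added, of the 14 loci named Hsp in each comparison; P marks paraquat. Filled points are regulated loci, open points are not, and lines mark the medians, which lie at -1.03, -1.12 and -2.86 in the *Sin3A*, *lid* and dual knockdowns and keep their sign with ratios centred on the median.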

A majority of these genes are heat shock response genes. Heat shock proteins are activated in response to multiple cellular stresses such as heat, oxidative stress, toxins, and bacterial infections and help counteract proteotoxicity and thereby influence organismal lifespan [62, 63]. Some heat shock proteins are also induced by the JNK signaling pathway and the transcription factor Foxo, which are also implicated in lifespan determination [64]. SIN3 and dKDM5/LID have each been associated with lifespan determination [19, 38, 40, 65]. Interestingly, an RNAi screen genetically links SIN3 to the JNK signaling pathway, where SIN3 acts as an enhancer of JNK phosphorylation [24]. Recently, dKDM5/LID was reported to interact with Foxo and help recruit Foxo to genes coregulated by dKDM5/LID and Foxo [38]. Understanding the coordinate function of these stress response regulators is anticipated to provide further insight to the mechanisms of lifespan extension.

Another set of genes regulated by both SIN3 and dKDM5/LID are the Glutathione S transferase genes, involved in glutathione metabolism. 

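Loci named Gst moved in both directions. Upon *Sin3A* knockdown 4 of 27 tested loci were regulated, 1 higher and 3 lower (Fisher's exact test, adjusted p = 0.213), and upon dual knockdown 6 of 26, 3 in either direction (adjusted p = 0.183). Their unadjusted p-values were under 0.05 at 9 and 8 loci, and at 6 upon *lid* knockdown. A fold change over 2 left 3 loci in the *Sin3A* knockdown (Fisher's exact test, p = 0.048, adjusted p = 0.103). *GstE2*, on chromosome 2R of dm3 from 14286998 to 14287880, was the only Gst locus regulated in both single knockdowns with p-values adjusted within the table, in opposite directions: it fell from 43.2 to 18.4 FPKM upon *Sin3A* knockdown, with a log2 ratio of -1.24 (implied standard error 0.275, adjusted p = 0.00352), and rose to 86.0 FPKM upon *lid* knockdown, with 0.99 (implied standard error 0.214, adjusted p = 0.0145). By the q-values of the authors' deposited table, *GstD7* (lower, with -2.21 and -1.19) and *GstT4* (higher, with 0.53 and 0.55) were also called in both. *GstE9* was the other locus higher upon *lid* knockdown, with 1.26 (implied standard error 0.238, adjusted p = 0.0145). *GstD7* was lower upon *Sin3A* knockdown, with -2.21 (implied standard error 0.421, adjusted p = 0.00199), and *GstT4* higher, with 0.53 (implied standard error 0.177, adjusted p = 0.0412). Genes of this family lie in clusters of similar sequence, and the authors' alignment could have split their reads.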

Glutathione is an antioxidant, which plays a key role in the defense against oxidative stress and is also implicated in the modulation of cell proliferation and cell death [66]. In *Drosophila*, glutathione supplementation results in increased survival of flies treated with the oxidative stress paraquat [19, 67]. Thus, the glutathione pathway may be a critical link to the observed phenotypes associating SIN3 and dKDM5/LID to stress tolerance, lifespan extension, and cell proliferation.

### Oxidative stress augments gene expression changes due to reduced SIN3 and dKDM5/LID

The RNAseq data indicated that both SIN3 and dKDM5/LID regulated several genes that are implicated in stress tolerance processes. To identify genes regulated by SIN3 and dKDM5/LID under conditions of oxidative stress, we treated cells with paraquat. Paraquat treatment generates the reactive oxygen species (ROS), superoxide anion, where accumulation of ROS results in oxidative stress in the cell [68]. S2 cells knocked down for *Sin3A*, *lid*, or both or treated with dsRNA against *GFP* were further subjected to paraquat treatment and analyzed by RNAseq. 

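Cells of the same 4 RNAi treatments were exposed to 8.3 mM paraquat for 24 h, again with 3 biological replicates per group that Cuffdiff combined. The 4 deposited tables with stressed cells compare each stressed group with the same unstressed GFP RNAi control, so a stressed knockdown table holds the effects of the knockdown and of paraquat together. A ratio of a stressed knockdown to stressed GFP RNAi was computed here from the FPKM values of the separate tables, which give identical control values. The FPKM values sum to 792693 in stressed GFP RNAi, 814105 in the stressed *Sin3A* knockdown, 805156 in the stressed *lid* knockdown and 809353 in the stressed dual knockdown, and between 7660 and 7764 loci reach 1 FPKM. The 10 highest loci hold 12.8% to 15.8% of the sum. Over loci with at least 1 FPKM in both groups, the median log2 ratio to the unstressed control was furthest from 0 in stressed GFP RNAi, at -0.0388. Cuffdiff tested 8190, 8187, 8197 and 8219 loci in these comparisons. Transcript of *lid* stood at 35.8 FPKM in stressed GFP RNAi, 43.0 FPKM in the stressed *Sin3A* knockdown, 15.4 FPKM in the stressed *lid* knockdown and 17.0 FPKM in the stressed dual knockdown, with log2 ratios of -1.27 (implied standard error 0.178, adjusted p = 0.00275) and -1.13 (implied standard error 0.176, adjusted p = 0.000664) in the last pair. *Sin3A* transcript was listed at 62.0, 59.7, 66.5 and 58.8 FPKM in the same order and was regulated in none of the comparisons.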

S2 cells treated with dsRNA against *GFP* but not treated with paraquat were used as the control.

As above, genes with a fold change greater than 1.4 and an FDR cutoff of 0.05 were considered as significantly regulated targets. Induction of oxidative stress in *GFP* dsRNA-treated cells resulted in the expression changes of 212 genes relative to the non-stressed *GFP* RNAi control (Fig. 6a). 

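Paraquat treatment of GFP RNAi cells regulated 128 loci, 52 higher and 76 lower, out of 683 with an unadjusted p-value under 0.05 where 409.5 would be expected. With the q-values of the authors' deposited table the count was 212, with p-values adjusted over all 7 tables 217, and with a fold change over 2 it was 44. *MtnA* rose from 218 to 762 FPKM, a log2 ratio of 1.80 (implied standard error 0.237, adjusted p = 0.00506), and *CG8051* to 92.8 FPKM with 1.85 (implied standard error 0.151, adjusted p = 0.00506). The falls were led by *Hsp70Bc*, with -3.75 (implied standard error 0.289, adjusted p = 0.00506), *Hsp70Bb* and *Hsp70Ba*, copies whose reads could have been split between them. Loci named Hsp numbered 10 of 14 among the regulated ones, all lower (Fisher's exact test, adjusted p = 8.11e-15), with a family median of -2.36. DNA replication and cyclin genes numbered 2 of 48 (Fisher's exact test, adjusted p = 0.229), and 14 at an unadjusted p-value under 0.05. With the q-values of the authors' deposited table they numbered 8, all lower (Fisher's exact test, p = 2.73e-05, adjusted p = 6.37e-05), an alternative chosen after seeing the data.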

GO and KEGG pathway analysis indicated that genes that responded to paraquat-mediated oxidative stress fell into a number of overrepresented categories including cell cycle, DNA replication and repair, metabolism, and stress tolerance (Fig. 6b).

**Fig. 6:**
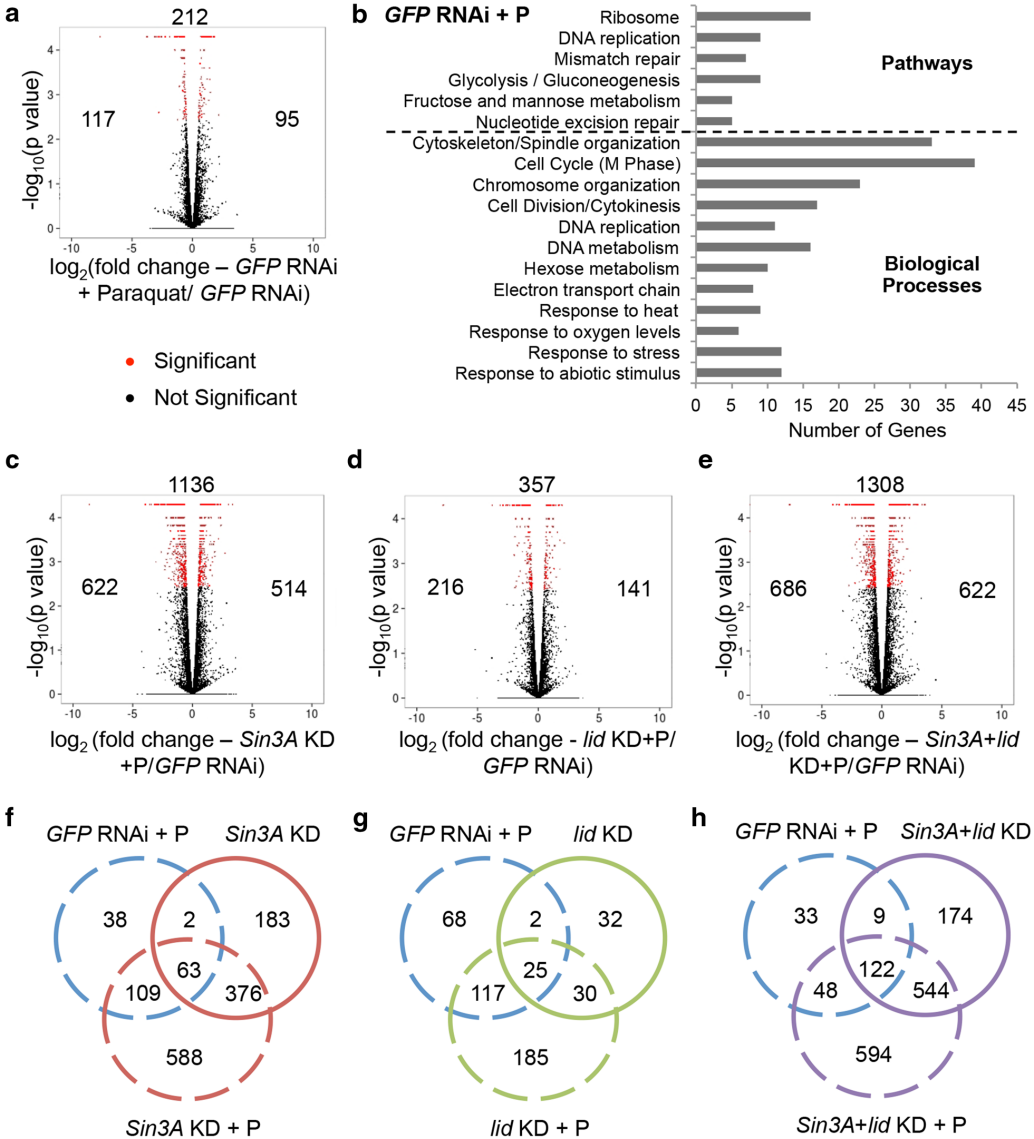
Genes regulated by SIN3, dKDM5/LID, or both under the induction of paraquat-mediated oxidative stress in S2 cells as determined by RNAseq. (**a**, **c**–**e**) Volcano plots depicting log fold change in expression. The total number of genes with significant changes in expression is displayed *above* the plot, while the number of upregulated genes is indicated to the *right* and downregulated genes to the *left*. **b** Gene ontology (GO) and pathway analysis of genes that change in expression upon induction of oxidative stress. Related GO terms with considerable overlap of genes have been combined. *P* < 0.01. **f**–**h** *Venn diagrams* indicating overlap of genes regulated by SIN3 and dKDM5/LID under normal and stress-induced conditions. *KD* knockdown, *P* paraquat

Under oxidative stress conditions, knockdown of *Sin3A*, *lid,* or both resulted in gene expression changes in a larger number of genes compared to non-stressed conditions (Figs. 4a–c and 6c–e). 

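Relative to unstressed GFP RNAi, 1361 loci were regulated in the stressed *Sin3A* knockdown (612 higher and 749 lower), 287 in the stressed *lid* knockdown (113 and 174) and 1606 in the stressed dual knockdown (772 and 834). Under an unadjusted p-value of 0.05 there were 2279, 955 and 2499 loci. Of the loci regulated without paraquat, 478 of 628 were regulated again in the stressed *Sin3A* knockdown, 32 of 38 in the stressed *lid* knockdown and 789 of 972 in the stressed dual knockdown. A fold change over 2 left 547, 110 and 654 loci. *CG43773* rose most in all 3 stressed knockdowns, with log2 ratios of 2.39 (implied standard error 0.488, adjusted p = 0.0022), 2.14 (implied standard error 0.498, adjusted p = 0.0145) and 3.34 (implied standard error 0.469, adjusted p = 0.000664). *CG4829* fell most in the stressed *Sin3A* and dual knockdowns, with -3.96 (implied standard error 0.26, adjusted p = 0.000856) and -4.08 (implied standard error 0.265, adjusted p = 0.000664).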

588, 185, and 594 genes were affected upon knockdown of *Sin3A*, *lid*, or both during paraquat treatment, but did not significantly change in similar knockdown during non-stressed conditions or upon induction of stress alone (Fig. 6f–h). 

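Loci regulated in a stressed knockdown but neither in the same unstressed knockdown nor in stressed GFP RNAi numbered 816 for *Sin3A*, 179 for *lid* and 795 for both. Under alternatives applied to these counts after the data had been seen, they numbered 359, 72 and 381 with a fold change over 2 and 598, 190 and 614 with p-values adjusted over all 7 tables. With the q-values of the authors' deposited table they numbered 586, 184 and 594. Of these loci, 759, 170 and 739 reached 1 FPKM in the groups compared. Their median log2 change, signed by the direction in the stressed knockdown, was 0.36, 0.30 and 0.39 for the knockdown alone and 0.34, 0.48 and 0.26 for paraquat alone, against 0.74, 0.79 and 0.71 for the combination. The sum of both separate log2 changes already exceeded 1.4-fold at 79.3%, 88.8% and 72.3% of the loci. Loci chosen as regulated only in the combination favour large values there, which raises any excess over the sum. The combination went beyond that sum by a median of 0.10 (95% bootstrap interval over loci 0.08 to 0.11) for *Sin3A*, 0.04 (0.02 to 0.09) for *lid* and 0.12 (0.09 to 0.13) for both. Against stressed GFP RNAi, the stressed knockdown differed by more than 1.4-fold at 44.1%, 28.2% and 51.4% of the loci. A z test of that difference, which counts the noise of the shared control in full, called 0 of 808, 0 of 178 and 11 of 787 testable loci after adjustment, and 181, 19 and 228 at an unadjusted p-value under 0.05. On simulated data that test recovered 33 of 200 loci that differed 2-fold.

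**Figure D4:**
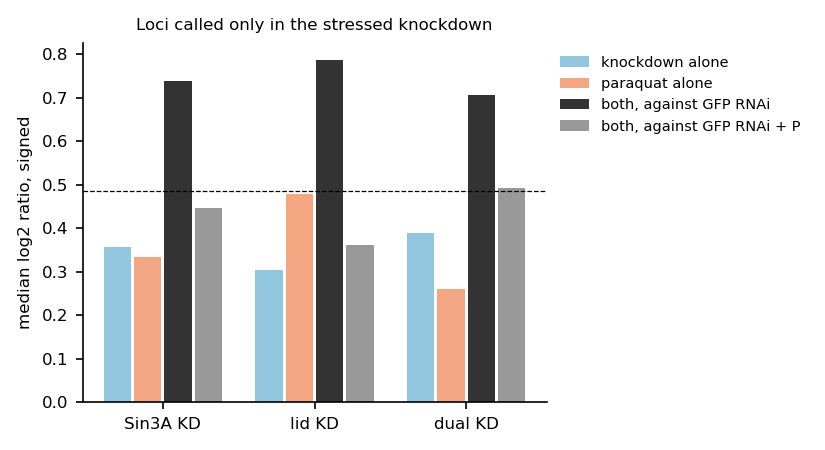
Median log2 ratio of the loci regulated only in the stressed knockdown, signed by the direction in the stressed knockdown, for the knockdown alone, paraquat alone, the combination against GFP RNAi and the combination against stressed GFP RNAi (P marks paraquat); the dashed line is the 1.4-fold threshold. Medians reach 0.48 for the separate effects and range from 0.71 to 0.79 for the combination; their sides of the line follow from the choice of loci.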

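Measured against unstressed GFP RNAi, the change was larger in the stressed than in the unstressed knockdown at 77.9% of 1405 loci regulated in either for *Sin3A*, 95.7% of 281 for *lid* and 75.8% of 1647 for both, with median excesses of 0.31, 0.56 and 0.23 on the log2 scale. These ratios include the effect of paraquat itself. With each stressed knockdown measured against stressed GFP RNAi, the change was larger under stress at 56.1%, 41.3% and 49.0% of the same loci, with median differences of 0.03, -0.05 and -0.01.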

Comparing stressed to non-stressed conditions, in addition to a larger number of genes affected in the stress condition, an increase in the amount of expression change was also noted at many genes (Additional file 1: Figure S4 and Additional file 2). Expression changes observed by RNAseq analysis were validated by real-time qRT-PCR analysis of selected genes (Additional file 1: Figure S5D–G).

As we wished to discover the impact of SIN3 and dKDM5/LID during oxidative stress, we performed GO and pathway analysis of those genes affected upon knockdown of *Sin3A*, *lid*, or both in oxidative stress conditions but whose expression was unchanged in the RNAi cells in normal conditions or in cells subjected solely to stress. Interestingly, cell cycle and DNA replication-related processes were the most enriched under all conditions (Fig. 7a–c). This result was different from that obtained in non-stressed conditions, where cell cycle-related processes were most enriched only upon double knockdown of *Sin3A* and *lid*. 

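DNA replication and cyclin genes were regulated at 22 of 48 tested loci in the stressed *Sin3A* knockdown (Fisher's exact test, adjusted p = 7.17e-06), 12 of 49 in the stressed *lid* knockdown (adjusted p = 4.37e-07) and 22 of 48 in the stressed dual knockdown (adjusted p = 8.68e-05). Of these, 21, 12 and 21 fell. The family's median log2 ratio to unstressed GFP RNAi was -0.60, -0.33 and -0.62, against -0.32 in stressed GFP RNAi, and none of these medians changed sign with ratios centred on the median. A fold change over 2 left 1 locus in the stressed *lid* knockdown, where the enrichment was then lost.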

The process of cell cycle was also enriched in the comparison of genes affected by paraquat-mediated oxidative stress to control cells (Fig. 6b). These results indicate that the effect on cell cycle-related processes caused by an environment of oxidative stress is exacerbated when combined with the reduction of SIN3 or dKDM5/LID proteins. 

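Against stressed GFP RNAi, the median log2 ratio of the 48 testable DNA replication and cyclin loci was -0.27 in the stressed *Sin3A* knockdown, -0.05 in the stressed *lid* knockdown and -0.34 in the stressed dual knockdown. The z test of this difference called 0, 0 and 2 loci after adjustment, and 11, 0 and 12 loci at an unadjusted p-value under 0.05, all lower. A departure from the sum of the separate effects of knockdown and paraquat was called at 0 of the 48 loci in any of the 3 knockdowns, with 0 at an unadjusted p-value under 0.05; on simulated data the departure test recovered 2 of 200 loci that departed 2-fold and all 200 that departed 8-fold, and sizes in between were not simulated. From the enrichment of cell cycle processes in stressed control cells and in all stressed knockdowns, the paper concludes that loss of SIN3 or dKDM5/LID exacerbates the effect of oxidative stress on the cell cycle. The paper also reports flow cytometry, not examined here, in which each knockdown made the cell cycle arrest or delay under paraquat stronger.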

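Among *CycA*, *CycB*, *stg*, *CycE*, *cdc2c* and *dap*, all 6 were regulated in the stressed dual knockdown, 4 in the stressed *Sin3A* knockdown and none in the stressed *lid* knockdown or in stressed GFP RNAi. *CycB*, on chromosome 2R of dm3 from 18691026 to 18694490, had 112 FPKM in the control, and its log2 ratio was -0.65 (implied standard error 0.174, adjusted p = 0.00278) in the stressed *Sin3A* knockdown and -0.75 (implied standard error 0.175, adjusted p = 0.000664) in the stressed dual knockdown. *CycE* had -0.61 (implied standard error 0.194, adjusted p = 0.0152) and -0.82 (implied standard error 0.197, adjusted p = 0.000664) in the same comparisons, and *cdc2c*, which encodes Cdk2, had -1.12 (implied standard error 0.229, adjusted p = 0.000856) and -1.31 (implied standard error 0.235, adjusted p = 0.000664). *stg* had -0.56 (adjusted p = 0.0471) in the stressed *Sin3A* knockdown, a call lost with p-values adjusted over all 7 tables and with the q-value of the authors' deposited table, and -0.77 (adjusted p = 0.0035) in the stressed dual knockdown. *CycA* and *dap* passed the thresholds only in the latter, with -0.53 (adjusted p = 0.0152) and -0.76 (adjusted p = 0.00221); in the stressed *Sin3A* knockdown they had -0.45 (adjusted p = 0.0563) and -0.34 (adjusted p = 0.234). Their log2 ratios in the stressed *lid* knockdown ran from -0.62 for *cdc2c* to -0.24 for *CycA*. Relative to stressed GFP RNAi, the z test found none of the 6 different in any stressed knockdown after adjustment. The smallest adjusted p-value was 0.103 (unadjusted 0.00413), for *cdc2c* in the stressed dual knockdown. Unadjusted p-values under 0.05 were also those of *stg* (0.0176) and *dap* (0.0359) there and of *cdc2c* (0.0212) in the stressed *Sin3A* knockdown.

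**Figure D5:**
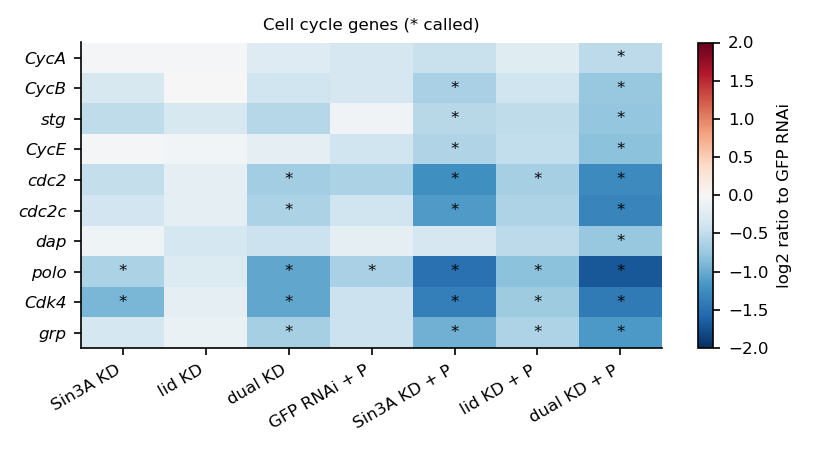
Log2 ratio to GFP RNAi (colour) of cell cycle genes named in the paper in each comparison, with regulated genes marked by a star; P marks paraquat. The deepest colours lie in the stressed *Sin3A* and dual knockdowns, where *polo* reaches -1.49 and -1.70.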

*Cyclin A* and *B* (*CycA* and *CycB*) and the phosphatase *String* (*Stg*), implicated in the G2/M transition, as well as *Cyclin E* (*CycE*), the Cyclin-dependent kinase *Cdk2*/*Cdc2c* and the inhibitor *dacapo* (*dap*), involved in G1/S transition of the cell cycle, were among the genes affected upon the loss of *Sin3A*, *lid*, or both under stress conditions. 

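In addition to the 6 genes above, *cdc2*, *polo*, *Cdk4* and *grp*, whose locus also holds *squ*, fell and were regulated in all 3 stressed knockdowns. The log2 ratio of *polo* was -1.49 (implied standard error 0.178, adjusted p = 0.000856) in the stressed *Sin3A* knockdown, -0.81 (implied standard error 0.174, adjusted p = 0.00275) in the stressed *lid* knockdown and -1.70 (implied standard error 0.181, adjusted p = 0.000664) in the stressed dual knockdown, and -0.64 (implied standard error 0.173, adjusted p = 0.0127) in stressed GFP RNAi. *cdc2* had -1.22 (implied standard error 0.211, adjusted p = 0.000856), -0.66 (implied standard error 0.199, adjusted p = 0.0263) and -1.27 (implied standard error 0.211, adjusted p = 0.000664) in the stressed knockdowns and -0.63 (implied standard error 0.199, adjusted p = 0.0682) in stressed GFP RNAi, where the authors' deposited table gives it q = 0.0219 and calls it. All 10 genes were lower than in unstressed GFP RNAi in all 4 stressed groups. Relative to stressed GFP RNAi, *cdc2*, *polo*, *Cdk4* and the *grp* locus had -0.04, -0.17, -0.28 and -0.17 in the stressed *lid* knockdown. Their unadjusted p-values in the z test ran from 0.371 to 0.889. In the stressed *Sin3A* knockdown they had -0.60, -0.84, -0.94 and -0.52 (unadjusted 0.000678 to 0.0514, none past adjustment). Only *polo* passed adjustment in the stressed dual knockdown, with -1.055 (adjusted p = 0.00309).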

Interestingly, the majority of the cell cycle target genes were downregulated upon reduction of these proteins. This result indicates that SIN3 and dKDM5/LID are important for activation, rather than repression, of those particular targets. Surprisingly, both activators and inhibitors of cell cycle progression are downregulated upon knockdown of *Sin3A* and or *lid*. These data suggest that the cell cycle circuitry is misregulated under these varied stress conditions. To test this prediction, we measured cell cycle progression of S2 cells and cells with knockdown of *Sin3A*, *lid*, or both under paraquat-mediated stress conditions by flow cytometry. In accord with the RNAseq analysis, induction of paraquat-mediated oxidative stress resulted in a G2/M phase arrest or delay (Additional file 1: Figure S6). Knockdown of *Sin3A*, *lid*, or both under oxidative stress conditions exacerbated this phenotype. Further, the flow cytometry analysis reveals a qualitatively stronger defect in cell cycle progression in the oxidative stress conditions compared to normal conditions upon reduction of *Sin3A*, *lid*, or both. This is consistent with the RNAseq analysis, where an increased number of genes involved in cell cycle regulation were significantly misregulated under oxidative stress conditions relative to control conditions.

**Fig. 7:**
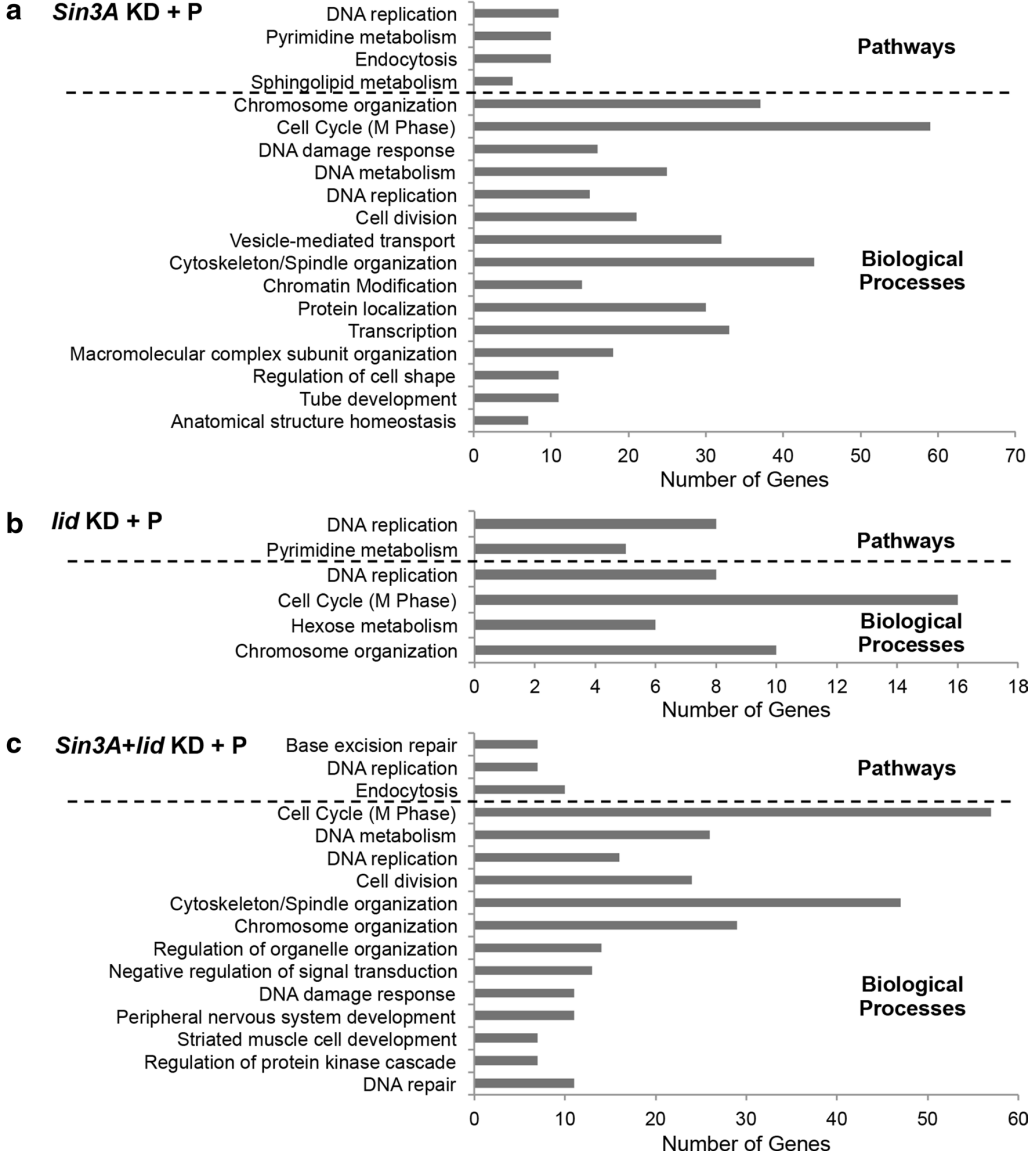
Genes regulated by SIN3 and/or dKDM5/LID under oxidative stress conditions are enriched in cell cycle-related processes. **a**–**c** Gene ontology (GO) and pathway analysis of additional genes that change in expression upon knockdown of *Sin3A*, *lid*, or both upon induction of oxidative stress that do not significantly alter expression under normal conditions or upon induction of stress alone. Related GO terms with considerable overlap of genes have been combined. *P*  < 0.01. *KD* knockdown, *P* paraquat

### Reduction of SIN3 or dKDM5/LID partially mimics oxidative stress in cells

Our gene expression data further led to the interesting observation that many genes regulated by SIN3 or dKDM5/LID under normal conditions were also misexpressed upon induction of oxidative stress in cells treated with dsRNA to *GFP*. 

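Across genes, which are not independent replicates, the log2 ratios of the *Sin3A* knockdown and of paraquat in GFP RNAi cells had a Spearman rho of 0.126 and a Pearson r of 0.176 over 7408 loci, and those of the *lid* knockdown and of paraquat a rho of 0.442 and an r of 0.458 over 7492 loci. Both pairs share the GFP RNAi libraries, and simulated noise of the shared control alone, with a share of 0.5 of the variance, gave a mean rho of 0.426 and 0.435. Without a library in common, the *Sin3A* effect had a rho of 0.178 with the effect of paraquat in *lid* knockdown cells, and the *lid* effect a rho of 0.292 with the effect of paraquat in *Sin3A* knockdown cells. Their Pearson r values were 0.147 and 0.246. Over all tested loci, rho was 0.131 and 0.232, while r turned negative, at -0.0807 and -0.0853.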

65 genes regulated by SIN3 (Fig. 6e) and 27 genes regulated by dKDM5/LID (Fig. 6f) were also misregulated upon paraquat treatment of control cells. 

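Loci regulated both in a knockdown and upon paraquat treatment of control cells numbered 55 for the *Sin3A* knockdown, of which 53 changed in the same direction, where 9.94 would be expected by chance (one-sided Fisher's exact test across genes, p = 3.15e-28). For the *lid* knockdown they numbered 18, all in the same direction, where 0.603 would be expected (Fisher's exact test, p = 3.08e-23). Simulated noise of the shared control, at a share of 0.5 of the variance, gave overlaps of 39.4 on average and 55 at most for *Sin3A*, and 6.15 on average and 12 at most for *lid*. At a share of 0.75 the simulated mean for *Sin3A* was 78.1, above the overlap found. For *lid* it was 16.2, with a maximum of 26 above the overlap found. These simulations took as many of the strongest loci as were regulated. With the thresholds applied instead, the unchanged groups shared at most 0.005 loci on average for either knockdown at every share simulated. Few unchanged loci pass adjusted thresholds at all, so that value was largely fixed in advance. What control noise adds at loci that change is not shown by it. A fold change over 2 left 14 and 15 loci.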

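For the dual knockdown, 96 loci were also regulated upon paraquat treatment of control cells, 95 of them in the same direction, where 15.3 would be expected (one-sided Fisher's exact test across genes, p = 1.39e-62). The simulated noise of the shared control, at a share of 0.5 of the variance, gave 50.3 on average and 66 at most. At a share of 0.75 it gave 92.4 and 107, so the maximum is above the overlap found. With the thresholds applied instead of a fixed number of top loci, it gave 0.0 on average at every share simulated, a value largely fixed in advance.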

131 genes were misregulated upon double knockdown of *Sin3A* and *lid* and upon paraquat treatment of control cells (Fig. 6g). Thus, there is considerable overlap between the genes involved in a response to oxidative stress and those regulated by SIN3 and/or dKDM5/LID in non-oxidative stress conditions. This set includes the heat shock response genes, which were misregulated in all knockdown conditions and in control cells treated with paraquat. 

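As shares of the 128 loci regulated by paraquat in control cells, 43.0% were regulated in the *Sin3A* knockdown, 14.1% in the *lid* knockdown and 75.0% in the dual knockdown without paraquat. As shares of the loci regulated in each knockdown, the same overlaps came to 8.79%, 47.4% and 9.94%.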

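*Hsp27*, on chromosome 3L of dm3 from 9377163 to 9378382, had 447 FPKM in the control and 65.6 FPKM after paraquat, a log2 ratio of -2.77 (implied standard error 0.182, adjusted p = 0.00506), and it was lower in the unstressed dual knockdown too, with -2.85 (implied standard error 0.188, adjusted p = 0.00122). *Hsp68* fell to 45.2 FPKM upon paraquat, with -2.94 (implied standard error 0.187, adjusted p = 0.00506). *Hsp83* fell upon paraquat, from 2143 to 1064 FPKM with -1.01 (implied standard error 0.216, adjusted p = 0.00506), and in the dual knockdown, with -0.66 (adjusted p = 0.0325), but was not regulated in either single knockdown. In the stressed knockdowns, 11, 10 and 11 of the 14 loci named Hsp were regulated, all lower, with medians of -2.27, -2.45 and -2.44 for *Sin3A*, *lid* and both, which keep their sign with ratios centred on the median. Against stressed GFP RNAi, these medians were 0.12, -0.03 and -0.05, and no Hsp locus differed from stressed GFP RNAi, with 0 at an unadjusted p-value under 0.05.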

As expected, based on the overlap in genes, GO analysis revealed that similar processes, including stress tolerance processes, were overrepresented upon paraquat treatment of control cells and knockdown of *Sin3A*, *lid*, or both under normal conditions (Figs. 5a–c and 6b). 

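From the genes and processes that change both upon knockdown and upon paraquat treatment of control cells, the paper proposes that loss of SIN3 and dKDM5/LID partially mimics oxidative stress. Within the families tested by name, heat shock genes were lower in both settings, also with ratios centred on the median. Of 27 Gst loci, 1 was regulated by paraquat in control cells (Fisher's exact test, adjusted p = 0.422), and 8 at an unadjusted p-value under 0.05. That locus, *GstE9*, rose with paraquat (0.84) as in the *lid* (1.26) and dual (1.51) knockdowns.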

Our results implicate SIN3 and dKDM5/LID in playing a critical role in stress tolerance and suggest that the loss of these proteins may partially mimic oxidative stress conditions in the cell.

### SIN3 and dKDM5/LID bind to the TSS proximal regions of target genes

Having established that SIN3 and dKDM5/LID can alter expression levels of common and unique gene targets, we wanted to see if SIN3 and dKDM5/LID directly bound these genes. We analyzed binding of SIN3 and dKDM5/LID at several genes identified by RNAseq as being regulated by SIN3, dKDM5/LID, or both under normal or oxidative stress conditions using chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR). Flybase GO terms were also taken into consideration in the selection of genes for testing [69]. We tested *varicose* (*vari*), a gene involved in cell junction assembly, a process highly enriched among SIN3-regulated genes [70]. Metabolic genes were highly enriched among SIN3-regulated genes. Therefore we included *Cytochrome c proximal* (*Cyt*-*c*-*p*), *CG3476, mitochondrial ribosomal protein L19* (*mRpL19*), *Glutathione S transferase E6* (*GstE6*), and *S*-*adenosylmethionine synthetase* (*Sam*-*S*), genes involved in multiple metabolic processes [71–75]. Due to the roles of both SIN3 and dKDM5/LID in cell proliferation and wing development, we tested several genes implicated in these processes. *Minichromosome maintenance 7* (*Mcm7*), *Thor, and Sestrin* (*Sesn*) were chosen for their involvement in cell cycle functions. [76–81]. *Thor and Sesn* have also been implicated in wing development due to their roles in regulating cell size [78, 79]. We further tested *Ssdp*, *Heat shock protein 27* (*Hsp27*), and *interference hedgehog* (*ihog*), all implicated in wing development [82–85]. *Thor*, *Sesn*, and *Hsp27* are also involved in stress response and lifespan determination pathways [78, 86–88]. *CG31819*, a gene located in a region devoid of SIN3 or dKDM5/LID binding based on published genome-wide binding data, was used as a negative control [39, 89, 90].

*Drosophila* S2 cells predominantly express SIN3 220, the largest isoform. We utilized *Drosophila* S2 cells that express either HA-tagged SIN3 220 or FLAG-HA-tagged dKDM5/LID. S2 cells not carrying any transgene were used as a control. We prepared chromatin from control cells or cells expressing the HA-tagged proteins and immunoprecipitated using anti-HA beads. Real-time qPCR was used to determine enrichment of SIN3 and dKDM5/LID at the selected gene targets. We designed qPCR primers that amplify regions spanning the TSS of selected genes based on published genome-wide binding studies for SIN3 and dKDM5/LID [39, 89, 90].

Substantial enrichment of SIN3 220 compared to control at most of the tested genes, with the exception of *vari* and *GstE6*, was observed (Fig. 8a). No enrichment was noted at the negative control gene *CG31819*. We further validated binding of SIN3 to target genes by immunoprecipitating SIN3 from S2 cells using an antibody targeting endogenous SIN3 protein. Chromatin from S2 cells was also immunoprecipitated with IgG as a control. Enrichment at gene targets was observed for both endogenous SIN3 protein and HA-tagged SIN3 protein (Fig. 8a and Additional file 1: Figure S7A). No significant enrichment was observed in the control IP (Additional file 1: Figure S7A). Further, knockdown of *Sin3A* by RNAi led to decreased binding of SIN3, verifying direct binding of SIN3 at tested gene targets (Additional file 1: Figure S7B).

**Fig. 8:**
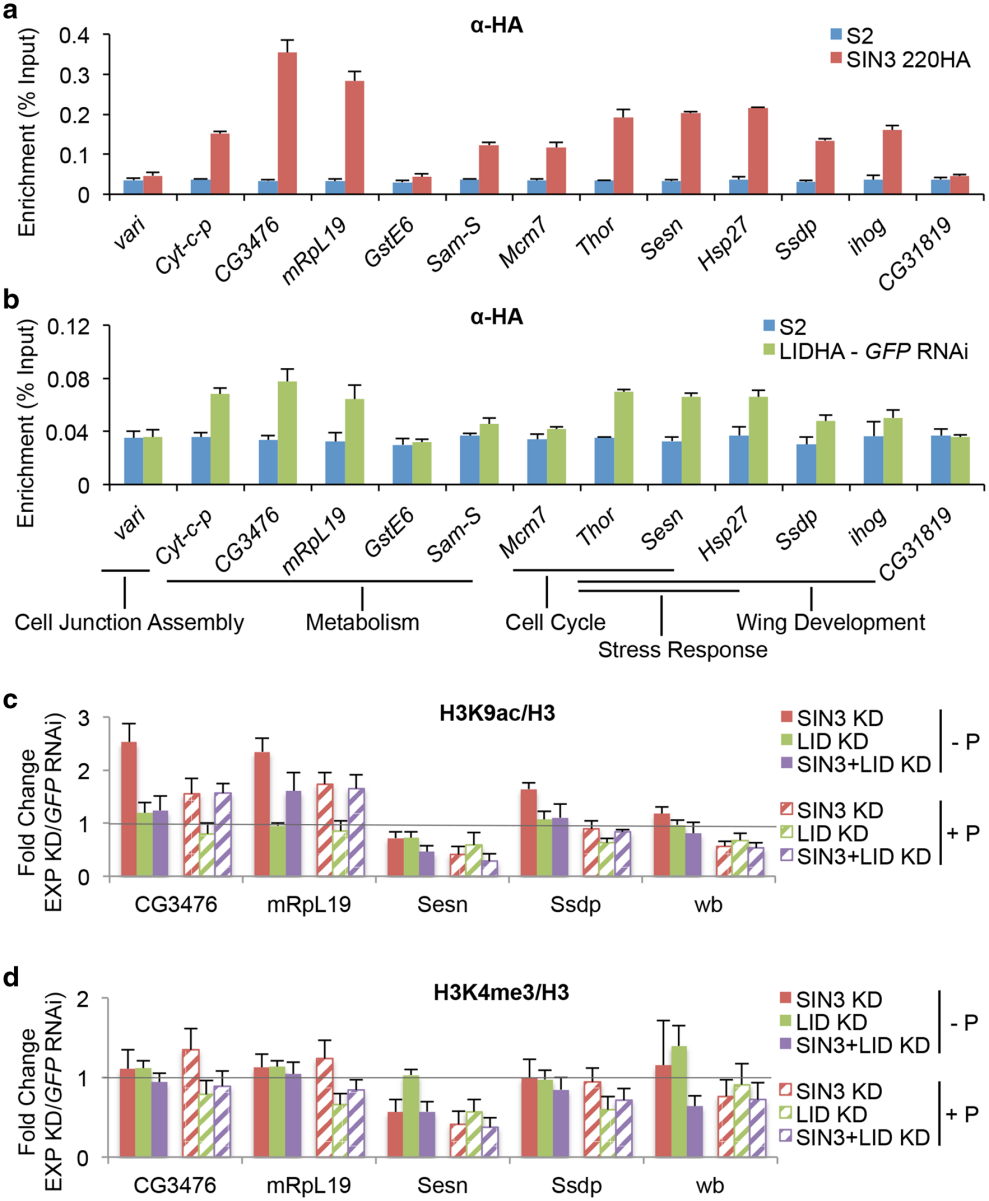
SIN3 and dKDM5/LID bind to common gene targets. Real-time quantitative PCR analysis of chromatin prepared from indicated cell lines immunoprecipitated with beads conjugated to antibody to the HA tag or antibody to SIN3. **a** Enrichment of SIN3 220 at predicted target genes. **b** Enrichment of dKDM5/LID at target genes. Primers used in the PCR amplification of target regions spanning the TSS of indicated genes. *CG31819* acts as a negative control. The results are the average of three biological replicates. **c** Enrichment of H3K9ac at promoter proximal regions of SIN3 and/or dKDM5/LID target genes upon knockdown of *Sin3A*, *lid*, or both under normal and oxidative stress conditions. **d** Enrichment of H3K4me3 at promoter proximal regions of SIN3 and/or dKDM5/LID target genes upon knockdown of *Sin3A*, *lid*, or both under normal and oxidative stress conditions. *KD* knockdown, *P* paraquat

Of the two tested genes having no significant enrichment of SIN3 at the TSS, *vari* expression was upregulated upon depletion of *Sin3A* under both normal and oxidative stress conditions. Thus, the binding data suggests that this gene may be an indirect target of SIN3. 

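*vari*, on chromosome 2L of dm3 from 20787656 to 20797042, had 33.5 FPKM in GFP RNAi cells and 52.9 FPKM upon *Sin3A* knockdown, a log2 ratio of 0.66 (implied standard error 0.214, adjusted p = 0.0325). Under paraquat the *Sin3A* knockdown had 66.0 FPKM, with 0.98 (implied standard error 0.216, adjusted p = 0.000856) relative to unstressed GFP RNAi. Paraquat alone gave 0.21 (implied standard error 0.222, adjusted p = 0.998).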

Upregulation of *GstE6* expression by SIN3 was only observed under paraquat-mediated oxidative stress conditions. Thus it is possible that SIN3 is recruited to this gene only under such conditions. 

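*GstE6*, on chromosome 2R of dm3 from 14293518 to 14294266, was at 64.8 FPKM in GFP RNAi and 62.8 FPKM in the unstressed *Sin3A* knockdown, a log2 ratio of -0.04 (implied standard error 0.223, adjusted p = 0.982). In the stressed *Sin3A* knockdown it reached 120.0 FPKM, with 0.89 (implied standard error 0.21, adjusted p = 0.000856), and in stressed GFP RNAi 90.3 FPKM, with 0.48 (implied standard error 0.214, adjusted p = 0.452). The stressed *Sin3A* knockdown lay above stressed GFP RNAi by 0.41 on the log2 scale, a difference that did not pass the z test (standard error 0.3, adjusted p = 0.878, unadjusted 0.171).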

Of the genes with significant enrichment of SIN3, *CG3476*, *mRpL19*, *Thor*, and *Sam*-*S* are negatively regulated by SIN3. 

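*CG3476*, on chromosome 2L of dm3 from 7027594 to 7028959, rose from 24.5 to 44.8 FPKM upon *Sin3A* knockdown, a log2 ratio of 0.87 (implied standard error 0.225, adjusted p = 0.00199), and to 51.1 FPKM with 1.06 (implied standard error 0.222, adjusted p = 0.000856) in the stressed *Sin3A* knockdown. *mRpL19*, on chromosome 3R of dm3 from 4499831 to 4500918, had 0.82 (implied standard error 0.217, adjusted p = 0.00604) and 0.80 (implied standard error 0.217, adjusted p = 0.0043) in the same comparisons. *Thor* was regulated in the stressed *Sin3A* knockdown as well, with 0.85 (implied standard error 0.172, adjusted p = 0.000856). *Sam-S* rose from 239.9 to 484 FPKM, with 1.01 (implied standard error 0.174, adjusted p = 0.00199), and had 1.20 (implied standard error 0.175, adjusted p = 0.000856) under paraquat. In stressed GFP RNAi none of the 4 was regulated, with log2 ratios from 0.00 for *mRpL19* to 0.26 for *Thor*.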

*Sesn*, *Hsp27*, and *Mcm7* are positively regulated by SIN3. 

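*Sesn*, on chromosome 2R of dm3 from 19601425 to 19620706, fell from 26.1 to 7.78 FPKM upon *Sin3A* knockdown, a log2 ratio of -1.75 (implied standard error 0.226, adjusted p = 0.00199). *Hsp27* fell to 208 FPKM, with -1.10 (implied standard error 0.185, adjusted p = 0.00199). *Mcm7*, on chromosome 3L of dm3 from 8884696 to 8887410, fell from 65.6 to 40.9 FPKM, with -0.68 (implied standard error 0.185, adjusted p = 0.00799), and to 21.3 FPKM in the stressed *Sin3A* knockdown, with -1.62 (implied standard error 0.198, adjusted p = 0.000856). With paraquat alone its log2 ratio was -0.80 (adjusted p = 0.00506).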

*Cyt*-*c*-*p* and *ihog* were only significantly upregulated upon knockdown of *Sin3A* under induction of oxidative stress. 

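*Cyt-c-p*, on chromosome 2L of dm3 from 16719932 to 16722644, stood at 613 FPKM in GFP RNAi, 765 FPKM in the *Sin3A* knockdown and 1068 FPKM in the stressed *Sin3A* knockdown, with log2 ratios of 0.32 (implied standard error 0.171, adjusted p = 0.312) and 0.80 (implied standard error 0.172, adjusted p = 0.000856). Paraquat alone gave 0.50 (implied standard error 0.172, adjusted p = 0.129), where the authors' deposited table has q = 0.0449. *ihog*, on chromosome 2L of dm3 from 6945464 to 6948808, fell from 11.9 FPKM to 10.4 FPKM in the *Sin3A* knockdown, with -0.19 (implied standard error 0.222, adjusted p = 0.822), and to 6.61 FPKM in the stressed *Sin3A* knockdown, with -0.85 (implied standard error 0.234, adjusted p = 0.00381), the only one of this pair of comparisons in which it passed the thresholds. Relative to stressed GFP RNAi, the stressed *Sin3A* knockdown had -0.38 for *ihog* (standard error 0.325, adjusted p = 0.951, unadjusted 0.238). For *Cyt-c-p* it had 0.30 (standard error 0.243, adjusted p = 0.937, unadjusted 0.219), so neither passed the z test.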

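*Ssdp* was at 24.2 FPKM in the *Sin3A* knockdown and 21.7 FPKM in the stressed *Sin3A* knockdown, where its log2 ratio was 0.02 (implied standard error 0.179, adjusted p = 0.975).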

Knockdown of *Sin3A* did not result in any significant changes in the expression of *Ssdp*, yet the TSS of this gene was bound by SIN3. The varying transcriptional outcomes of genes bound by SIN3 suggest a complex transcriptional program involving SIN3. The histone-modifying functions of SIN3-associated proteins RPD3 and dKDM5/LID remove marks associated with active transcription suggesting a role in gene repression. The binding data indicates that SIN3 can directly activate or repress gene targets, implying distinct mechanisms of gene regulation by the SIN3 complex.

Compared to SIN3, dKDM5/LID was only modestly enriched at tested genes, where all genes showed less than 2.5-fold enrichment compared to control (Fig. 8b). Only *Cyt*-*c*-*p*, *CG3476*, *Thor*, *Sesn*, *Hsp27*, and *ihog* had considerable enrichment compared to control. All genes bound by SIN3, however, showed above background levels of enrichment for dKDM5/LID. These observations suggest that both SIN3 and dKDM5/LID may be recruited together as a complex to gene targets. The low enrichment of dKDM5/LID may arise due to a lower stoichiometry of the protein at gene targets compared to SIN3 or due to varying DNA:protein crosslinking efficiencies for SIN3 and dKDM5/LID. 

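*Sesn* fell to 11.6 FPKM upon *lid* knockdown, a log2 ratio of -1.18 (implied standard error 0.209, adjusted p = 0.0145), and *Hsp27* to 206 FPKM, with -1.12 (implied standard error 0.175, adjusted p = 0.0145). Both have the smallest adjusted p-value of the *lid* knockdown, so their loss at an adjusted p-value of 0.01 was fixed in advance for every locus there. Among the other genes examined by ChIP, the log2 ratios upon *lid* knockdown were 0.25 (implied standard error 0.171, adjusted p = 0.999) for *Cyt-c-p*, 0.10 (implied standard error 0.239, adjusted p = 0.999) for *CG3476* and -0.33 (implied standard error 0.224, adjusted p = 0.999) for *ihog*, none past the thresholds.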

Of the genes bound by dKDM5/LID, significant transcriptional regulation was seen only for *Sesn* and *Hsp27*, where both genes are downregulated upon *lid* knockdown. *Cyt*-*c*-*p* and *CG3476* are upregulated upon *lid* knockdown under conditions of oxidative stress. 

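In the stressed *lid* knockdown, *Cyt-c-p* reached 921 FPKM, a log2 ratio of 0.59 (implied standard error 0.172, adjusted p = 0.0349), and in stressed GFP RNAi 868 FPKM. *CG3476* reached 33.7 FPKM, with 0.46 (implied standard error 0.232, adjusted p = 0.413), and 26.8 FPKM in stressed GFP RNAi.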

All genes with dKDM5/LID enrichment were also enriched for SIN3. It is likely that due to interaction with the SIN3 complex, dKDM5/LID too binds to gene targets bound by SIN3, while its effect on transcriptional regulation is restricted to a subset of these genes. Common and unique protein interactions of SIN3 and dKDM5/LID may contribute to the similar and distinct transcriptional outcomes at different gene targets.

To further understand transcriptional regulation by SIN3 and dKDM5/LID, we wished to analyze possible underlying changes in histone modifications at target genes upon reduction of SIN3, dKDM5/LID, or both. We studied histone H3K9ac, a mark that can be deacetylated by the SIN3 complex protein, RPD3, and H3K4me3, a mark that can be removed by dKDM5/LID [17, 30–33]. For this purpose, we isolated chromatin from RNAi-treated S2 cells under normal conditions as well as paraquat-induced oxidative stress conditions. Chromatin was subjected to immunoprecipitation with antibody against H3K9ac and H3K4me3. Immunoprecipitation with antibody to the H3 C-terminus was used to normalize for changes in histone density. IgG was used as a control for immunoprecipitation. ChIP-qPCR was performed as above to investigate possible changes in histone modification patterns.

We monitored the enrichment of histone modification marks at four genes bound by SIN3 and dKDM5/LID, namely *CG3476*, *mRpL19*, *Sesn*, and *Ssdp*. 

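Under paraquat, *Sesn* was lower in the stressed *Sin3A* knockdown, with -1.81 (implied standard error 0.225, adjusted p = 0.000856), and in the stressed *lid* knockdown, with -1.31 (implied standard error 0.214, adjusted p = 0.00275), and it had -0.58 (implied standard error 0.202, adjusted p = 0.172) in stressed GFP RNAi. *mRpL19* changed by 0.19 (implied standard error 0.226, adjusted p = 0.999) upon *lid* knockdown without paraquat. *Ssdp* had -0.56 (implied standard error 0.185, adjusted p = 0.0567) in the stressed *lid* knockdown, where the authors' deposited table has q = 0.0336.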

*CG3476* and *mRpL19* are genes that are repressed by SIN3, while *Sesn* is a gene that is activated by both SIN3 and dKDM5/LID and *Ssdp* by dKDM5/LID alone. Primers were designed to detect promoter proximal regions enriched for H3K9ac and H3K4me3 in S2 cells based on published data [91, 92]. Primers designed for the promoter region of *wb*, a gene not targeted by SIN3 or dKDM5/LID was used as a control.

Reduction of SIN3 led to an increase in H3K9ac at *CG3476* and *mRpL19,* genes upregulated upon knockdown of *Sin3A* under normal and oxidative stress conditions (Fig. 8c). 

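*CG3476* was at 39.5 FPKM in the unstressed dual knockdown, a log2 ratio of 0.69 (implied standard error 0.228, adjusted p = 0.0289), and *mRpL19* at 64.2 FPKM, with 0.89 (implied standard error 0.216, adjusted p = 0.00122). For *CG3476* the ratio lies below that of the *Sin3A* knockdown by less than 1 implied standard error, and for *mRpL19* it lies above by less than 1. In the stressed dual knockdown, *CG3476* had 1.12 (implied standard error 0.222, adjusted p = 0.000664) and *mRpL19* 0.74 (implied standard error 0.217, adjusted p = 0.0096).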

Interestingly, while double knockdown of *Sin3A* and *lid* resulted in similar expression changes as single knockdown of *Sin3A*, no significant increase in acetylation was observed upon double knockdown under normal conditions (Fig. 8c and Additional file 1: Figure S5). Under oxidative stress conditions both single knockdown of *Sin3A* and double knockdown of *Sin3A* and *lid* resulted in an increase of H3K9ac at *CG3476* and *mRpL19*. In contrast, acetylation levels decreased at *Sesn,* a gene activated by both SIN3 and dKDM5/LID, upon knockdown of *Sin3A*, *lid,* or both under normal and oxidative stress conditions. It is of interest that reduced dKDM5/LID levels result in altered H3K9ac at *Sesn* as dKDM5/LID has no direct catalytic activity towards this histone modification. One previous report demonstrated that the in vitro HDAC activity of purified RPD3 could be inhibited by the addition of dKDM5/LID into the reaction [37]. It is possible that at genes activated by SIN3, dKDM5/LID inhibits the activity of RPD3 leading to transcriptional activation. Loss of either SIN3 or dKDM5/LID may disrupt the complex and thereby release the inhibition of RPD3 activity resulting in the observed changes in histone acetylation. Only moderate changes were noted at *Ssdp*, which may be attributed to the moderate transcriptional regulation of this gene by dKDM5/LID but not SIN3.

Little change in H3K4me3 was observed upon knockdown of *Sin3A*, *lid*, or both (Fig. 8d). While loss of *lid* is known to affect global levels of histone H3K4me3 [30–33], very little effect was seen near the TSS of the tested genes upon *lid* knockdown. A moderate decrease in H3K4me3, however, was noted upon *lid* knockdown or double knockdown of *Sin3A* and *lid* at most tested genes under conditions of oxidative stress. Unlike histone acetylation, histone methylation trends did not correlate with the gene expression trends for these tested genes. It is possible that histone methylation changes due to the catalytic activity of dKDM5/LID are context specific and help fine tune gene expression changes. Further, an important role for dKDM5/LID in the SIN3 complex may be as a modulator of deacetylase activity by RPD3, consistent with the study indicating that dKDM5/LID can inhibit RPD3 activity in vitro [37]. Overall the ChIP-qPCR results suggest affects on histone acetylation play a more predominant role relative to histone methylation in transcriptional regulation by the SIN3 complex.

## Conclusions

In conclusion, in this study, we have addressed the question as to whether dKDM5/LID affects similar processes as SIN3. We verified that dKDM5/LID interacts with SIN3 and the complex component, RPD3. We found that both SIN3 and dKDM5/LID share similar roles in cell proliferation and wing development, as flies with reduced dKDM5/LID phenocopied those with a reduction of SIN3. Through genome-wide expression and local chromatin recruitment analyses we determined that both SIN3 and dKDM5/LID bind to and regulate many common gene targets. A specific effect of SIN3 and dKDM5/LID was observed in the regulation of stress tolerance pathways, which in turn may affect cell cycle progression and wing development. Our findings therefore, provide a solid framework for analyzing the transcriptional network through which SIN3 and dKDM5/LID affect diverse functions in the cell. Further, our findings imply that dKDM5/LID is a key interactor of the SIN3 complex, where dKDM5/LID contributes significantly to SIN3 complex function in cellular and developmental processes. Moreover, in mammals, genes encoding SIN3 and KDM5 proteins have been linked to tumorigenesis [93, 94]. Understanding the coordinated functions of these proteins in cell cycle regulation could provide great insight for therapeutic development. While the SIN3 complex is best known for its association with the HDAC RPD3, the role of other components of the complex in modulating transcriptional control is less understood. Findings from this current work emphasize the importance of further understanding the contribution of dKDM5/LID to the activity of the SIN3 complex.

## Methods

### Cell culture

*Drosophila* Schneider cell line 2 (S2) cells (*Drosophila* Genomics Resource Center) were cultured at 27 °C in Schneider’s *Drosophila* medium (1×) + l-glutamine (Life Technologies) with 10 % heat-inactivated fetal bovine serum (Invitrogen) and 50 mg/ml gentamicin. 0.1 mg/ml penicillin/streptomycin and 0.1 mg/ml Geneticin for selection were added to cells carrying a stably integrated transgene with HA-tagged SIN3 187 or SIN3 220. Construction of the HA-tagged SIN3 187 and SIN3 220 expression cell lines has been previously described [7]. The FLAG-HA-tagged dKDM5/LID expressing cell line was generated by transfecting a pMK33 vector carrying FLAG-HA-tagged *lid* cDNA using the Effectene transfection kit (Qiagen). 300 μg/ml Hygromycin B was added to select for transfected cells carrying stable chromosomal insertions of the transgene. The FLAG-HA-tagged *lid* construct inserted into a pMK33 vector (FMO08240) was obtained from the Berkeley *Drosophila* Genome Project, ORFeome collection [95]. Expression of tagged proteins was induced by the addition of 1 μl/ml of 0.7 M CuSO_4_ to relevant cultured cells.

### Nuclear extract preparation and co-immunoprecipitation

Nuclear extracts were prepared from both S2 control and dKDM5/LID FLAG-HA stably transformed cells and subjected to immunoprecipitation as previously described [7]. In brief, approximately 900 μl of nuclear extract was incubated with 75 μl of anti-HA beads (monoclonal anti-HA agarose conjugate clone HA-7 (A2095, Sigma)). 150 μl of interaction buffer (20 mM HEPES (pH 7.4), 150 mM NaCl, 0.5 mM EDTA, 1 % Triton X-100, 10 % glycerol) was added to the extract and incubated with the antibody beads overnight at 4 °C. The beads were washed with radioimmune precipitation buffer (RIPA (20 mM Tris (pH 7.4), 150 mM NaCl, 1 % Triton X-100, 0.1 % sodium dodecyl sulfate, 0.1 % sodium deoxycholate)), Wash 2 buffer (20 mM HEPES (pH 7.4), 500 mM NaCl, 0.5 mM EDTA, 1.5 % Triton X-100, 0.1 % sodium deoxycholate, 10 % glycerol), and Wash 3 buffer (20 mM HEPES (pH 7.4), 300 mM NaCl, 1 mM MgCl_2_, 0.1 mM EDTA, 10 % glycerol, 1.5 % Triton X-100) for 10 min each. Bound proteins were eluted by incubation with 25 μl of Laemmli buffer (Bio-Rad) for 15 min at room temperature.

### Western blotting

Western blot analysis was performed in accordance with standard protocols [96]. For whole-cell protein extract preparation, 1.5 × 10^6^ cells were pelleted by centrifugation at 1250*g* and lysed in 100 μl of Laemmli sample buffer (Bio-Rad). Protein concentrations were determined using the Bio-Rad DC protein assay reagent in accordance with the manufacturer’s protocol. 15–20 μg of whole-cell protein extracts, 10 μl of nuclear extracts, or entire eluate from immunoprecipitated samples were separated on an 8 % SDS–polyacrylamide gel and transferred to a polyvinylidene difluoride (PVDF) membrane (Thermo Scientific) and subjected to western blot analysis. Membranes were probed with various rabbit primary antibodies followed by incubation with donkey anti-rabbit HRP-conjugated IgG (1:3000; GE Healthcare, NA9340) secondary antibody where applicable. The antibody signals were detected using the ECL^+^ or ECL prime western blot detection system (GE Healthcare). Primary antibodies used: HA-HRP (1:6000; Roche, 2013189), SIN3 (1:2000; [21]), RPD3 (1:3000; [21]), dKDM5/LID (1:5000; kindly provided by Dr. Julie Secombe [32]), beta-actin (1:1000; Cell Signaling, 4967).

### RNA interference

RNAi was performed based on modification of a published protocol [97]. In brief, 4 × 10^6^ cells were plated in 4 ml of Schneider’s *Drosophila* medium in a 60-mm diameter dish. After 3 h, FBS-containing medium was removed and replaced with 2 ml of serum-free medium. 50 μg of dsRNA was added per dish and mixed by swirling. After 30 min, 4 ml of Schneider’s *Drosophila* medium was added. Cells were assayed four days following the addition of dsRNA. RNAi was performed using dsRNA corresponding to *Sin3A* or *lid* mRNA. Construction of the *Sin3A* RNAi targeting sequence in pCRII-Topo vector and production of dsRNA is previously described [17]. The sequences in the pCRII-Topo vector for *lid* knockdown were generated using the following primer set 5′ to 3′ (forward primer) CGA CAT GGC CGA AAT GGT and (reverse primer) GAT ACC CAG TTG CTG TAT GAC. dsRNA against *GFP* was used as a control. PCR templates for targeting the *GFP* gene were generated from template DNA (kindly provided by Dr. Russell L. Finley, Jr.) using the following T7 promoter sequence containing primer set 5′ to 3′ (forward primer) GAA TTA ATA CGA CTC ACT ATA GGG AGA TGC CAT CTT CCT TGA AGT CA and (reverse primer) GAA TTA ATA CGA CTC ACT ATA GGG AGA TGA TGT TAA CGG CCA CAA GTT. Efficient knockdown of the target was routinely verified either at the protein level by western blotting or at the transcript level by real-time quantitative reverse transcription PCR (qRT-PCR).

### Cell proliferation assay

Mock (GFP dsRNA)-treated or RNAi-treated cells were stained with Trypan Blue and cells were counted 4 days after RNAi treatment. Cell density of each sample was calculated as per hemocytometer standards.

### Flow cytometry

10^6^ cells were pelleted and washed in 1 X PBS + 1 % BSA with centrifugation at 100*g* at room temperature for 5 min. Pelleted cells were resuspended in 100 μl of 1 X PBS + 4 % paraformaldehyde and incubated at room temperature for 15 min. Cells were then pelleted at 100*g*, the fixative discarded and resuspended in 1 ml 1 X PBS + 1 % BSA and stored at 4 °C. On the day of staining cells were pelleted by centrifugation at 100*g* at room temperature for 5 min, resuspended in 100 μl of Saponin permeabilization buffer and stained by the addition of 1 ml of dilute FxCycle Violet DNA stain (1:1000 in 1 X PBS) and incubated at room temperature for 30 min. Stained cells were analyzed in an Attune acoustic focusing cytometer (Applied Biosystems) using Attune software.

### Drosophila stocks

*Drosophila melanogaster* stocks were maintained, and crosses were performed, according to standard laboratory procedures. The following stocks were used: *UAS*-*SIN3*^*RNAi*-*I*^ [18], *SIN3 KD I* [28], and *SIN3 KD II* [52]; *Act*-*GAL4* (4414), *Ser*-*GAL4* (6791), *Bx*-*GAL4* (8696), *En*-*GAL4* (8828), *UAS*-*LID*^*RNAi*-*TRiP*^ (28,944), and *UAS*-*mCherry*^*RNAi*-*TRiP*^ (35,785), obtained from the Bloomington Stock Center; *UAS*-*LID*^*RNAi*-*KK*^ (103,830) obtained from Vienna *Drosophila* RNAi Center; *UAS*-*LID* and *UAS*-*LID*-JmjC* [32] kindly provided by Dr. Julie Secombe; *hsFLP;Act5C* > *CD2* > *GAL4,UAS*-*EGFP* kindly provided by Dr. Dirk Bohmann.

### Imaging flies

Whole flies were imaged at 30× magnification using an Olympus DP72 camera coupled to an Olympus SZX16 microscope. Wings were imaged at 80× magnification using a SPOT RT color camera coupled to a Leica MZ125 microscope.

### GFP clonal analysis

*hsFLP;Act5C* > *CD2* > *GAL4,UAS*-*EGFP* flies were crossed to *mCherry*^*RNAi*-*TRiP*^, *UAS*-*SIN3*^*RNAi*-*I*^, *UAS*-*LID*^*RNAi*-*TRiP*^, or *UAS*-*LID*^*RNAi*-*KK*^ to generate random GFP-positive clones. 0–4 h embryos were collected and heat shocked for 2 h at 37 °C, 48–52 h after egg laying. Wing discs from wandering third instar larvae were dissected and immunostained with antibody against GFP as described below.

### Immunostaining

Wing discs from wandering third instar larvae were dissected in 1 X PBS. Roughly 50 wing discs were fixed in 4 % formaldehyde in 1 X PBS and stained as previously described [18]. Antibody against GFP (1:1000; Abcam, ab1218) followed by sheep anti-mouse Alexa 488 (1:2000; Life Technologies, A11001) was used for staining. Visualization and imaging was done using a Zeiss Axioscope 2 fitted with an Axio-photo photography system.

### Gene expression analysis by RNAseq

RNA isolation to next-generation sequencing and initial quality control was performed at the Applied Genomics Technology Center, Wayne State University.

#### RNA isolation

S2 cells were subjected to RNAi alone or RNAi and 24 h treatment with 8.3 mM paraquat (1,1′-dimethyl-4,4′-bipyridinium dichloride (Sigma Aldrich)). Total RNA was isolated using the EZ1^®^ RNA Universal Tissue Kit (Qiagen). Cells were disrupted and homogenized in 750 µl QIAzol™ lysis reagent via bead-milling on the TissueLyser^®^ II (Qiagen). RNA was collected from the homogenate by chloroform extraction and purified on the EZ1^®^ Advanced (Qiagen) with additional DNase step to remove any residual DNA. Purified total RNA was quantified by UV spectrophotometry using the DropSense96^®^ Microplate Spectrophotometer (Trinean) and purity was assessed based on the A260/A280 and A260/A230 ratios. RNA quality was assessed by microfluidics using the RNA R6K assay for the Agilent 2200 TapeStation. The electrophoretogram was examined to determine overall quality of the RNA.

#### Next-generation sequencing

The TruSeq RNA Sample Preparation Kit (Illumina) was used to prepare adapter ligated PCR fragments for sequencing. In brief, mRNA was purified from total RNA and fragmented. The cleaved mRNA was primed with random hexamers and reverse transcribed into first strand cDNA. The RNA template was then removed and a replacement, complementary strand was generated. The ends of the double-stranded cDNA was repaired and adenylated. Then sequencing adapters were ligated to the prepared cDNA. PCR was used to selectively enrich the fragments containing the adapters. The PCR fragments were validated using Agilent 2200 TapeStation. Single indexed samples were multiplexed and sequenced on an Illumina HiSeq 2500 sequencing system in paired-end mode with a read length of 2 × 50 bp. Samples were demultiplexed using Illumina bcl2fastq converter (v1.8.3). Read quality was assessed with FastQC. The RNAseq experiments were conducted in triplicate. Depth of coverage of ~25–30 million reads was obtained.

#### Bioinformatic analysis

The Tuxedo pipeline was utilized for analysis [98]. The high-performance GRID computing system at Wayne State University was used for the Tuxedo pipeline analysis. In brief, reads obtained from RNA sequencing were aligned to the UCSC reference genome (dm3) using Bowtie/Tophat. Cufflinks was used to assemble the aligned reads into transcripts. The obtained reads were mapped to a total of 14,542 Refseq genes and FPKM (fragments per kilobase per million fragments mapped) values reflecting mRNA expression levels were generated through Cufflinks. Cuffdiff, an integrated package of Cufflinks, was used to identify statistically significant genes that were differentially expressed in treatment conditions compared to control. The default false discovery rate (FDR) of 5 % was used for the differential expression analysis. The R statistics environment was used to visualize the data. The correlation plots were generated using the Lattice package. The volcano plots were generated using the CummeRbund package. The heatmap was generated using gplots package (heatmap.2). Gene ontology analysis was performed using DAVID [54]. The functional annotation tool of DAVID was utilized where gene ontology term, GOTERM_BP_FAT was utilized to identify enriched biological processes and KEGG_PATHWAY was used to identify enriched pathways. The RNAseq data are available in the NCBI gene expression omnibus (GEO) database under accession number GSE68775 [99].

### Gene expression analysis by real-time quantitative RT-PCR

Total RNA was extracted from 1 × 10^7^ S2 cells subjected to RNA interference and paraquat treatment using the RNeasy mini kit (Qiagen). Extracted total RNA was used to generate cDNA with random hexamers using the ImProm-II Reverse Transcription System (Promega). Generated cDNA was used as the template in a real-time quantitative PCR assay carried out in a stratagene MX3005P real-time thermocycler. Analysis was performed using Absolute SYBR green ROX master mix (Fisher Scientific). Relative fold change in gene expression was determined by the comparative quantification (2^−ΔΔCT^) method of analysis [100]. *Taf1* was used to normalize cDNA amounts in the comparative analysis. The primer sets used in the PCR reactions are listed in Additional file 4: Table S1.

### Statistical analyses

All significance values were calculated by the two sample Student’s *t* test using GRAPHPAD. http://www.graphpad.com/quickcalcs/index.cfm.

### Chromatin immunoprecipitation and real-time quantitative PCR

4 × 10^7^ cells were crosslinked with 1 % formaldehyde for 10 min and quenched with 125 mM glycine. The cells were then pelleted and washed three times with 1 X PBS, with centrifugation each time at 1250*g* at 4 °C for 5 min. The obtained pellet was resuspended in 15 ml of resuspension buffer (10 mM Tris (pH 8), 10 mM KCl, 3 mM CaCl_2_, 0.34 M Sucrose, 1 mM DTT, 0.1 % Triton X-100, 0.2 mM EGTA, 1 Roche complete protease inhibitor tablet) and incubated on ice for 15 min. The resuspended cells were then homogenized by a dounce homogenizer using a loose pestle ten times and a tight pestle 15 times. The homogenized cells were pelleted at 170*g* at 4 °C for 10 min. The pellet was then resuspended in 200 μl of 10X MNase digest buffer (15 mM Tris (pH 8), 60 mM KCl, 15 mM NaCl, 1 mM CaCl_2_, 0.25 M sucrose, 1 mM DTT), and subjected to MNase digestion using 20 units of MNase for 10 min at room temperature. 10 mM EDTA was added to stop the reaction. Samples were diluted with NaCl buffer (140 mM NaCl, 10 mM Tris (pH 7.6), 2 mM EDTA) to a final volume of 1.2 ml and subjected to sonication for seven 30 s pulses with 1 min intervals at 20 % amplitude using an Ultrasonic dismembrator [Model 500 (Fisher Scientific)] sonicator. Sonicated samples were subjected to centrifugation at 15,000*g* for 15 min at 4 °C and the pellet was discarded. 75 μg of prepared chromatin was diluted to a final volume of 500 μl with NaCl buffer and used for immunoprecipitation. For immunoprecipitation of HA-tagged proteins 30 μl of anti-HA beads (monoclonal anti-HA agarose conjugate clone HA-7 (Sigma, A2095)) were added to 500 μl of prepared chromatin samples and placed on a nutator at 4 °C for 4 h. For immunoprecipitation of native protein or modified histones antibody specific to SIN3 [21] (5 μg), H3 C-terminus (Abcam, ab1791), H3K9Ac (Millipore, 07-352), H3K4Me3 (Active Motif, 39,159), or IgG (2.5 μg) as control was added to 500 μl of prepared chromatin samples and placed on a nutator at 4 °C overnight. 30 μl of anti-IgG beads [Protein A agarose (Pierce)] were then added to antibody treated chromatin samples and the tubes were placed on a nutator at 4 °C for 4 h. Anti-HA or anti-IgG beads were then washed with Wash 1 buffer (50 mM Tris (pH 7.6), 280 mM NaCl, 2 mM EDTA, 0.3 % sodium dodecyl sulfate), Wash 2 buffer (25 mM Tris (pH 7.6), 500 mM NaCl, 1 mM EDTA, 0.1 % sodium deoxycholate, 1 % Triton X-100), and Wash 3 buffer (10 mM Tris (pH 7.6), 250 mM LiCl, 1 mM EDTA, 0.5 % sodium deoxycholate, 0.5 % Triton X-100) for 10 min each at 4 °C. Finally beads were rinsed with Tris–EDTA (pH 8.0) and eluted with 500 μl of elution buffer (1 % sodium dodecyl sulfate, 0.1 M NaHCO_3_) at 65 °C for 1 h. Eluted samples were treated with 0.05 μg/μl RNase A at 37 °C for 15 min and DNA:protein crosslinks were reversed by overnight incubation at 65 °C after addition of 200 mM NaCl. Samples were Proteinase K treated [0.04 μM Proteinase K, 10 μM EDTA, 20 μM Tris (pH 7.5)] at 45 °C for 1.5 h and subjected to phenol chloroform extraction and ethanol precipitation. Precipitated DNA was resuspended in 50 μl of ddH_2_0. Input DNA was prepared from 75 μg of chromatin samples directly after RNase treatment and reversal of crosslinks as described above. Input DNA (diluted 1:100) and immunoprecipitated samples (diluted 1:4) were subjected to real-time quantitative PCR with Absolute SYBR Green ROX master mix (Fisher Scientific) using a Stratagene MX3005P real-time thermocycler. The primer sets used in the PCR reactions are listed in Additional file 4: Table S2.

## Availability of supporting data

The datasets supporting the results of this article are available in NCBI Gene Expression Omnibus (GEO) database under accession number GSE68775 at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE68775.

## Additional files

10.1186/s13072-016-0053-9 RNAi in S2 cells leads to efficient knockdown of *Sin3A* and *lid*. **Figure S2.** Wing developmental defects observed upon reduction or overexpression of dKDM5/LID in male flies. **Figure S3.** Biological replicates of RNAseq data correlate significantly. **Figure S4.** Gene expression changes upon knockdown of *Sin3A*, *lid* or both in S2 cells as determined by RNAseq. **Figure S5.** QPCR validates RNAseq data. **Figure S6.** Flow cytometry analysis of S2 cells knocked down for *Sin3A*, *lid* or both under oxidative stress conditions. **Figure S7.** SIN3 directly binds the TSS of many gene targets.
10.1186/s13072-016-0053-9 Differential gene expression analysis. Output from Cuffdiff analysis.
10.1186/s13072-016-0053-9 Gene ontology analysis. Summarized output from GO analysis using DAVID.
10.1186/s13072-016-0053-9 Primers used for gene expression analysis. **Table S2.** Primers used for ChIP-qPCR analysis.

## Abbreviations

HDAC: histone deacetylase
KDM: lysine demethylase
KAT: lysine acetyltransferase
RNAi: RNA interference
MEF: mouse embryonic fibroblast
qRT-PCR: quantitative reverse transcription PCR
DAVID: database for annotation, visualization, and integrated discovery
GO: gene ontology
ROS: reactive oxygen species
ChIP-qPCR: chromatin immunoprecipitation-quantitative PCR

## References

[1] Felsenfeld G, Groudine M (2003). Controlling the double helix. Nature.

[2] Bannister AJ, Kouzarides T (2011). Regulation of chromatin by histone modifications. Cell Res.

[3] Hayakawa T, Nakayama J (2011). Physiological roles of class I HDAC complex and histone demethylase. J Biomed Biotechnol.

[4] Silverstein RA, Ekwall K (2005). Sin3: a flexible regulator of global gene expression and genome stability. Curr Genet.

[5] Hayakawa T, Ohtani Y, Hayakawa N, Shinmyozu K, Saito M, Ishikawa F, Nakayama J (2007). RBP2 is an MRG15 complex component and down-regulates intragenic histone H3 lysine 4 methylation. Genes Cells.

[6] Moshkin YM, Kan TW, Goodfellow H, Bezstarosti K, Maeda RK, Pilyugin M, Karch F, Bray SJ, Demmers JA, Verrijzer CP (2009). Histone chaperones ASF1 and NAP1 differentially modulate removal of active histone marks by LID-RPD3 complexes during NOTCH silencing. Mol Cell.

[7] Spain MM, Caruso JA, Swaminathan A, Pile LA (2010). Drosophila SIN3 isoforms interact with distinct proteins and have unique biological functions. J Biol Chem.

[8] van Oevelen C, Wang J, Asp P, Yan Q, Kaelin WG, Kluger Y, Dynlacht BD (2008). A role for mammalian Sin3 in permanent gene silencing. Mol Cell.

[9] Cowley SM, Iritani BM, Mendrysa SM, Xu T, Cheng PF, Yada J, Liggitt HD, Eisenman RN (2005). The mSin3A chromatin-modifying complex is essential for embryogenesis and T-cell development. Mol Cell Biol.

[10] Dannenberg JH, David G, Zhong S, van der Torre J, Wong WH, Depinho RA (2005). mSin3A corepressor regulates diverse transcriptional networks governing normal and neoplastic growth and survival. Genes Dev.

[11] David G, Grandinetti KB, Finnerty PM, Simpson N, Chu GC, Depinho RA (2008). Specific requirement of the chromatin modifier mSin3B in cell cycle exit and cellular differentiation. Proc Natl Acad Sci USA.

[12] Neufeld TP, Tang AH, Rubin GM (1998). A genetic screen to identify components of the sina signaling pathway in Drosophila eye development. Genetics.

[13] Pennetta G, Pauli D (1998). The Drosophila Sin3 gene encodes a widely distributed transcription factor essential for embryonic viability. Dev Genes Evol.

[14] Nasmyth K, Stillman D, Kipling D (1987). Both positive and negative regulators of HO transcription are required for mother-cell-specific mating-type switching in yeast. Cell.

[15] Sternberg PW, Stern MJ, Clark I, Herskowitz I (1987). Activation of the yeast HO gene by release from multiple negative controls. Cell.

[16] Pile LA, Spellman PT, Katzenberger RJ, Wassarman DA (2003). The SIN3 deacetylase complex represses genes encoding mitochondrial proteins: implications for the regulation of energy metabolism. J Biol Chem.

[17] Pile LA, Schlag EM, Wassarman DA (2002). The SIN3/RPD3 deacetylase complex is essential for G(2) phase cell cycle progression and regulation of SMRTER corepressor levels. Mol Cell Biol.

[18] Sharma V, Swaminathan A, Bao R, Pile LA (2008). Drosophila SIN3 is required at multiple stages of development. Dev Dyn.

[19] Barnes VL, Bhat A, Unnikrishnan A, Heydari AR, Arking R, Pile LA (2014). SIN3 is critical for stress resistance and modulates adult lifespan. Aging.

[20] Tsai CC, Kao HY, Yao TP, McKeown M, Evans RM (1999). SMRTER, a *Drosophila* nuclear receptor coregulator, reveals that EcR-mediated repression is critical for development. Mol Cell.

[21] Pile LA, Wassarman DA (2000). Chromosomal localization links the SIN3-RPD3 complex to the regulation of chromatin condensation, histone acetylation and gene expression. EMBO J.

[22] Mummery-Widmer JL, Yamazaki M, Stoeger T, Novatchkova M, Bhalerao S, Chen D, Dietzl G, Dickson BJ, Knoblich JA (2009). Genome-wide analysis of Notch signalling in Drosophila by transgenic RNAi. Nature.

[23] Friedman A, Perrimon N (2006). A functional RNAi screen for regulators of receptor tyrosine kinase and ERK signalling. Nature.

[24] Bond D, Foley E (2009). A quantitative RNAi screen for JNK modifiers identifies Pvr as a novel regulator of Drosophila immune signaling. PLoS Pathog.

[25] Kim YO, Park SJ, Balaban RS, Nirenberg M, Kim Y (2004). A functional genomic screen for cardiogenic genes using RNA interference in developing Drosophila embryos. Proc Natl Acad Sci USA.

[26] Parrish JZ, Kim MD, Jan LY, Jan YN (2006). Genome-wide analyses identify transcription factors required for proper morphogenesis of Drosophila sensory neuron dendrites. Genes Dev.

[27] Sepp KJ, Hong P, Lizarraga SB, Liu JS, Mejia LA, Walsh CA, Perrimon N (2008). Identification of neural outgrowth genes using genome-wide RNAi. PLoS Genet.

[28] Swaminathan A, Pile LA (2010). Regulation of cell proliferation and wing development by Drosophila SIN3 and String. Mech Dev.

[29] Gildea JJ, Lopez R, Shearn A (2000). A screen for new trithorax group genes identified little imaginal discs, the Drosophila melanogaster homologue of human retinoblastoma binding protein 2. Genetics.

[30] Eissenberg JC, Lee MG, Schneider J, Ilvarsonn A, Shiekhattar R, Shilatifard A (2007). The trithorax-group gene in Drosophila little imaginal discs encodes a trimethylated histone H3 Lys4 demethylase. Nat Struct Mol Biol.

[31] Lee N, Zhang J, Klose RJ, Erdjument-Bromage H, Tempst P, Jones RS, Zhang Y (2007). The trithorax-group protein Lid is a histone H3 trimethyl-Lys4 demethylase. Nat Struct Mol Biol.

[32] Secombe J, Li L, Carlos L, Eisenman RN (2007). The Trithorax group protein Lid is a trimethyl histone H3K4 demethylase required for dMyc-induced cell growth. Genes Dev.

[33] Lloret-Llinares M, Carre C, Vaquero A, de Olano N, Azorin F (2008). Characterization of Drosophila melanogaster JmjC + N histone demethylases. Nucleic Acids Res.

[34] Klose RJ, Yan Q, Tothova Z, Yamane K, Erdjument-Bromage H, Tempst P, Gilliland DG, Zhang Y, Kaelin WG (2007). The retinoblastoma binding protein RBP2 is an H3K4 demethylase. Cell.

[35] Barrett A, Santangelo S, Tan K, Catchpole S, Roberts K, Spencer-Dene B, Hall D, Scibetta A, Burchell J, Verdin E (2007). Breast cancer associated transcriptional repressor PLU-1/JARID1B interacts directly with histone deacetylases. Int J Cancer.

[36] Tahiliani M, Mei P, Fang R, Leonor T, Rutenberg M, Shimizu F, Li J, Rao A, Shi Y (2007). The histone H3K4 demethylase SMCX links REST target genes to X-linked mental retardation. Nature.

[37] Lee N, Erdjument-Bromage H, Tempst P, Jones RS, Zhang Y (2009). The H3K4 demethylase lid associates with and inhibits histone deacetylase Rpd3. Mol Cell Biol.

[38] Liu X, Greer C, Secombe J (2014). KDM5 Interacts with Foxo to Modulate Cellular Levels of Oxidative Stress. PLoS Genet.

[39] Lloret-Llinares M, Perez-Lluch S, Rossell D, Moran T, Ponsa-Cobas J, Auer H, Corominas M, Azorin F (2012). dKDM5/LID regulates H3K4me3 dynamics at the transcription-start site (TSS) of actively transcribed developmental genes. Nucleic Acids Res.

[40] Li L, Greer C, Eisenman RN, Secombe J (2010). Essential functions of the histone demethylase lid. PLoS Genet.

[41] Benevolenskaya EV, Murray HL, Branton P, Young RA, Kaelin WG (2005). Binding of pRB to the PHD protein RBP2 promotes cellular differentiation. Mol Cell.

[42] Lopez-Bigas N, Kisiel TA, Dewaal DC, Holmes KB, Volkert TL, Gupta S, Love J, Murray HL, Young RA, Benevolenskaya EV (2008). Genome-wide analysis of the H3K4 histone demethylase RBP2 reveals a transcriptional program controlling differentiation. Mol Cell.

[43] Beshiri ML, Holmes KB, Richter WF, Hess S, Islam AB, Yan Q, Plante L, Litovchick L, Gevry N, Lopez-Bigas N (2012). Coordinated repression of cell cycle genes by KDM5A and E2F4 during differentiation. Proc Natl Acad Sci USA.

[44] Scibetta AG, Santangelo S, Coleman J, Hall D, Chaplin T, Copier J, Catchpole S, Burchell J, Taylor-Papadimitriou J (2007). Functional analysis of the transcription repressor PLU-1/JARID1B. Mol Cell Biol.

[45] Yamane K, Tateishi K, Klose RJ, Fang J, Fabrizio LA, Erdjument-Bromage H, Taylor-Papadimitriou J, Tempst P, Zhang Y (2007). PLU-1 is an H3K4 demethylase involved in transcriptional repression and breast cancer cell proliferation. Mol Cell.

[46] Stephan O, Koch C (2009). Sin3 is involved in cell size control at Start in *Saccharomyces cerevisiae*. FEBS J.

[47] Duffy JB (2002). GAL4 system in *Drosophila*: a fly geneticist’s Swiss army knife. Genesis.

[48] Liefke R, Oswald F, Alvarado C, Ferres-Marco D, Mittler G, Rodriguez P, Dominguez M, Borggrefe T (2010). Histone demethylase KDM5A is an integral part of the core Notch-RBP-J repressor complex. Genes Dev.

[49] Zhang H, Li Y, Yang J, Tominaga K, Pereira-Smith OM, Tower J (2010). Conditional inactivation of MRG15 gene function limits survival during larval and adult stages of Drosophila melanogaster. Exp Gerontol.

[50] Curtis BJ, Zraly CB, Marenda DR, Dingwall AK (2011). Histone lysine demethylases function as co-repressors of SWI/SNF remodeling activities during Drosophila wing development. Dev Biol.

[51] Di Stefano L, Walker JA, Burgio G, Corona DF, Mulligan P, Naar AM, Dyson NJ (2011). Functional antagonism between histone H3K4 demethylases in vivo. Genes Dev.

[52] Swaminathan A, Barnes VL, Fox S, Gammouh S, Pile LA (2012). Identification of genetic suppressors of the Sin3A knockdown wing phenotype. PLoS One.

[53] Brown EJ, Bachtrog D (2014). The chromatin landscape of *Drosophila*: comparisons between species, sexes, and chromosomes. Genome Res.

[54] da Huang W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[55] Benevolenskaya EV (2007). Histone H3K4 demethylases are essential in development and differentiation. Biochem Cell Biol.

[56] Herranz H, Milan M (2008). Signalling molecules, growth regulators and cell cycle control in *Drosophila*. Cell Cycle.

[57] Neufeld TP, de la Cruz AF, Johnston LA, Edgar BA (1998). Coordination of growth and cell division in the *Drosophila* wing. Cell.

[58] Stork T, Engelen D, Krudewig A, Silies M, Bainton RJ, Klambt C (2008). Organization and function of the blood-brain barrier in *Drosophila*. J Neurosci.

[59] Auld VJ, Fetter RD, Broadie K, Goodman CS (1995). Gliotactin, a novel transmembrane protein on peripheral glia, is required to form the blood-nerve barrier in *Drosophila*. Cell.

[60] Yi P, Johnson AN, Han Z, Wu J, Olson EN (2008). Heterotrimeric G proteins regulate a noncanonical function of septate junction proteins to maintain cardiac integrity in *Drosophila*. Dev Cell.

[61] Barnes VL, Strunk BS, Lee I, Huttemann M, Pile LA (2010). Loss of the SIN3 transcriptional corepressor results in aberrant mitochondrial function. BMC Biochem.

[62] Akerfelt M, Morimoto RI, Sistonen L (2010). Heat shock factors: integrators of cell stress, development and lifespan. Nat Rev Mol Cell Biol.

[63] Tower J (2011). Heat shock proteins and *Drosophila* aging. Exp Gerontol.

[64] Wang MC, Bohmann D, Jasper H (2005). JNK extends life span and limits growth by antagonizing cellular and organism-wide responses to insulin signaling. Cell.

[65] Paik D, Jang YG, Lee YE, Lee YN, Yamamoto R, Gee HY, Yoo S, Bae E, Min KJ, Tatar M (2012). Misexpression screen delineates novel genes controlling *Drosophila* lifespan. Mech Ageing Dev.

[66] Pallardo FV, Markovic J, Garcia JL, Vina J (2009). Role of nuclear glutathione as a key regulator of cell proliferation. Mol Aspects Med.

[67] Bonilla E, Medina-Leendertz S, Villalobos V, Molero L, Bohorquez A (2006). Paraquat-induced oxidative stress in drosophila melanogaster: effects of melatonin, glutathione, serotonin, minocycline, lipoic acid and ascorbic acid. Neurochem Res.

[68] Bus JS, Gibson JE (1984). Paraquat: model for oxidant-initiated toxicity. Environ Health Perspect.

[69] St Pierre SE, Ponting L, Stefancsik R, McQuilton P, FlyBase C (2014). FlyBase 102–advanced approaches to interrogating FlyBase. Nucleic Acids Res..

[70] Bachmann A, Draga M, Grawe F, Knust E (2008). On the role of the MAGUK proteins encoded by Drosophila varicose during embryonic and postembryonic development. BMC Dev Biol.

[71] FlyBase-Curators, Members S-PP, Members IP. Gene Ontology annotation in FlyBase through association of InterPro records with GO terms. 2004.

[72] Larsson J, Zhang J, Rasmuson-Lestander A (1996). Mutations in the Drosophila melanogaster gene encoding S-adenosylmethionine synthetase [corrected] suppress position-effect variegation. Genetics.

[73] Limbach KJ, Wu R (1985). Characterization of two Drosophila melanogaster cytochrome c genes and their transcripts. Nucleic Acids Res.

[74] Saisawang C, Wongsantichon J, Ketterman AJ (2012). A preliminary characterization of the cytosolic glutathione transferase proteome from Drosophila melanogaster. Biochem J.

[75] Suzuki T, Terasaki M, Takemoto-Hori C, Hanada T, Ueda T, Wada A, Watanabe K (2001). Structural compensation for the deficit of rRNA with proteins in the mammalian mitochondrial ribosome. Systematic analysis of protein components of the large ribosomal subunit from mammalian mitochondria. J Biol Chem.

[76] Jacinto E, Hall MN (2003). Tor signalling in bugs, brain and brawn. Nat Rev Mol Cell Biol.

[77] Hernandez G, Altmann M, Sierra JM, Urlaub H, Diez del Corral R, Schwartz P, Rivera-Pomar R (2005). Functional analysis of seven genes encoding eight translation initiation factor 4E (eIF4E) isoforms in *Drosophila*. Mech Dev.

[78] Lee JH, Budanov AV, Park EJ, Birse R, Kim TE, Perkins GA, Ocorr K, Ellisman MH, Bodmer R, Bier E (2010). Sestrin as a feedback inhibitor of TOR that prevents age-related pathologies. Science.

[79] Miron M, Verdu J, Lachance PE, Birnbaum MJ, Lasko PF, Sonenberg N (2001). The translational inhibitor 4E-BP is an effector of PI(3)K/Akt signalling and cell growth in *Drosophila*. Nat Cell Biol.

[80] Cully M, Genevet A, Warne P, Treins C, Liu T, Bastien J, Baum B, Tapon N, Leevers SJ, Downward J (2010). A role for p38 stress-activated protein kinase in regulation of cell growth via TORC1. Mol Cell Biol.

[81] Kondo S, Perrimon N (2011). A genome-wide RNAi screen identifies core components of the G(2)-M DNA damage checkpoint. Sci Signal.

[82] Bronstein R, Levkovitz L, Yosef N, Yanku M, Ruppin E, Sharan R, Westphal H, Oliver B, Segal D (2010). Transcriptional regulation by CHIP/LDB complexes. PLoS Genet.

[83] Camp D, Currie K, Labbe A, van Meyel DJ, Charron F (2010). Ihog and Boi are essential for Hedgehog signaling in *Drosophila*. Neural Dev.

[84] Carreira VP, Soto IM, Mensch J, Fanara JJ (2011). Genetic basis of wing morphogenesis in Drosophila: sexual dimorphism and non-allometric effects of shape variation. BMC Dev Biol.

[85] Yao S, Lum L, Beachy P (2006). The ihog cell-surface proteins bind Hedgehog and mediate pathway activation. Cell.

[86] Zid BM, Rogers AN, Katewa SD, Vargas MA, Kolipinski MC, Lu TA, Benzer S, Kapahi P (2009). 4E-BP extends lifespan upon dietary restriction by enhancing mitochondrial activity in *Drosophila*. Cell.

[87] Wang HD, Kazemi-Esfarjani P, Benzer S (2004). Multiple-stress analysis for isolation of *Drosophila* longevity genes. Proc Natl Acad Sci USA.

[88] Hao X, Zhang S, Timakov B, Zhang P (2007). The Hsp27 gene is not required for *Drosophila* development but its activity is associated with starvation resistance. Cell Stress Chaperones.

[89] Celniker SE, Dillon LA, Gerstein MB, Gunsalus KC, Henikoff S, Karpen GH, Kellis M, Lai EC, Lieb JD, MacAlpine DM (2009). Unlocking the secrets of the genome. Nature.

[90] Filion GJ, van Bemmel JG, Braunschweig U, Talhout W, Kind J, Ward LD, Brugman W, de Castro IJ, Kerkhoven RM, Bussemaker HJ (2010). Systematic protein location mapping reveals five principal chromatin types in *Drosophila* cells. Cell.

[91] Gan Q, Schones DE, Ho Eun S, Wei G, Cui K, Zhao K, Chen X (2010). Monovalent and unpoised status of most genes in undifferentiated cell-enriched Drosophila testis. Genome Biol..

[92] Kharchenko PV, Alekseyenko AA, Schwartz YB, Minoda A, Riddle NC, Ernst J, Sabo PJ, Larschan E, Gorchakov AA, Gu T (2011). Comprehensive analysis of the chromatin landscape in *Drosophila* melanogaster. Nature.

[93] Blair LP, Cao J, Zou MR, Sayegh J, Yan Q (2011). Epigenetic regulation by lysine demethylase 5 (KDM5) enzymes in cancer. Cancers (Basel).

[94] Kadamb R, Mittal S, Bansal N, Batra H, Saluja D (2013). Sin3: insight into its transcription regulatory functions. Eur J Cell Biol.

[95] Yu C, Wan KH, Hammonds AS, Stapleton M, Carlson JW, Celniker SE (2011). Development of expression-ready constructs for generation of proteomic libraries. Methods Mol Biol.

[96] Sambrook J, Russell DW (2001). Molecular Cloning: A Laboratory Manual, Third.

[97] Clemens JC, Worby CA, Simonson-Leff N, Muda M, Maehama T, Hemmings BA, Dixon JE (2000). Use of double-stranded RNA interference in *Drosophila* cell lines to dissect signal transduction pathways. Proc Natl Acad Sci USA.

[98] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc.

[99] Gajan A, Liu M, Saha N, Pile LA. Transcriptome analysis upon SIN3 or dKDM5/LID knockdown or both under normal and paraquat induced stress conditions in *Drosophila* S2 cultured cells. NCBI Gene Expression Omnibus. 2015. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE68775.

[100] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

# Supplementary material for: The histone demethylase dKDM5/LID interacts with the SIN3 histone deacetylase complex and shares functional similarities with SIN3
**Source:** Epigenetics Chromatin. 2016 Feb 3;9:4. doi: 10.1186/s13072-016-0053-9
**Supplement:** Supplementary file 1 — 10.1186/s13072-016-0053-9 RNAi in S2 cells leads to efficient knockdown of Sin3A and lid. Figure S2. Wing developmental defects observed upon reduction or overexpression of dKDM5/LID in male flies. Figure S3. Biological replicates of RNAseq data correlate significantly. Figure S4. Gene expression changes upon knockdown of Sin3A, lid or both in S2 cells as determined by RNAseq. Figure S5. QPCR validates RNAseq data. Figure S6. Flow cytometry analysis of S2 cells knocked down for Sin3A, lid or both under oxidative stress conditions. Figure S7. SIN3 directly binds the TSS of many gene targets.

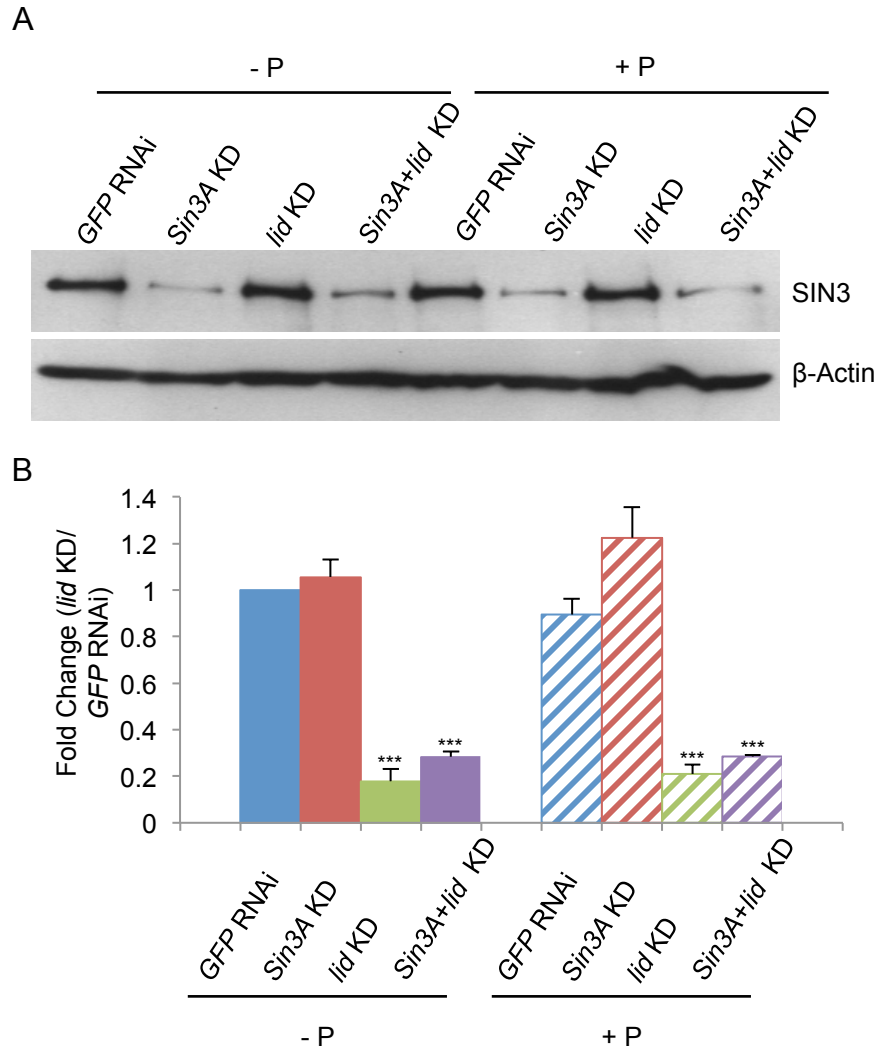

**Figure S1. RNAi in S2 cells leads to efficient knockdown of *Sin3A* and *lid*.** (A) Western blot analysis of whole cell protein extracts from cells treated with dsRNA targeting *Sin3A*, *lid* or both and *GFP* as a control. Blots were probed with antibody to SIN3 and  $\beta$ -actin as a loading control. (B) Real-time qRT-PCR analysis of *lid* transcript levels. *Taf1* was used to normalize expression levels. KD – knockdown, P – paraquat, \*\*\*,  $P < 0.001$ .

A

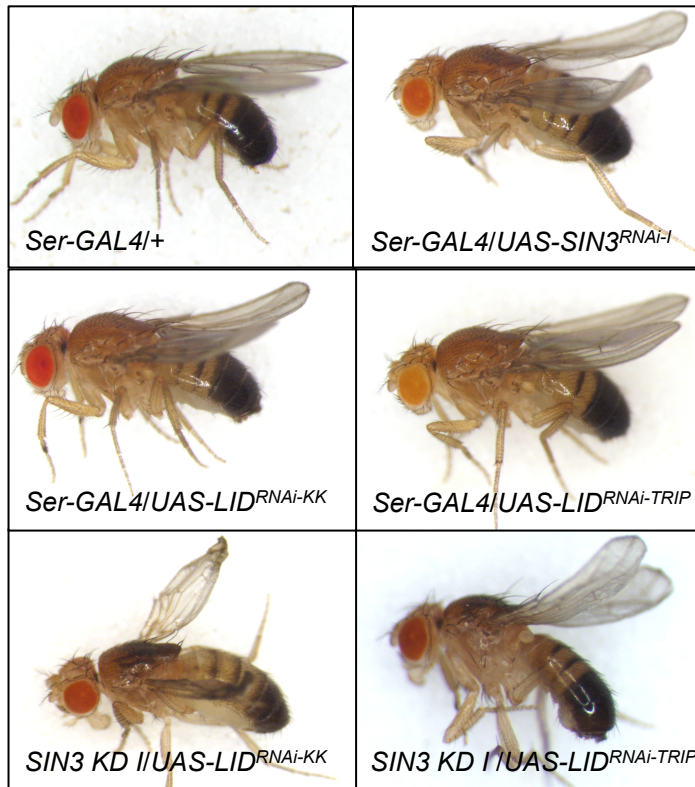

B

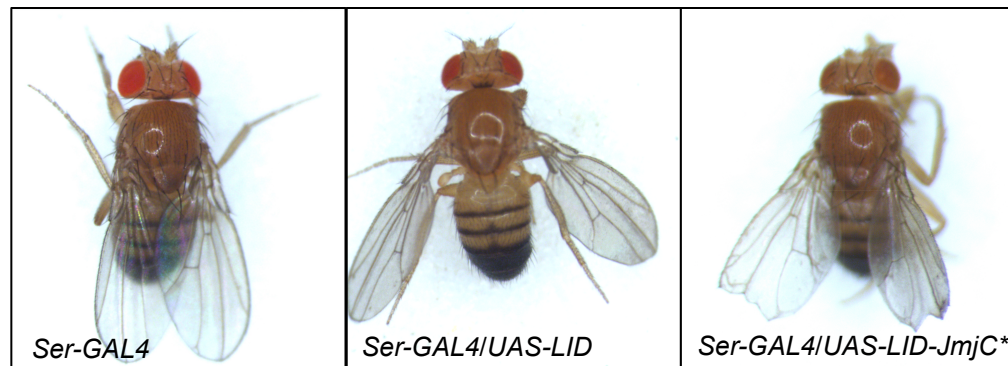

**Figure S2. Wing developmental defects observed upon reduction or overexpression of dKDM5/LID in male flies.** (A) Micrographs of male flies carrying the *Ser-GAL4* driver and/or the indicated UAS-RNAi constructs. *SIN3 KD I* flies carry both the *Ser-GAL4* driver and *UAS-SIN3<sup>RNAi</sup>* construct. (B) Micrographs of male flies carrying the *Ser-GAL4* driver and the indicated UAS-overexpression constructs.

A

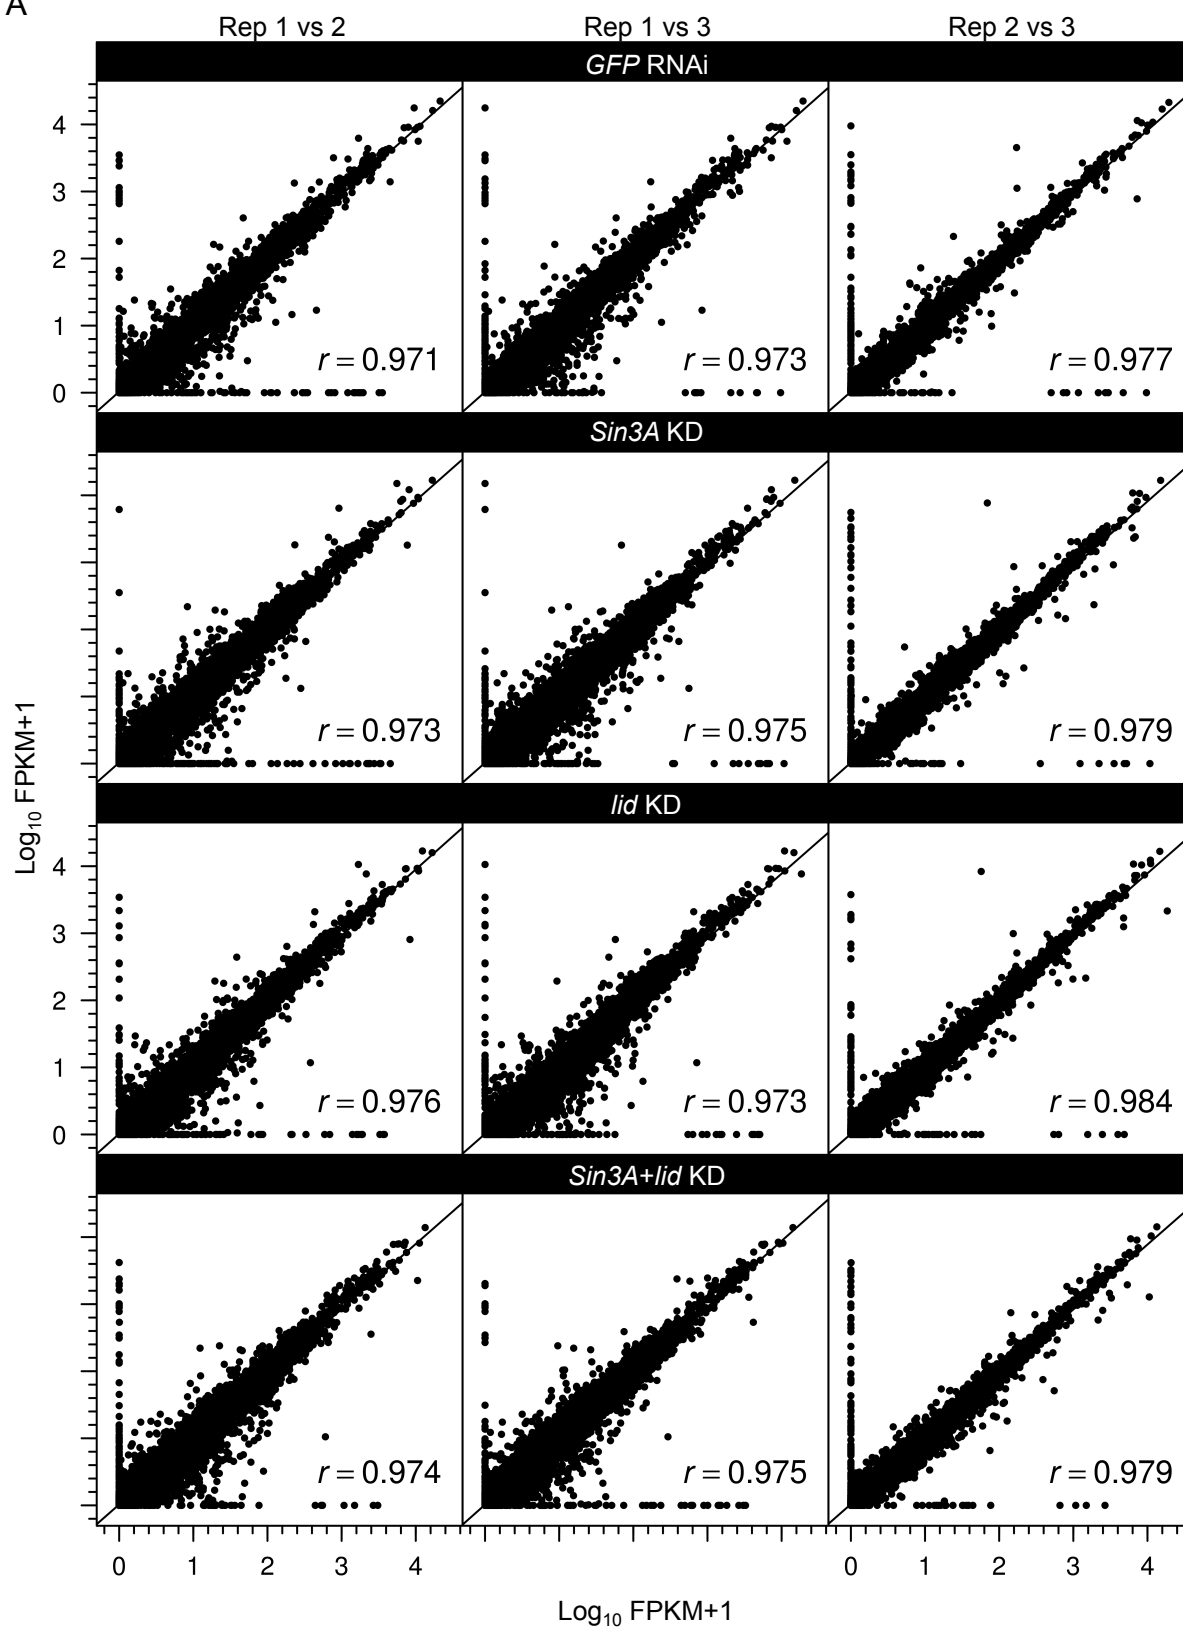

B

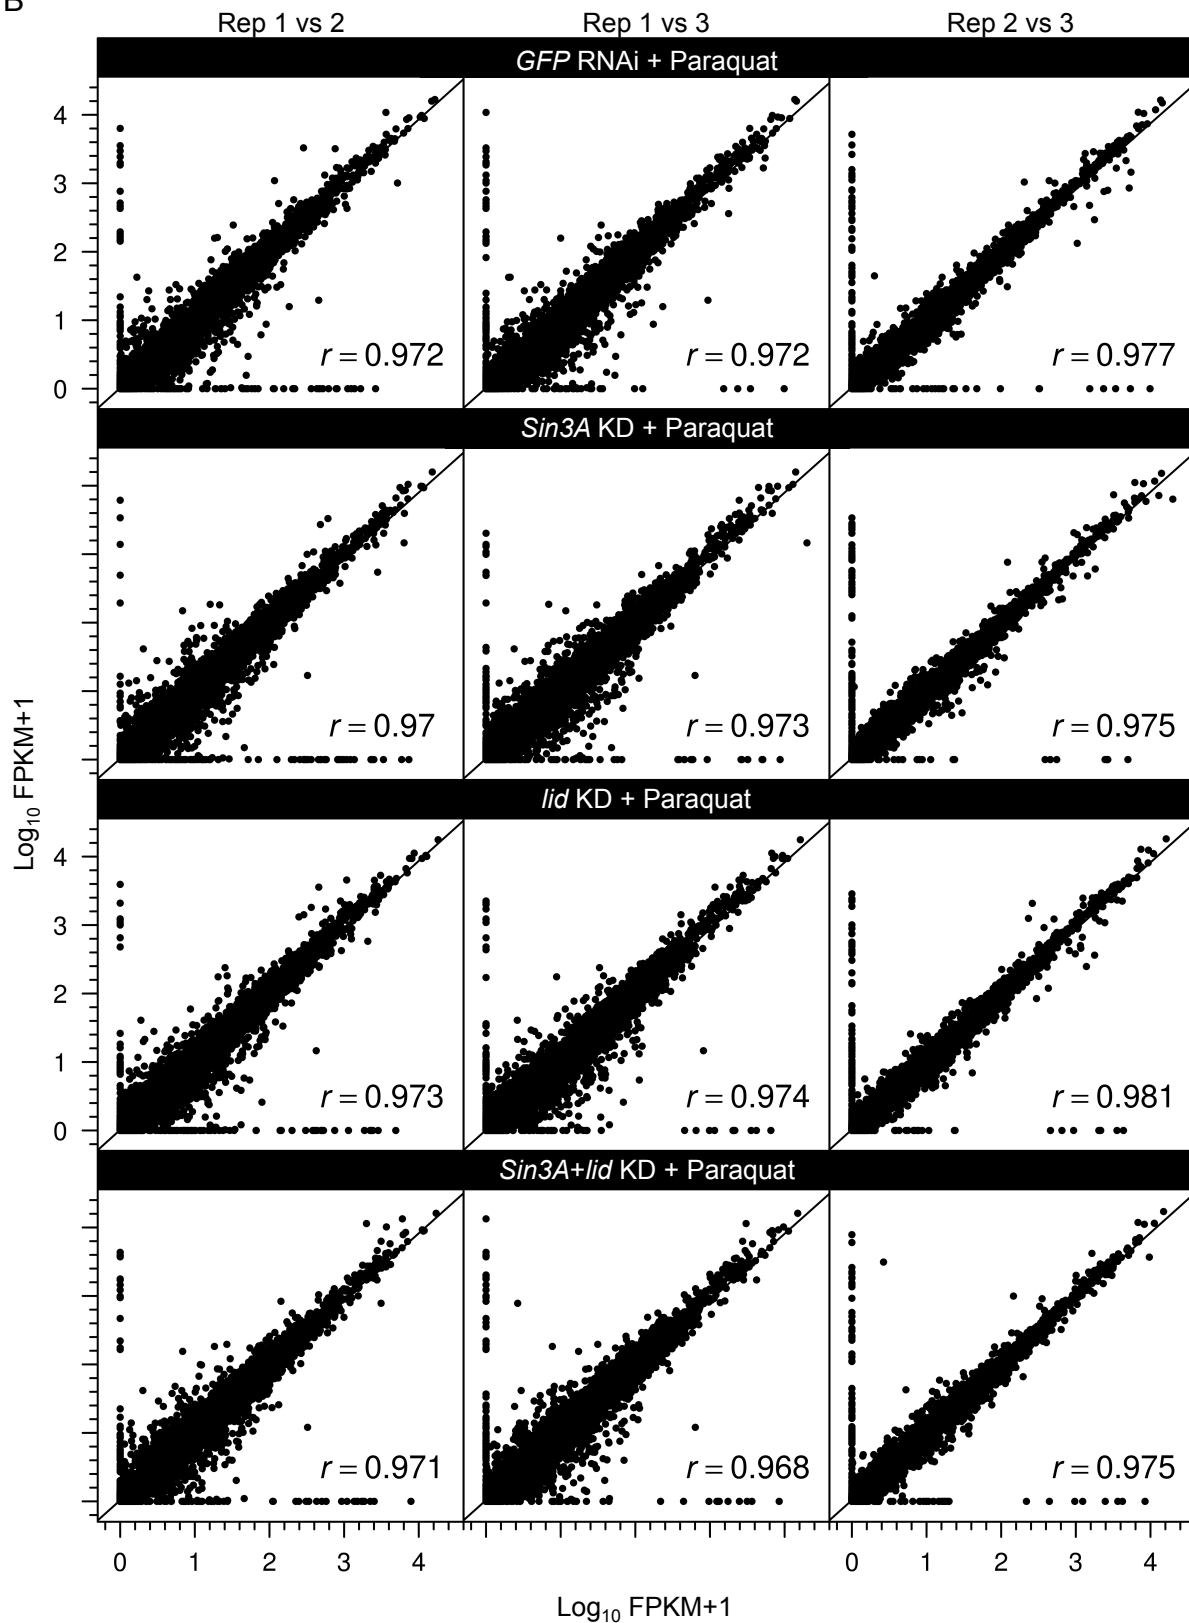

**Figure S3. Biological replicates of RNAseq data correlate significantly.** Correlation plots based on the FPKM values for the three replicates of RNAseq data from indicated samples under normal (A) and paraquat induced oxidative stress (B) conditions. The calculated Pearson correlation coefficients ( $r$ ) for all datasets are significant, demonstrating reproducibility of the data. Rep – Replicate, KD – knockdown.

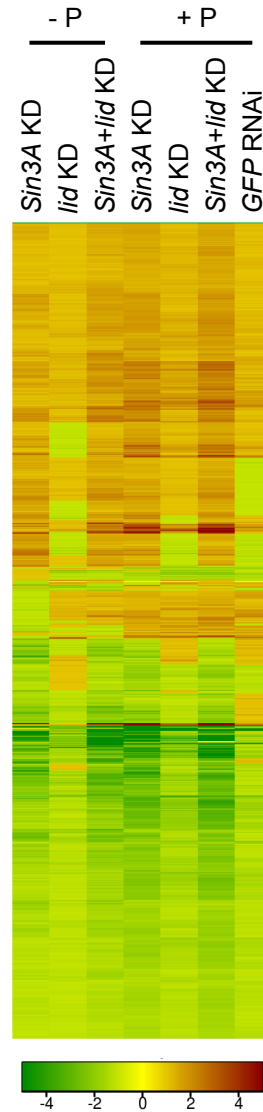

**Figure S4. Gene expression changes upon knockdown of *Sin3A*, *lid* or both in S2 cells as determined by RNAseq.** Heatmap plotting fold change in expression of genes from indicated samples compared to *GFP* RNAi treated controls. All genes significantly regulated upon at least one of the indicated conditions were hierarchically clustered, where genes showing similar trends across samples are clustered together, to generate the heatmap. The scale bar depicts fold change in expression. KD – knockdown, -P – untreated, +P – paraquat treated.

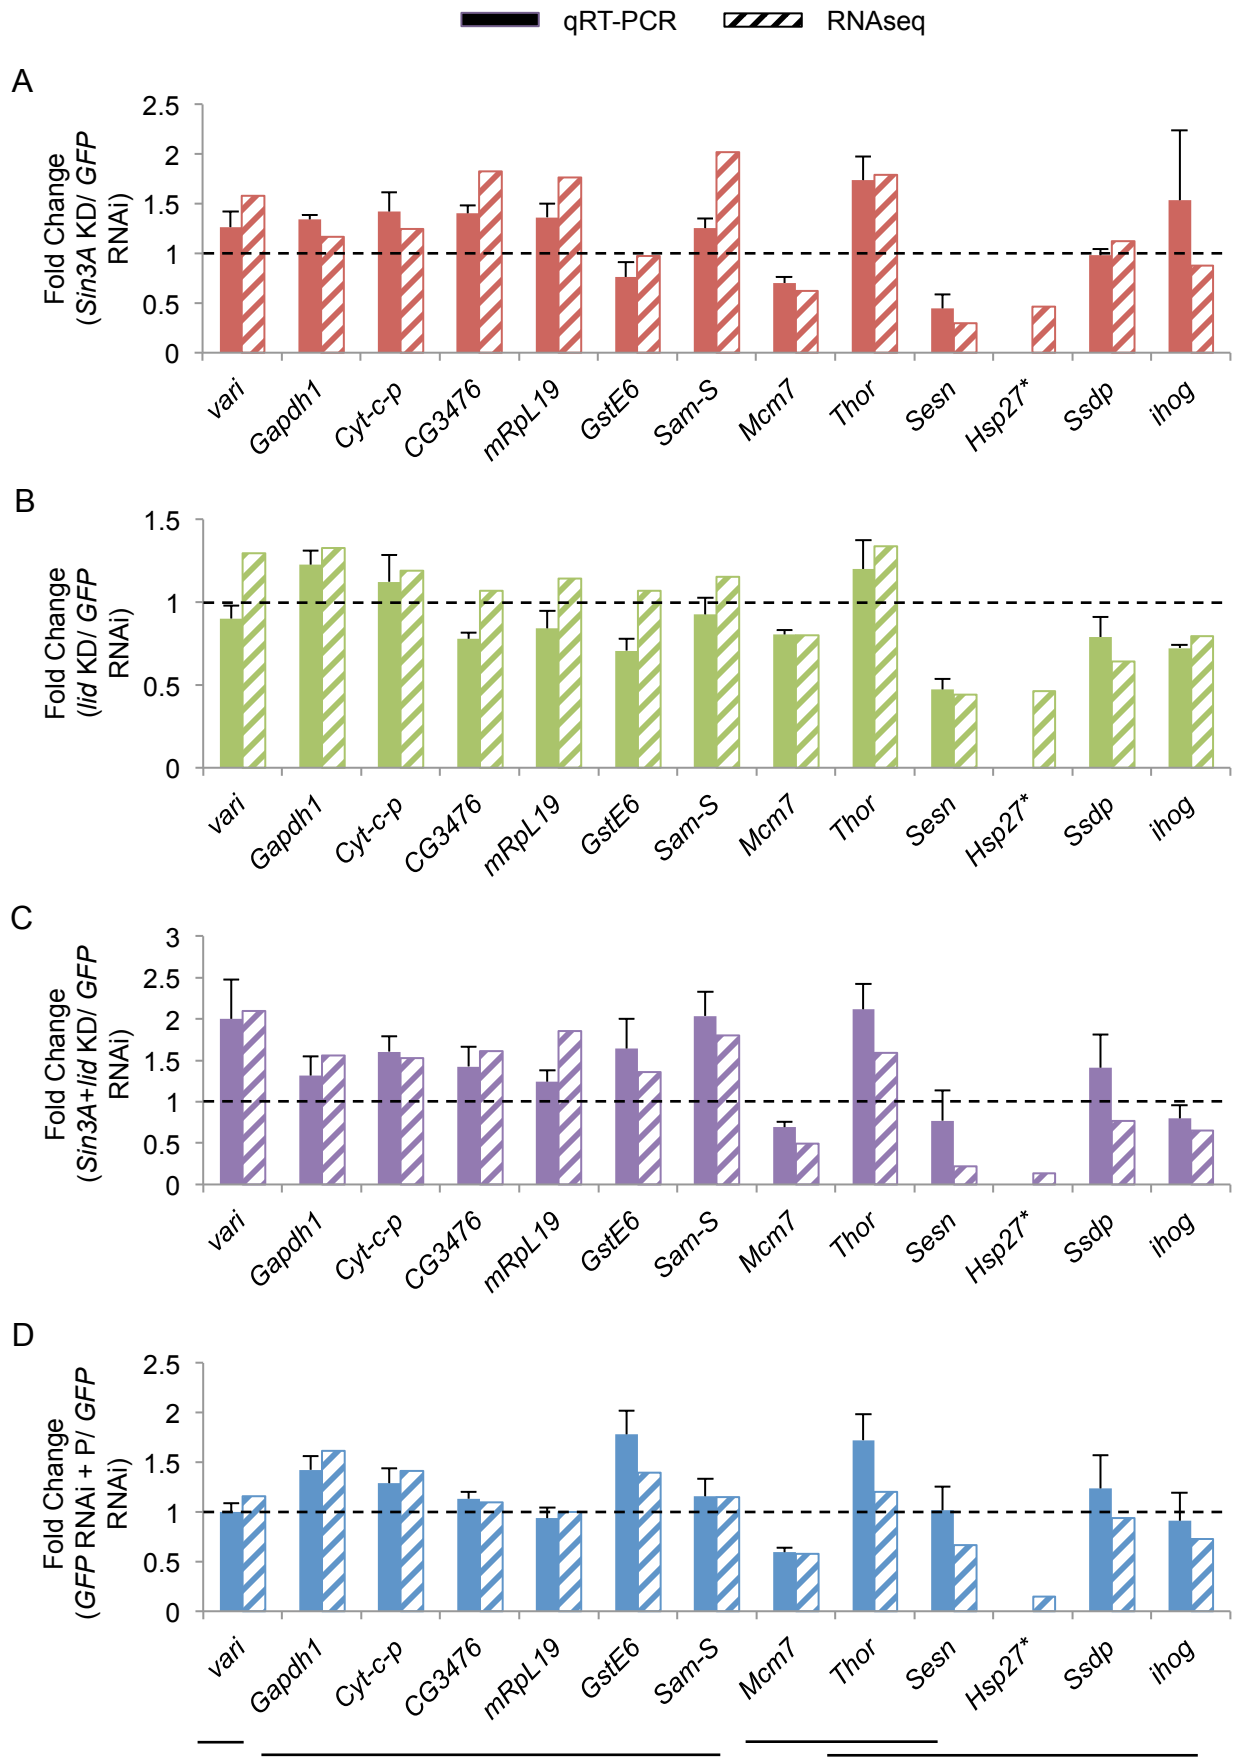

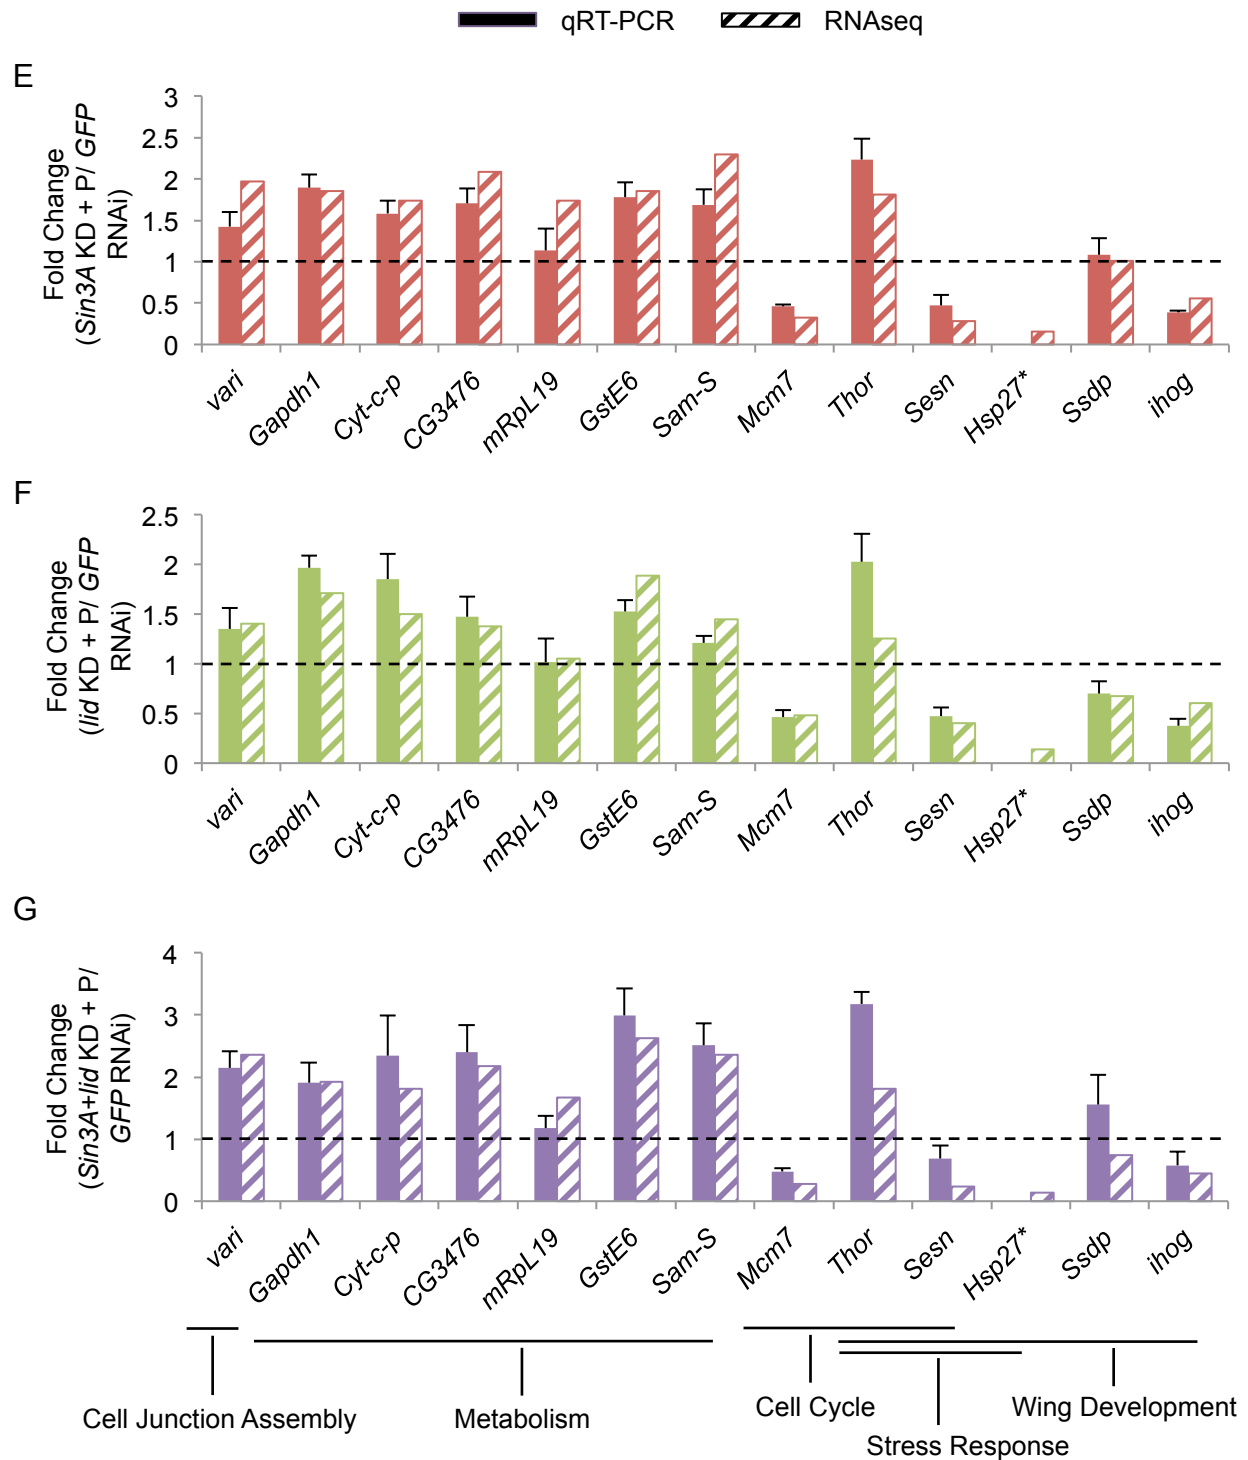

**Figure S5. qPCR validates RNAseq data.** Real time qRT-PCR analysis of total RNA extracts from S2 cells treated with dsRNA targeting indicated genes to induce knockdown (KD) under non-stressed conditions (A-C) or paraquat induced oxidative stress conditions (D-G). All experimental samples were compared to non-stressed *GFP* dsRNA treated controls. Primers targeting indicated genes were used for PCR amplification. *Taf1* was used to normalize expression levels. The results are the average of three - five biological replicates for qPCR and three biological replicates for RNAseq. Error bars represent standard error of the mean. KD – knockdown, P – paraquat, \* - No qPCR data depicted for *Hsp27*.

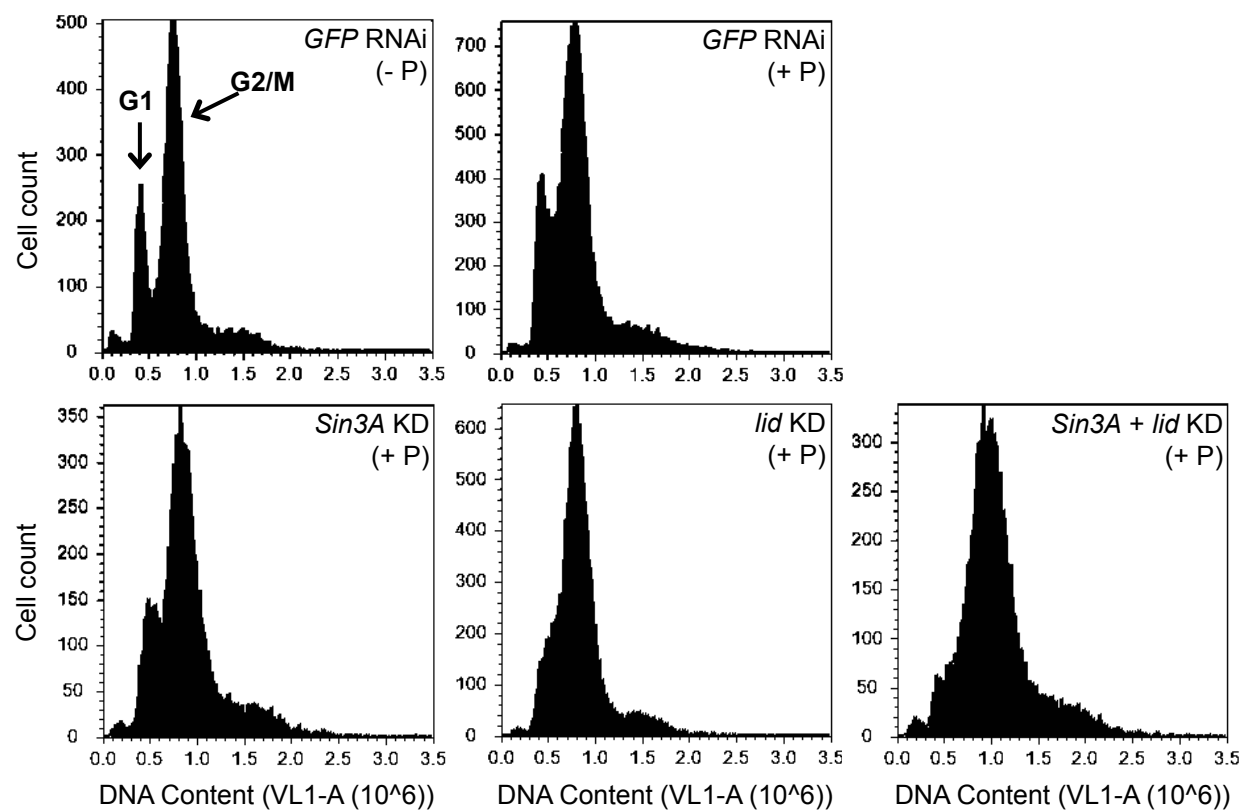

**Figure S6. Flow cytometry analysis of S2 cells knocked down for *Sin3A*, *lid* or both under oxidative stress conditions.** Histogram of DNA content vs. cell counts for indicated cell lines. Peaks for G1 and G2/M cell cycle phases are indicated in the top left panel. KD – knockdown, P – paraquat.

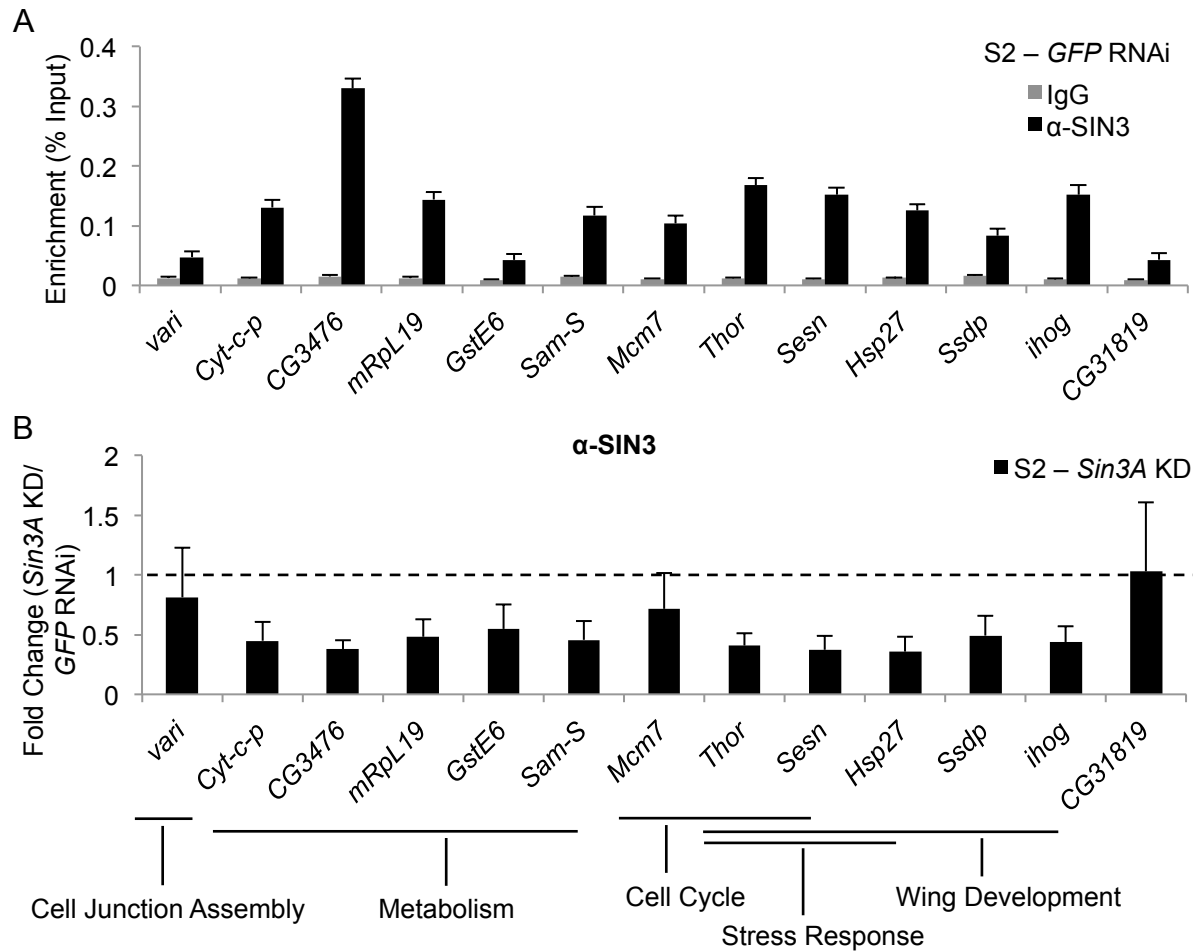

**Figure S7. SIN3 directly binds the TSS of many gene targets.** Real-time qPCR analysis of chromatin prepared from S2 cells immunoprecipitated with antibody to SIN3 or IgG as a control. (A) Enrichment of SIN3 at predicted target genes. (B) Fold change in enrichment of SIN3 upon knockdown of *Sin3A* at target genes. Primers used in the PCR amplification target regions spanning the TSS of indicated genes. *CG31819* acts as a negative control. The results are the average of three biological replicates. KD – knockdown.

# Supplementary material for: The histone demethylase dKDM5/LID interacts with the SIN3 histone deacetylase complex and shares functional similarities with SIN3
**Source:** Epigenetics Chromatin. 2016 Feb 3;9:4. doi: 10.1186/s13072-016-0053-9
**Supplement:** Supplementary file 4 — 10.1186/s13072-016-0053-9 Primers used for gene expression analysis. Table S2. Primers used for ChIP-qPCR analysis.

**Table S1. Primers used for gene expression analysis. Listed 5' – 3'.**

| <b>Gene</b>    | <b>Forward Primer</b>      | <b>Reverse Primer</b>              |
|----------------|----------------------------|------------------------------------|
| <i>lid</i>     | TCG TGC GAA AAG ACA CAG AA | GCC CGA TCT GCT TCA CCA GC         |
| <i>Taf1</i>    | CTG GTC CTG GTG AGG TGA    | CCG GAT TCT GGG ATT TGA            |
| <i>vari</i>    | ACG CTC AAG AAT CGG CTG    | ACG GCC TCT TCC ATT TCC            |
| <i>Gapdh1</i>  | GCC CTG AAC GGC AAG CT     | GTA AGA TCC ACA ACG GAG<br>ACA TTG |
| <i>Cyt-c-p</i> | GCT CGA CGT TTG TGT TCA AT | TTC CCT TCT CAA CAT CAC CA         |
| <i>CG3476</i>  | GCC ATC CAT TGG ACA CAA TA | GGC GGC ACA ATC TAT GAC T          |
| <i>mRpL19</i>  | CGA TCC CGA AAA CTA TTC AA | TTA CAT GTT CCG CAG TTT TG         |
| <i>GstE6</i>   | GAT CAG CGG CTG CAC TTT    | TGG CAT CGT ATC GCT CCT            |
| <i>Sam-S</i>   | AAA CTT TGA CCT CAG GCC C  | CGC TGG TAT ATC GGC TGG            |
| <i>Mcm7</i>    | ACC AAA TCC ACG AGC ACC    | GGT CGG GCT TGA ATC CTT            |
| <i>Thor</i>    | GCT AAG ATG TCC GCT TCA CC | CCC GCT CGT AGA TAA GTT<br>TGG     |
| <i>Sesn</i>    | GAG GAG CTC CAC CGG ACT    | ATG CGC TCC ATT AGC GTC            |
| <i>Ssdp</i>    | GGA TTC CTG CAC ACC TGG    | CCG TAG CCG GAG CTA ACA            |
| <i>ihog</i>    | GGA GGG GGC ACT GAA AAT    | TAA CTG CGC AAA CGC AAA            |

**Table S2. Primers used for ChIP-qPCR analysis. Listed 5' – 3'.**

| Gene                                | Forward Primer                   | Reverse Primer                    |
|-------------------------------------|----------------------------------|-----------------------------------|
| <b>Transcription Factor Binding</b> |                                  |                                   |
| <i>vari</i>                         | CCC AAC AAA GAA GTG GCG          | TCC AAC AGC GCA AAA ACA           |
| <i>Cyt-c-p</i>                      | GCA AAT TTT CCA GAG GCT TTC      | GCC GAT TTT TCA CGA ATG AC        |
| <i>CG3476</i>                       | CTG CAA TCG ATA GCT GAA TGT      | GCG CGG TAT TAT AAT TTC CAT       |
| <i>mRpL19</i>                       | TGG CAG TAC CCT TCC AAT TAT      | ACA CAC TGC TGT GTC AAC CTA<br>TT |
| <i>GstE6</i>                        | TTT TCT CTT TCA TTG ATC CCA<br>A | GAC TGG GGT CCA AAC CGT           |
| <i>Sam-S</i>                        | TTG AAC GCA GGT TGA GCA          | CGC TCC GGA GTG AAC TGT           |
| <i>Mcm7</i>                         | ACA CCT TTG GCA AGC AGC          | ATT CCG CCA GAT CAT CCA           |
| <i>Thor</i>                         | CGA GAG AGC AGG CGA AAG          | TGT GTT CAC CGT TGG CTG           |
| <i>Sesn</i>                         | TCG TTG CGA TTC GTT TCA          | CGC TTT TCT AGC CGG ACA           |
| <i>Hsp27</i>                        | CCT GGT TGC CAT GCA CTA          | TGC TTC AAC GTT TGC CTT C         |
| <i>Ssdp</i>                         | CAC TGA AAA TGG CGT GCT T        | AAG TTG CGT CGT CGT CGT           |
| <i>ihog</i>                         | TCC ACT GTA CCG CGA TGA          | GGG ATG CTG GAA CTG GAA           |
| <i>CG31819</i>                      | AGC GCT GCC AGA AGA AGA          | GGT CAA AGT CTC CCA ATT TTC<br>A  |
| <b>Histone Modifications</b>        |                                  |                                   |
| <i>CG3476</i>                       | GCG CTA TTC GGA ATC ACA          | ATC GCT GGC TTC CTG ATG           |
| <i>mRpL19</i>                       | TTT GTT TCA GCC GAT CCC          | CGT TTC CTG AAT GTG TGG C         |
| <i>Sesn</i>                         | GAA AAC GGA CGA AAA TCG AG       | CAC GAA AAC TGT GGA TAA AAT<br>G  |
| <i>Ssdp</i>                         | CAG CCG AAC AGG CAG TAA A        | CGC TGT GTT GTT GCT GCT           |
| <i>wb</i>                           | GCG ATC CAC AAG GTC CAC          | TAC GCA AAC GAC CGT CAA           |

How the deposited data were processed for this re-analysis (not part of the article)

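The experiment measured transcripts in Drosophila S2 cells by RNA-seq in 8 groups of 3 biological replicates: cells with dsRNA against GFP, *Sin3A*, *lid* or both for 4 days, each with and without 8.3 mM paraquat for 24 h. The authors aligned paired reads to the dm3 genome with TopHat and Bowtie, and ran Cufflinks and Cuffdiff, whose versions are not stated in the methods. Replicates were grouped by their labels, which name the dsRNA, the treatment and a replicate number.

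The authors deposited 7 Cuffdiff tables, each comparing 1 group with unstressed GFP RNAi over the same 14542 gene loci. The FPKM values were made by the authors with Cuffdiff, which combined the 3 replicates of a group into 1 value per locus. The test statistic, a score for the change of each locus, was computed by the authors with Cuffdiff. The p-value and q-value of each locus were also computed by the authors with Cuffdiff, at a false discovery rate of 5%, and were deposited in steps with 5e-05 as the smallest p-value. The log2 ratio in the deposited tables is that of the FPKM values of the pair of groups. The FPKM values of GFP RNAi were checked to be identical in all 7 tables. The paper's methods state an approximate depth of coverage in reads. No values of single replicates and no read counts were used here, so precision is given only through the test statistics.

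Loci were counted as regulated when Cuffdiff had tested them (status OK), their p-value adjusted by the Benjamini-Hochberg method over the tested loci of the same table was under 0.05, and the fold change of the FPKM values was over 1.4. A ratio to a group listed at 0 FPKM counted as over 1.4-fold. The false discovery rate is that of the paper's methods, and the fold change that of its results. Correlations, effect sizes and family medians used log2 ratios with 0.1 FPKM added, over loci with at least 1 FPKM in the groups compared. Overlaps were tested by one-sided Fisher's exact tests over the loci tested in both tables. Because all tables share the GFP RNAi libraries, overlaps and correlations were set beside 200 simulations of unchanged groups in which the control holds a share of 0.5 of the variance of each log2 ratio, with 0.25 and 0.75 as alternatives. Intervals of medians are from 1000 bootstrap draws over loci, with the seed 20160203.

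The standard error of a log2 ratio was taken as its size divided by the size of the deposited test statistic and by the square root of 3. The factor was set from the deposited p-values. A normal test with that error therefore follows them by construction, with between 98.8% and 99.5% of the loci of a table on the same side of 0.05, and this is not an independent check of the error. Differences between 2 groups that both were compared with GFP RNAi were tested by z tests with the implied variances added, which counts the control 2 times and is conservative. Single genes named in the paper were tested in the same way between groups, a test added after the data had been seen. Departures of a stressed knockdown from the sum of the knockdown and paraquat log2 ratios were tested the same way, over loci with implied standard errors of at least 0.1.

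Families were read from gene names: names starting with Hsp, with Gst, with mRpL or mRpS, and DNA replication and cyclin genes (names starting with Mcm, Orc, Cyc, Cdk, cdc, DNApol, RnrS, RnrL, and PCNA). These lists were fixed before the deposited tables were opened, but after the summary sheet of the paper's Additional file 2 had been read, where heat shock genes are seen to be lower. Each family was tested by a two-sided Fisher's exact test in each comparison, with p-values adjusted over 28 tests, separately under each alternative run for all 4 families. The named genes are those the paper names as regulated or tested in its RNA-seq, qRT-PCR and ChIP-qPCR results, each Hsp and Gst locus regulated in the comparison concerned, and in each of the 7 comparisons the 3 regulated loci with the largest rise and the 3 with the largest fall among those with at least 1 FPKM in both groups.

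The 8 group values of each of 7748 loci were also fitted with limma by the main effects of *Sin3A* dsRNA, *lid* dsRNA and paraquat, with 0.1 FPKM added. For chromosome medians, 10000 lists of autosomal loci matched on expression were drawn with the seed 4. Gene lengths were taken from an annotation of dm6, matched by gene name only, since the tables are on dm3; coordinates of that annotation were not used.

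The alternatives were the deposited q-values, p-values adjusted over all 7 tables, an adjusted p-value under 0.01, a fold change over 2, a filter of 1 FPKM in at least 1 group, a pseudocount of 1 FPKM, only loci above 0 FPKM in both groups, and log2 ratios centred on the median. Each step was tested on simulated data with known changes and the same noise in every group. In the simulated stressed GFP RNAi, 165 of 200 loci changed 2-fold were recovered. The computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The qRT-PCR, ChIP, flow cytometry and fly survival measurements and the gene ontology annotation were not used here.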

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

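Of the tests in this part, that of the floor of detection was set before its result was seen, and all others were chosen only after the result was seen. All patterns here were found and tested on the same data and are hypotheses.

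Departures from the sum of the knockdown and paraquat log2 ratios, tested over loci with an implied standard error of at least 0.1, were found at 1 of 8021 loci for *Sin3A*, 4 of 8020 for *lid* and 17 of 8033 for both. They stand out because the effect of paraquat there differs between knockdown and control cells. Of the 17, 15 lie above the sum and 2 below, and 10 are heat shock loci, of 14 tested. Heat shock loci lay above the sum in the single knockdowns too, over all tested loci: the median departure was 1.15 for *Sin3A*, with 0 of 14 past adjustment and 9 at an unadjusted p-value under 0.05, and 1.03 for *lid*, with 1 and 8, against 3.01 for both, with 10 and 12. *Hsp26* departed by 3.25 (standard error 0.316, adjusted p = 3.43e-21) and *Hsp70Bc* by 4.68 (standard error 0.522, adjusted p = 5.66e-16). The co-chaperone genes *stv* and *DnaJ-1*, singled out after their values were seen, departed by 1.30 and 1.57.

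In the dual knockdown, heat shock genes are already low without paraquat and do not fall further with it. Their median log2 change with paraquat there was 0.60, with 11 of 14 loci higher and 3 lower. Unstressed dual knockdown libraries that alone are low in heat shock transcripts would give such a rise too. The tests that follow are for the dual knockdown; those departures of the single knockdowns were not weighed separately, and GFP RNAi libraries high in heat shock transcripts would raise them too. Reads shared between the near-identical Hsp70 copies are argued against by 6 departing heat shock loci outside those copies. A floor of detection is argued against by a median of 26.8 FPKM in the stressed dual knockdown. GFP RNAi libraries that alone are high in heat shock transcripts are argued against by the change with paraquat, which is higher in the dual than in the *Sin3A* knockdown by a median of 1.86 on the log2 scale, a comparison without GFP RNAi. An effect of the combined knockdown and unstressed dual knockdown libraries that alone are low in heat shock transcripts cannot be told apart: the stressed dual knockdown lies at a median log2 ratio of -0.0514 to the stressed control, as either explanation predicts. A shared response in which knockdown and paraquat act on the same heat shock genes may be a biological explanation, and the groups cannot separate it from that library effect.

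The 4 departures for *lid* are those of *CG8051* (-4.33, adjusted p = 1.28e-45), *her* (-2.33, adjusted p = 5.86e-11), *RpL28* (-1.72, adjusted p = 1.08e-05) and *RpL8* (-1.56, adjusted p = 0.00419), and that for *Sin3A* is *RpL28* (-1.69, adjusted p = 1.24e-07). The same departures of *lid* in the groups with *Sin3A* dsRNA rest on other libraries. Their median, 0.0135, lies between loci that go both ways and decides nothing. Values of the *lid* knockdown libraries alone are argued against for *RpL8*, which departed there by -1.60 (standard error 0.377), and for *RpL28*, by its departure of -1.688 in the *Sin3A* knockdown, which has no *lid* knockdown library. Values of the GFP RNAi libraries alone are argued against by the change with paraquat in the *lid* minus that in the *Sin3A* knockdown, a comparison without GFP RNAi: -2.199 for *her*, -1.644 for *RpL8* and -2.871 for *CG8051* (standard errors 0.36, 0.377 and 0.392). For *RpL28* it was -0.03554 (standard error 0.327), so GFP RNAi libraries that alone differ and a loss of the response to paraquat in both single knockdowns cannot be told apart, since either predicts 0. In the groups with *Sin3A* dsRNA the departure of *lid* was 0.70 for *RpL28* (standard error 0.314), and in those with *lid* dsRNA that of *Sin3A* was 0.73. For *CG8051* and *her* the departures of *lid* in the groups with *Sin3A* dsRNA were -0.25 and 0.28 (standard errors 9.84 and 0.388). For these 2 loci, values of the *lid* knockdown libraries alone and an interaction of *lid* with paraquat that depends on SIN3 cannot be told apart, as no replicate values were analysed here. *CG8051* also rose by 1.85 with paraquat in GFP RNAi, which is part of its departure.

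The paper does not report on chromosomes. In the limma estimates over the 8 groups, the median log2 effect of *Sin3A* dsRNA was -0.1375 over 1297 loci on X and -0.2909 over 75 loci on chromosome 4, against 0.03 over 6330 autosomal loci; 69.8% and 89.3% of the loci were lower. These results stand out as a signal in genes outside those the paper discusses. Differences in expression level are argued against by 10000 autosomal lists matched on expression, whose lowest medians were -0.01435 for X and -0.1152 for chromosome 4. Gene length is argued against by the length class nearest 0 among 4, with -0.1474 and -0.2151 relative to autosomes. Scaling between groups would move all chromosomes alike, and the pair of groups nearest 0 among 4 still gave -0.1244 and -0.2581 relative to autosomes.

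A difference of 1 pair of groups alone is argued against by all 4 pairs with and without *Sin3A* dsRNA, which have no library in common and gave -0.1244 to -0.1996 for X and -0.2581 to -0.3567 for chromosome 4. The exact p-value over the 70 splits of the 8 groups was 0.0286 for each, the smallest they can give. The adjusted value, 0.0858 over 6 tests, decides nothing, since with 2 of 6 tests at that smallest p-value it could not fall under 0.05. Whether other differences between libraries go with the *Sin3A* dsRNA in all 4 pairs cannot be told apart from its effect, since 8 groups are too few for the test after adjustment. For *lid* dsRNA, medians also lay outside all 10000 lists, at 0.06 for X and -0.10 for chromosome 4, where 85.3% of the loci were lower, so lying outside the lists is not particular to *Sin3A* dsRNA; its exact p-values were 0.429 and 0.486. For paraquat the medians lay within the lists, and the exact p-values were 0.971 and 0.771. Lower transcripts of the dosage compensation genes might contribute to the lower values on X: the median *Sin3A* effect of 6 such genes was -0.1214, with -0.51 for *roX2*, -0.44 for *mof*, -0.26 for *msl-3*, 0.01 for *msl-1*, 0.04 for *mle* and 0.31 for *msl-2*. *roX2* and *mof* are themselves on X, so cause and consequence cannot be told apart, and no other biological explanation was tested.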

How the results depend on the processing

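The alternatives named in the processing summary were set before the data were examined; those chosen after seeing the data are named as such here, and all values are for 1 changed choice at a time. No paired analysis was possible because the tables hold 1 value per group, with the replicates combined. Fits without single replicates, or with the replicate number as a block, could not be run for the same reason. Over all results and alternatives, 663 kept their direction and side of the threshold or stayed within their range, 77 moved, 55 became weaker, 13 stronger and 3 reversed.

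An adjusted p-value under 0.01 left 327 regulated loci in the *Sin3A* knockdown, 0 in the *lid* knockdown, 535 in the dual knockdown, and 860, 180 and 1035 in the stressed *Sin3A*, *lid* and dual knockdowns. At an unadjusted p-value under 0.05 the *lid* knockdown had 316 loci. The overlaps of *Sin3A* and *lid*, *Sin3A* and paraquat, *lid* and paraquat, and dual and paraquat were 0, 27, 0 and 63. The 0 values follow from the smallest adjusted p-value of the *lid* knockdown, 0.0145. Loci regulated only under stress in the *lid* knockdown numbered 117, a count chosen after seeing the data.

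A fold change over 2 left 248 loci in the *Sin3A* knockdown, 358 in the dual knockdown, 44 with paraquat, and 547, 110 and 654 in the stressed *Sin3A*, *lid* and dual knockdowns, as fewer loci pass a larger fold. The overlap of *Sin3A* and *lid* was 16, of *Sin3A* and paraquat 14, and of dual and paraquat 25. Loci regulated only under stress numbered 359, 72 and 381, a comparison chosen after seeing the data. Families are compared by unadjusted Fisher's exact p-values. Those of Gst genes came under 0.05 with 3 in the *Sin3A* knockdown (0.048, adjusted p = 0.103) and 8 in the stressed dual knockdown (adjusted p = 0.0029). They no longer did with 1 in the *lid* knockdown and 4 in the stressed *Sin3A* knockdown, which had not passed after adjustment before (adjusted p = 0.0675). DNA replication and cyclin genes lost significance with 2 in the dual knockdown and 1 in the stressed *lid* knockdown, and mitochondrial ribosomal protein genes with 1 in the stressed *Sin3A* knockdown and, only after adjustment (adjusted p = 0.0672), with 1 in the stressed dual knockdown. The cause was not tested.

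With the deposited q-values, 90 loci were regulated in the *lid* knockdown and 212 with paraquat, and the overlap of *Sin3A* and *lid* was 58. With p-values adjusted over all 7 tables, the values were 95, 217 and 61, and the overlap of *lid* and paraquat was 28. The deposited q-values were applied to families after seeing the data: Gst genes came under 0.05 with 6 in the dual knockdown (0.0475, adjusted p = 0.0739) and 10 in the stressed dual knockdown (adjusted p = 0.0149), DNA replication and cyclin genes with 8 under paraquat, and the latter lost significance with 8 in the dual knockdown. The cause was not tested.

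Where the simulations take as many top loci as were regulated, the share of variance in the shared control decides how much is left of the overlaps. With the thresholds applied instead, unchanged groups shared 0.0 to 0.005 loci on average for every pair and share. Few unchanged loci pass adjusted thresholds at all, so these values decide nothing on the overlaps. The values that follow are for the top loci. At a share of 0.75, the overlap of *Sin3A* and paraquat was reversed, at -23.1 relative to the simulated mean, and those of *Sin3A* and *lid*, *lid* and paraquat, and dual and paraquat exceeded it by 1.2, 1.8 and 3.6. At a share of 0.25, that of *Sin3A* and paraquat exceeded it by 38.1. The correlation over all loci beyond the shared control for *Sin3A* and *lid* was reversed at a share of 0.25, to 0.11. For *lid* and paraquat it was 0.23 at a share of 0.25 and reversed to -0.23 at 0.75. The share cannot be read from group values. Over all tested loci, the correlations moved to 0.365 (*Sin3A* and *lid*), 0.131 (*Sin3A* and paraquat without a shared library), 0.418 (*lid* and paraquat) and 0.232 (*lid* and paraquat without a shared library), because loci of low expression enter. These are Spearman rho values. Pearson r of the pairs with paraquat without a shared library turned negative there, from 0.147 to -0.0807 for *Sin3A* and from 0.246 to -0.0853 for *lid*; the cause was not tested.

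A pseudocount of 1 FPKM moved the excess of the dual over the *lid* knockdown to 0.51, since it shrinks ratios of low values. It also moved the share of loci regulated only under stress that differ from the stressed control. That share came to 39.0% for *Sin3A*, 22.4% for *lid* and 47.8% for both. With 0.5 of each variance removed as the shared control, 138, 1 and 208 such loci differed from the stressed control by the z test. With departures, chosen after seeing the data, that setting gave 11, 20 and 41 loci, and all tested loci without the minimum of the implied standard error gave 5 for *Sin3A* and 11 for *lid*. The limma main effects, also chosen after seeing the data, called 1378 loci for *Sin3A*, 72 for *lid* and 563 for paraquat.

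The alternatives were applied to a list of single named genes, each in selected comparisons, after seeing the data. Of these, 340 results stayed on their side of the threshold, 44 became weaker and 6 stronger, the last being *N*, *Ser* and *Ssdp* in the *lid* knockdown with the deposited q-values and over all 7 tables. Outside that list, the deposited q-values also called *cdc2*, *Cyt-c-p* and *su(Hw)* with paraquat, *Ssdp*, *ihog*, *Sam-S* and *Gapdh1* in the stressed *lid* knockdown and *wb* in the *lid* knockdown, and no longer called *cdc2c* in the dual knockdown; some Hsp and Gst loci changed sides too. Fold change over 2 accounts for 31 of the weaker ones and an adjusted p-value under 0.01 for 11. Heat shock genes stayed lower and enriched under the 5 alternatives run for them: the deposited q-values, a fold change over 2, centring, loci with a single gene name and Hsp70 copies counted as 1 gene. An adjusted p-value under 0.01 was not among them, and with it the *lid* knockdown has 0 regulated loci, against 316 at an unadjusted p-value under 0.05. No read counts were used here, which limits statements on loci near 1 FPKM.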

Differences from the paper's values

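In the *lid* knockdown, 38 loci were regulated against the paper's 89, with 7 higher against the paper's 27 and 31 lower against the paper's 62. With the deposited q-values the numbers were 90, 27 and 63, and with p-values adjusted over all 7 tables 95, 28 and 67, which closes the gap. Among the other alternatives set before the data were examined, an adjusted p-value under 0.01 gave 0, 0 and 0, a fold change over 2 gave 27, 3 and 24, and the filter of 1 FPKM, the pseudocount of 1 FPKM, only loci above 0 FPKM and centring each gave 38, 7 and 31; none of these closed it. At an unadjusted p-value under 0.05 there were 316 loci.

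With paraquat in GFP RNAi cells, 128 loci were regulated against the paper's 212, with 52 higher against 95 and 76 lower against 117 in the paper's supplement. The deposited q-values gave 212, 95 and 117 and p-values adjusted over all 7 tables gave 217, 99 and 118, which closes the gap. An adjusted p-value under 0.01 gave 89, 37 and 52, a fold change over 2 gave 44, 22 and 22, and the other 4 alternatives set before the data were examined gave 128, 52 and 76; none of these closed it.

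The overlap of the *Sin3A* and *lid* knockdowns was 30 loci against the paper's 58. The deposited q-values gave 58 and p-values adjusted over all 7 tables 61, which closes the gap. An adjusted p-value under 0.01 gave 0, a fold change over 2 gave 16, and the other 4 alternatives set before the data were examined gave 30; none of these closed it.

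Other counts lie within 1.5 times the paper's and come closer under alternatives. In the dual knockdown, 972 loci were regulated against the paper's 849, and 850 with the deposited q-values, an alternative set before the data were examined. With the same alternative, the *Sin3A* knockdown went from 628 to 624, the paper's 624, its overlap with paraquat from 55 to 66 against the paper's 65, that of *lid* from 18 to 27 against the paper's 27, and that of the dual knockdown from 96 to 131 against the paper's 131. The stressed *Sin3A*, *lid* and dual knockdowns went from 1361, 287 and 1606 to 1136, 358 and 1309, the values of the paper's supplement. Loci regulated only under stress numbered 816, 179 and 795 against the paper's 588, 185 and 594; the deposited q-values, applied to these counts only after seeing the values, gave 586, 184 and 594, and p-values adjusted over all 7 tables, also applied after seeing them, 598, 190 and 614.

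The paper lists *grp* among genes lower upon *Sin3A* knockdown; the locus of *grp* and *squ* had a log2 ratio of -0.35 (adjusted p = 0.313) and was not called under any alternative tried. The paper places *N* and *Ser* among genes regulated by *lid* knockdown and *Ssdp* as regulated by it alone; their adjusted p-values within the table did not pass 0.05, and they were called with the deposited q-values and with p-values adjusted over all 7 tables, under no other alternative. The paper gives *ihog* as higher in the stressed *Sin3A* knockdown; it was lower there, with a log2 ratio of -0.85, and no alternative tried turned it higher. The paper gives *CG3476* as higher in the stressed *lid* knockdown; its log2 ratio was 0.46 (adjusted p = 0.413), and no alternative called it.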

Other observations

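Of the tests in this part, the 2 on the selection of loci were set before their results were seen, and all others were chosen only after the result was seen.

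Transcript of *Sin3A* was little changed in the *Sin3A* knockdown, with a log2 ratio of -0.14, while *lid* fell by 1.32 in its own knockdown. A *Sin3A* group that holds control libraries is argued against by a Spearman rho of 0.837 between the *Sin3A* effect without paraquat and that with paraquat. Reads from the dsRNA itself may hide a loss of transcript; the other target, *lid*, with a log2 ratio of -1.317, does not show such reads, but 1 other target decides nothing, and this cannot be told apart from a loss of protein without a loss of counted transcript.

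Heat shock genes were lower in all 7 comparisons with GFP RNAi at 13 of 14 loci, and none of the family medians changed sign with ratios centred on the median. Scaling between groups is argued against by a largest median shift of -0.0388. Reads shared between the Hsp70 copies are argued against by 8 of 9 loci outside them that are lower in all 7. GFP RNAi libraries that alone are high in heat shock transcripts are argued against for the dual knockdown by a median of -1.93 relative to the *Sin3A* knockdown, and for paraquat by a median of -1.101 between the stressed and unstressed *Sin3A* knockdowns. For the single knockdowns this explanation cannot be told apart from an effect of the knockdown: the median of -1.704 of the dual relative to the *lid* knockdown rests on the dual libraries alone.

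Fewer loci were regulated in the *lid* knockdown here than with the deposited q-values. An adjustment of the deposited q-values over more tests than those of 1 table would explain this. Within 1 table, Cuffdiff's smallest p-value is adjusted to 0.0145 in the *lid* knockdown and to 0.000664 in the stressed dual knockdown. The smallest q-value in the authors' deposited table is 0.00172 in all 7 comparisons, which argues against adjustment within each table. Most p-values map to a single q-value across tables, since 77 of 18324 deposited p-values have more than 1 q-value. The exact set of tests behind the q-values is not known here.

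Noise of the shared GFP RNAi libraries as the whole source of the relations between comparisons is argued against by pairs without a library in common, with a rho of 0.2411 at the least for *Sin3A* and *lid*, 0.1783 for *Sin3A* and paraquat and 0.2918 for *lid* and paraquat. These are correlations across genes, which are not independent replicates. Over all tested loci the rho of the pairs with paraquat stayed positive, at 0.131 and 0.232, but Pearson r turned negative, at -0.0807 and -0.0853. Simulated control noise alone gave overlaps of at most 0.005 loci on average when the thresholds were applied. This was largely fixed in advance, since few unchanged loci pass adjusted thresholds at all. How much such noise adds to each overlap at loci that change stays open.

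Larger changes in the stressed than in the unstressed knockdowns may come from the effect of paraquat itself, which the ratio to unstressed GFP RNAi includes. Against the stressed control, the changes were larger under stress at 56.09% of the loci for *Sin3A*, 41.28% for *lid* and 49.0% for both.

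Larger changes in the dual than in the *Sin3A* knockdown may come from the selection of loci on the comparison itself. Among 1593 loci chosen by the stressed *Sin3A* knockdown relative to the stressed control, the median excess was -0.0019 (bootstrap interval -0.02 to 0.02). Among 366 loci chosen by the stressed *lid* knockdown the dual lay further than the *Sin3A* knockdown in the direction of the *lid* effect by 0.125 (0.05 to 0.19). That direction is not the one of the *Sin3A* knockdown, so this value does not measure whether the change was larger and decides nothing on selection. Of 32 loci regulated in the unstressed *lid* knockdown, and so not chosen by the dual knockdown, 27 changed more in the dual than in the *Sin3A* knockdown. Their median excess was 0.59.

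In the limma fit over the 8 group values, *Sin3A* dsRNA changed 1378 loci (647 higher and 731 lower), *lid* dsRNA 72 (34 and 38) and paraquat 563 (305 and 258). Other splits were counted in a separate limma fit with 1 factor and no fold threshold, where *Sin3A* dsRNA gave 2171 loci, *lid* dsRNA 1 and paraquat 211. Of 35 splits of the 8 groups, 1 gave as many loci as the real split for *Sin3A*, 15 for *lid* and 2 for paraquat, the real one included. The other split for paraquat is that by *Sin3A* dsRNA, whose effect was not removed, and the same effect adds to the residual variance of the *lid* and paraquat fits, so these counts say little about the main effects of the joint fit. The loci changed by *Sin3A* and *lid* dsRNA share 37, where 12.8 would be expected, 25 in the same direction.

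Mitochondrial ribosomal protein genes were regulated at 2, 0 and 7 of 73 loci in the *Sin3A*, *lid* and dual knockdowns, at 0 with paraquat and at 4, 0 and 5 in the stressed *Sin3A*, *lid* and dual knockdowns; where the count is 0, it is also 0 at an unadjusted p-value under 0.05. Regulated loci were fewer than among other loci in the stressed dual (odds ratio 0.301, adjusted p = 0.0101) and stressed *Sin3A* (odds ratio 0.289, adjusted p = 0.0136) knockdowns by Fisher's exact test. Without paraquat, 55, 56 and 59 of the 73 loci were higher in the *Sin3A*, *lid* and dual knockdowns, with median log2 ratios of 0.24, 0.11 and 0.25. Cuffdiff's unadjusted p-value was under 0.05 at 17 of them in the *Sin3A* and 23 in the dual knockdown. With paraquat alone 48 were lower, with a median of -0.12. *wb*, used in the paper as a gene not targeted, had log2 ratios of -0.82 (adjusted p = 0.00199) in the *Sin3A* knockdown and -1.45 in the dual knockdown.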
